# Single-cell transcriptomics of the naked mole-rat reveals unexpected features of mammalian immunity

**DOI:** 10.1371/journal.pbio.3000528

**Published:** 2019-11-21

**Authors:** Hugo G. Hilton, Nimrod D. Rubinstein, Peter Janki, Andrea T. Ireland, Nicholas Bernstein, Nicole L. Fong, Kevin M. Wright, Megan Smith, David Finkle, Baby Martin-McNulty, Margaret Roy, Denise M. Imai, Vladimir Jojic, Rochelle Buffenstein

## Abstract

The immune system comprises a complex network of specialized cells that protects against infection, eliminates cancerous cells, and regulates tissue repair, thus serving a critical role in homeostasis, health span, and life span. The subterranean-dwelling naked mole-rat (NM-R; *Heterocephalus glaber*) exhibits prolonged life span relative to its body size, is unusually cancer resistant, and manifests few physiological or molecular changes with advancing age. We therefore hypothesized that the immune system of NM-Rs evolved unique features that confer enhanced cancer immunosurveillance and prevent the age-associated decline in homeostasis. Using single-cell RNA-sequencing (scRNA-seq) we mapped the immune system of the NM-R and compared it to that of the short-lived, cancer-prone mouse. In contrast to the mouse, we find that the NM-R immune system is characterized by a high myeloid-to-lymphoid cell ratio that includes a novel, lipopolysaccharide (LPS)-responsive, granulocyte cell subset. Surprisingly, we also find that NM-Rs lack canonical natural killer (NK) cells. Our comparative genomics analyses support this finding, showing that the NM-R genome lacks an expanded gene family that controls NK cell function in several other species. Furthermore, we reconstructed the evolutionary history that likely led to this genomic state. The NM-R thus challenges our current understanding of mammalian immunity, favoring an atypical, myeloid-biased mode of innate immunosurveillance, which may contribute to its remarkable health span.

## Abstract 2

A single-cell transcriptomic study of the immune system of the cancer-resistant naked mole-rat reveals that this animal lacks natural killer (NK) cells, thought to be crucial for cancer resistance. In contrast to dramatically expanded NK cell receptor and MHC-I gene families in human and mouse genomes, the naked mole-rat genome lacks the expansion of NK cell receptor genes and only has two MHC-I genes.

## Introduction

The immune system plays a critical role in identifying and destroying pathogens and nascent malignancies and is a key regulator in tissue homeostasis. Its age-associated decline in most mammalian species is concomitant with an age-dependent increase in chronic diseases [1]. Unlike most mammals, the naked mole-rat (NM-R), a mouse-sized rodent, is cancer-resistant [2], extremely long-lived relative to its body size [3], and shows no age-associated exponential increase in risk of dying [4], suggesting it maintains cellular and systemic homeostasis well into its third decade of life [5,6]. An unexplored possibility is that the NM-R has evolved features of systemic immunity that contribute to these remarkable phenotypes.

Investigating the immune systems of non-model organisms, such as the NM-R, has traditionally been constrained by the lack of species-specific reagents. To circumvent these limitations, we used single-cell RNA-sequencing (scRNA-seq) to obtain an unbiased molecular profile of the immune systems of the NM-R and the well-characterized mouse, allowing us to compare their immune cell repertoires. We find that the cellular composition of the immune system of the NM-R is markedly different from that of the mouse. These differences include an inverted myeloid-to-lymphoid cell ratio, a novel lipopolysaccharide (LPS)-responsive granulocyte cell subset, and, most surprisingly, the absence of natural killer (NK) cells. The latter feature is supported by comparative genomics analyses, showing a lack of diversity in the gene families controlling NK cell function in other mammalian species.

## Results

### The immune systems of the NM-R and mouse have strikingly different cellular compositions

In order to obtain cell repertoires of the NM-R and mouse immune systems, spleens were harvested from young healthy C57BL/6 mice (2–3 months old; *n* = 4) and NM-Rs (approximately 2 years old; *n* = 4) and a 10× Genomics [7] droplet-based scRNA-seq library was prepared from each organ (S1A–S1D and S1H–S1K Fig). 

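Spleen cells of 4 untreated mice (8 to 10 weeks old) and 4 untreated NM-Rs (23 to 25 months old) were analysed from 8 libraries per species, 2 per animal, with a target of 3000 cells per library. The authors aligned the reads and counted unique molecular identifiers (UMIs, the molecule tags of the 10× 3′ chemistry) with Cell Ranger, on mm10 with Gencode M12 for the mouse and on HetGla2.0 with its RefSeq annotation for the NM-R. They also removed barcodes with few UMIs, low-count genes and barcodes taken for multiplets before deposit, so the values are UMI counts of filtered cells. The mouse files held 39088 cells, with 20768451 to 40560360 UMIs per animal (median 33900470.0) and median UMIs per cell of 2304 to 3376 by animal. The NM-R files held 29949 cells, with 19132056 to 24673483 UMIs per animal (median 23504876) and median UMIs per cell of 1619.5 to 2095. The 2 libraries of an animal were pooled, and the animal was the replicate. Cells were clustered within each species, and a cluster was called B-cell-like, T-cell-like and so on from marker genes listed beforehand, so differences from the clusters of the study can come from the rebuilt names. Of 13140 mouse genes, 13121 had a symbol. Of 15450 NM-R genes, 4157 had one, taken from tables of the study that pair gene IDs with names, and an NM-R gene without such a pairing was not named. A level in CPM is the sum of a gene's UMIs over the cells of a class and an animal, scaled to all UMIs of those cells. A share of cells with a UMI was taken after thinning every cell to 500 UMIs, which left out 609 mouse and 1348 NM-R cells, and is also given as deposited, without thinning. NM-R erythroid-like cells, 1985 in number, were left out of the total when shares of the untreated spleen were computed, as in the study, and the mouse total kept all cells.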

Gene-by-cell expression data were clustered separately for each species using an iterative approach (Materials and methods; S1 and S2 Tables). Subsequently, sets of marker genes were derived for each cluster (S3 and S4 Tables), thereby allowing their annotation and revealing the major immune cell subsets present in each species (Materials and methods; Fig 1A–1D; S1E, S1G, S1L and S1N Fig).

**Fig 1:**
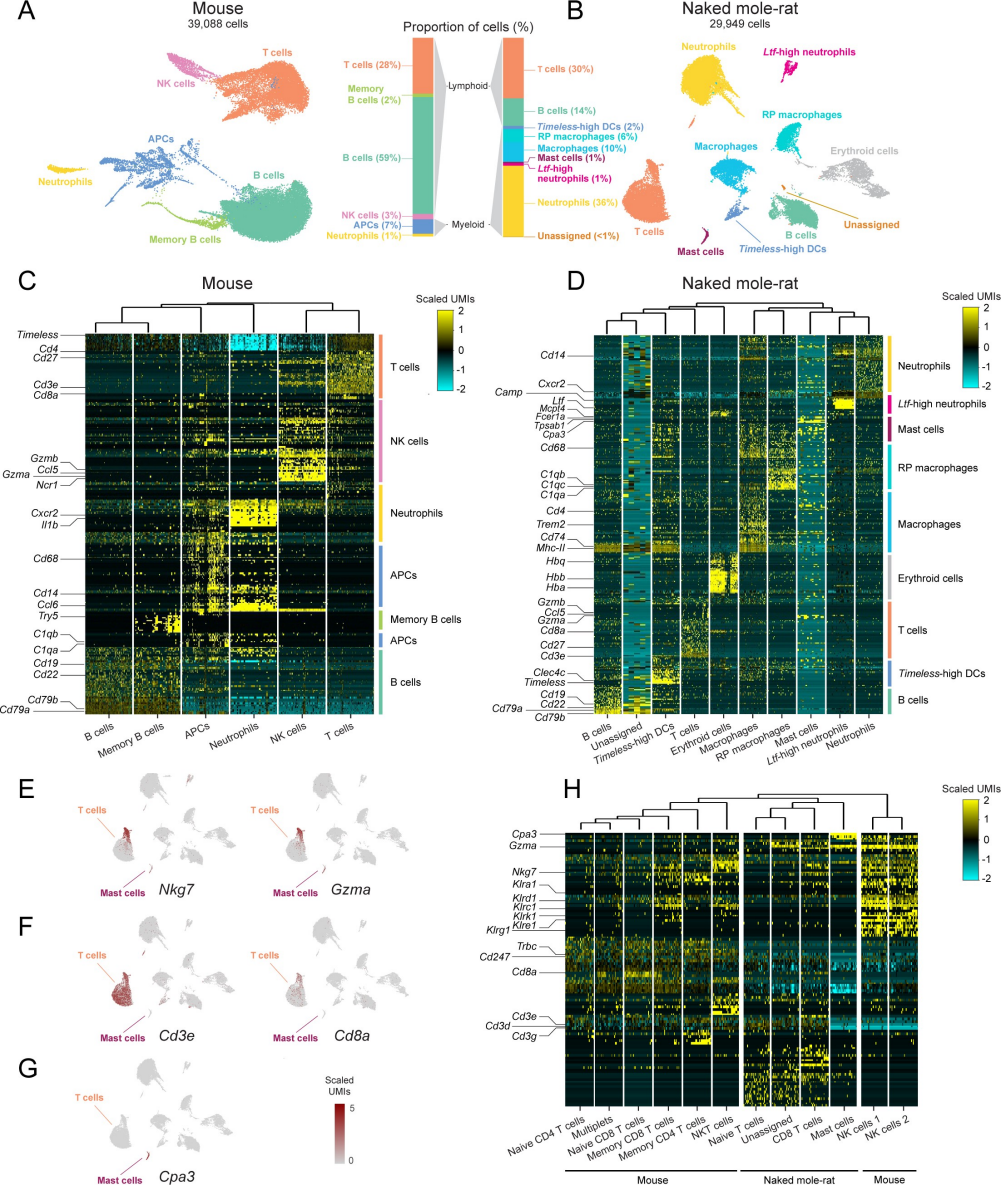
scRNA-seq of mouse and NM-R spleens reveals major differences in immune cell populations. UMAP projections of four mouse (**A**) and four NM-R (**B**) spleens. Each point is a cell color-coded by its cluster assignment and annotated cell type (Materials and methods). The proportions (%) of cells assigned to each cell type in each species (excluding NM-R clusters of erythroid cells) are shown in the stacked bar charts. Gene-by-cell expression-level heatmaps in the mouse (**C**) and NM-R (**D**) spleens. Selected marker genes are listed to the left and cells are faceted by their cluster assignment. UMAP projections of the NM-R spleens color-coded by the expression levels of *Nkg7* and *Gzma* (**E**), *Cd3e* and *Cd8a* (**F**), and *Cpa3* (**G**). Gene-by-cell expression-level heatmap of the mouse spleen T cells and NK cell clusters and NM-R spleen T cells and mast cell clusters (**H**). APC, antigen-presenting cell; DC, dendritic cell; NK, natural killer; NKT, natural killer T; NM-R, naked mole-rat; RP, red pulp; scRNA-seq, single-cell RNA-sequencing; UMAP, uniform manifold approximation and projection; UMI, unique molecular identifier.

Consistent with previous reports [8,9], the splenic immune cell population of mice is dominated by lymphoid lineage cells (approximately 90% of the cells; Fig 1A and 1C). 

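Lymphoid cells (B-cell-like, plasma-cell-like, T-cell-like and NK-cell-like) made up 87.2% ± 6.06 of the splenic cells of the mice (SD, n = 4), from 78.2% to 91.2%. Myeloid cells (macrophage-, dendritic-cell- and neutrophil-like) made up 8.43% ± 4.30, from 5.56% to 14.8%. The lowest lymphoid and the highest myeloid share were both from replicate 3. The remaining cells were 345 erythroid-like cells, 285 cells of a cluster led by pancreatic enzyme genes, and 935 cells of 2 clusters that stayed unnamed, of which the larger was led by *Plac8* and *Mzb1* and the smaller by *Ccl3*, *Ccl9* and *Osm*. Among the first 1999 rows of S1 Table, most of the erythroid-like cells are macrophages by the authors' names.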

B cells (e.g., marked by *Cd19* and *Cd79a*) comprise 59% of the total splenic immune cell population; memory B cells (additionally marked by *Try5*) make up 2%, T cells (e.g., marked by the four cluster of differentiation [CD] 3 subunit genes: *Cd3g*, *Cd3e*, *Cd3g*, and *Cd247*) 28%, and NK cells (e.g., marked by *Ncr1*) 3%. 

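B-cell-like cells made up 58.2% ± 5.00 of the mouse splenic cells (SD, n = 4), T-cell-like cells 26.0% ± 7.21 and NK-cell-like cells 2.51% ± 0.564. *Cd79a* encodes a part of the B-cell receptor. In B-cell-like cells its level was 3462 ± 260.1 CPM, against 149 ± 49.6 CPM in T-cell-like cells. The CD3 subunit genes, which encode the signalling part of the T-cell receptor, ran the other way, with *Cd3d* at 1186 ± 56.0 CPM in T-cell-like and 17.2 ± 2.81 CPM in B-cell-like cells, *Cd3e* at 464 ± 62.4 and 5.41 ± 1.2 CPM, *Cd3g* at 1034 ± 48.0 and 7.94 ± 2.14 CPM, and *Cd247* at 218 ± 4.52 and 2.57 ± 0.424 CPM. These genes, and *Ncr1* for NK cells, were among those by which the clusters were named, so their levels describe the classes. *Try5*, a trypsin gene of the pancreas, was at 198 ± 237 CPM in the cluster led by pancreatic enzyme genes (SD over the 3 mice with cells in it) and at 0.489 ± 0.853 CPM in B-cell-like cells. That cluster also had *Cd79a* at 3393 ± 306 CPM. Its share of the cells was 0%, 0.0462%, 2.62% and 0.884% in replicates 1 to 4. One B-cell-like cluster was led by the interferon-induced gene *Ifit3*, another by the activation genes *Cd83* and *Nfkbid*, and one T-cell-like cluster by the interferon-induced genes *Ifit1* and *Isg15*.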

Myeloid lineage cells account for the remaining 8%, breaking down to 7% antigen-presenting cells (APCs; e.g., marked by *Cd68*, *Ccl6*, and *C1qa*), which resolve to macrophage and dendritic cell subsets at the converged clusters (S1E and S1F Fig), and 1% neutrophils (e.g., marked by *Cxcr2*).

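Macrophage-like cells, red pulp macrophage-like cells included, made up 5.11% ± 2.42 of the mouse splenic cells (SD, n = 4) and neutrophil-like cells 1.47% ± 0.924, from 0.740% to 2.77%. Together with dendritic-cell-like cells, macrophage-like cells came to 6.97% ± 3.43. *Cd68*, a lysosomal protein of phagocytes, was at 313 ± 35.5 CPM in macrophage-like, 427 ± 129.5 CPM in red pulp macrophage-like and 111 ± 11.2 CPM in dendritic-cell-like cells, against 3.09 ± 0.478 CPM in B-cell-like cells. The chemokine gene *Ccl6* was highest of these 4 classes in macrophage-like cells (839.8 ± 172 CPM), followed by red pulp macrophage-like (119 ± 14.0 CPM) and dendritic-cell-like cells (43.1 ± 18.9 CPM). *C1qa*, part of complement component C1q, was at 3227 ± 343 CPM in red pulp macrophage-like cells and at 37.3 ± 16.5 and 23.2 ± 7.66 CPM in the other two myeloid classes. *Cxcr2*, the chemokine receptor by which neutrophils are drawn to inflamed tissue, was at 1074 ± 217 CPM in neutrophil-like cells and had a UMI in 42.9% ± 11.3 of them at 500 UMIs (73.3% as deposited), against 0.0382% ± 0.0454 of B-cell-like cells (0.172% as deposited), at median depths of 1365 and 3045 UMIs per cell. *Cd68*, *C1qa* and *Cxcr2* served in naming the clusters.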

By contrast, lymphoid lineage cells comprise only 44% of the splenic immune cell population in NM-Rs (Fig 1B and 1D). Specifically, T cells (e.g., marked by the four CD3 subunit genes: *Cd3d*, *Cd3e*, *Cd3g*, and *Cd247*) account for 30% and B cells (e.g., marked by *Cd19* and *Cd79a*) 14%. 

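The lymphoid share of splenic cells was 44.9% ± 13.0 in NM-Rs (SD, n = 4; 29.9% to 59.6%), below that of every mouse. The myeloid share was 53.0% ± 13.5, from 38.0% to 68.9%, above that of every mouse. B-cell-like and NK-cell-like cells were also lower in each NM-R than in each mouse, and macrophage-like and neutrophil-like cells higher, whereas the shares of T-cell-like cells overlapped between the species. The lymphoid share differed by 42.3 percentage points between the species (exact permutation test, two-sided *p* = 0.0286, the smallest *p* that 4 animals against 4 allow), and the test gave the same *p* for myeloid, B-cell-, NK-cell-, neutrophil- and macrophage-like shares. For T-cell-like cells it gave *p* = 0.371 in the same exact permutation test. The species total left out erythroid-like cells in the NM-R only.

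**Figure D1:**
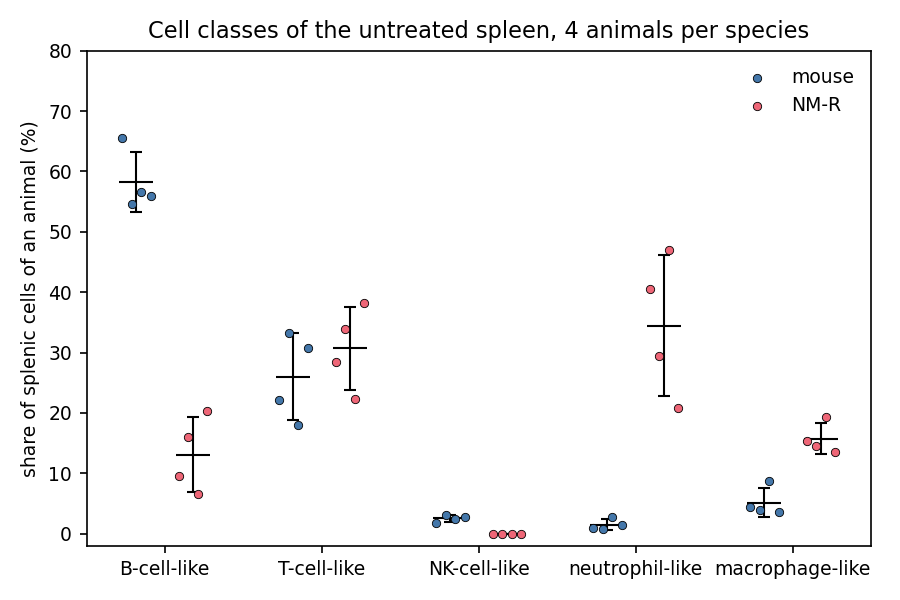
Share of splenic cells (percent, vertical axis) in each class for the 4 untreated mice and the 4 untreated NM-Rs. Points are animals, and bars and error bars are the mean ± SD. The B-cell-like shares of the mice (54.7% to 65.6%) all lie above those of the NM-Rs.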

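In NM-Rs, T-cell-like cells made up 30.7% ± 6.89 of the splenic cells (SD, n = 4), with cytotoxic T-cell-like cells included, and B-cell-like cells 13.1% ± 6.25. In T-cell-like cells outside the cytotoxic cluster, *Cd3d* was at 2980.0 ± 151 CPM, *Cd3e* at 1409.8 ± 67.6, *Cd3g* at 1412 ± 184 and *Cd247* at 278 ± 29.9 CPM, and in B-cell-like cells they were at 75.7, 26.9, 17.3 and 5.54 CPM. *Cd79a* was at 2137 ± 143 CPM in B-cell-like cells, against 34.3 CPM in T-cell-like cells. *Cd3d* had a UMI in 76.2% ± 1.58 of T-cell-like cells at 500 UMIs (93.8% as deposited) and in 2.78% ± 1.19 of B-cell-like cells (11.5% as deposited), at median depths of 2350.2 and 2344 UMIs per cell. These genes also served in naming the classes.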

The remaining 56% of the splenic immune cell population are myeloid lineage, with 10% macrophages (e.g., marked by *Cd68*, *C1qa*, and *C1qb*), 6% red-pulp macrophages (additionally marked by *Vcam-1* [10]), and 37% neutrophils (e.g., marked by *Cxcr2*). 

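Neutrophil-like cells, both neutrophil classes together, made up 34.5% ± 11.6 of the NM-R splenic cells (SD, n = 4; 20.8% to 47.0%). Macrophage-like cells outside the red pulp cluster made up 9.02% ± 3.13 and red pulp macrophage-like cells 6.66% ± 1.37. *Vcam1*, an adhesion molecule of red pulp macrophages, was at 778 ± 76.2 CPM in the red pulp cluster and at 4.53 ± 2.21 CPM in the other macrophage-like cells. The complement genes *C1qa* and *C1qb* were at 5283 ± 473 and 4620.1 ± 383 CPM in the red pulp cluster, at 963 and 409 CPM in the other macrophage-like cells, and at 20.6 and 14.4 CPM in T-cell-like cells. *Cd68* was at 229.5 ± 24.3 CPM in macrophage-like and 359 ± 48.4 CPM in red pulp macrophage-like cells, against 3.13 CPM in T-cell-like cells. *Cxcr2* was at 455 ± 114 CPM in the main neutrophil-like class and 3.93 CPM in T-cell-like cells. These genes were among the markers used for naming. One neutrophil-like cluster of 389 cells was led by *Gbp6* and *Irgm*, GTPase genes that interferon induces, and 277 cells of a cluster led by *Pla2g7*, *C1qb* and *C1qc*, genes of both neutrophil- and macrophage-like classes, stayed unnamed. Among the first 1999 rows of S2 Table, the authors name all 21 unnamed cells and all 25 cells of a platelet-like class neutrophils. Such cells are not in the neutrophil-like share given here. Red pulp macrophage-like cells had a median of 579 UMIs per cell, against 6289.5 in the other macrophage-like cells.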

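The neutrophil-like cells of the NM-R spleen fell into a large class of 9425 cells and a small class of 345 cells, called *Ltf*-high neutrophil-like, which made up 33.3% ± 10.7 and 1.14% ± 0.996 of the splenic cells (SD, n = 4). In the small class *Ltf*, which encodes the iron-binding granule protein lactotransferrin, was at 14617 ± 1957 CPM, and *Camp*, which encodes the antimicrobial cathelicidin, at 18004 ± 4590.1 CPM, against 26.1 and 65.1 CPM in the large class and 16.7 and 30.8 CPM in T-cell-like cells. *Olfm4*, a granule protein of a subset of human and mouse neutrophils, was at 758 ± 531 CPM in the small class and 0.952 CPM in the large class. At 500 UMIs, *Ltf* had a UMI in 88.2% ± 4.91 of *Ltf*-high cells and in 1.30% ± 1.03 of the large class (91.5% and 3.56% as deposited), at median depths of 11914 and 1482 UMIs per cell. *Olfm4* had a UMI in 13.3% ± 9.66 of the *Ltf*-high cells at 500 UMIs (33.2% as deposited). *Cxcr2* was at 15.3 ± 21.7 CPM in the small class. *Ltf*, *Olfm4* and *Camp* defined the name of the small class. The small class held 0.253% of the cells in the NM-R with the fewest and 2.44% in the one with the most.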

Two separate clusters of neutrophils were identified; the larger cluster accounted for 36% of the cells and the smaller cluster, defined by not only the neutrophil expression profile but also by high expression of the antimicrobial lactotransferrin (*Ltf*), olfactomedin-4 (*Olfm4*), cathelicidin (*Camp*), and cysteine-rich secretory protein-1 (*Crisp1*), accounted for 1% of the splenic immune cells. We have termed these cells *Ltf*-high neutrophils. Dendritic cells (e.g., marked by *Cd74*) contribute to 2% of the splenic immune cells. These cells also showed high expression of *Timeless*, a gene associated with the regulation of circadian rhythm and protection of telomeres from DNA damage [11–13].

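Dendritic-cell-like cells, 165 in a conventional and 451 in a plasmacytoid cluster, together made up 2.17% ± 0.421 of the NM-R splenic cells (SD, n = 4). *Cd74*, the invariant chain that guides MHC class II molecules to antigen, was at 24611 ± 1874 CPM in the conventional and 35106 ± 1129.5 CPM in the plasmacytoid cluster. B-cell-like cells, which also present antigen, had *Cd74* at 30015 ± 1904 CPM, and T-cell-like cells at 384 ± 56.2 CPM. *Cd74* was listed among the markers of both dendritic-cell names, but was left out of the naming with the MHC class II genes, since classes share them.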

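*Timeless* was at 1515 ± 151 CPM (SD, n = 4 NM-Rs) in the plasmacytoid dendritic-cell-like cluster of the NM-R spleen, where it had a UMI in 52.0% ± 5.57 of cells at 500 UMIs (93.6% as deposited). It was at 26.6 ± 8.46 CPM in the conventional dendritic-cell-like cluster, 31.3 ± 9.99 CPM in B-cell-like and 16.0 ± 1.12 CPM in T-cell-like cells. In T-cell-like cells 0.949% ± 0.229 had a *Timeless* UMI at 500 UMIs (3.73% as deposited). The median depths were 4782 UMIs per cell in the plasmacytoid cluster and 2350.2 in T-cell-like cells. *Timeless* was itself on the list by which the plasmacytoid cluster was named, so its level there describes the cluster.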

To confirm the interspecies differences we observed in our scRNA-seq data, we used comparative histomorphology and in situ hybridization (ISH; Materials and methods). This additionally revealed major interspecies differences in the distribution of the red and white pulp (S2A Fig), with significantly higher expression of *Cd19* (B cell marker) and lower expression of *Cd14* (myeloid lineage marker) in the mouse than in the NM-R (S2B–S2D Fig; S5 Table). Moreover, while T cells were confined to the white pulp in mice, they were distributed more widely in NM-R spleens.

### The immune system of the NM-R lacks canonical NK cells

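Of the 27964 splenic cells of the 4 NM-Rs outside the erythroid-like clusters, 0 fell into a cluster that scored highest for the listed NK-cell markers, which allows a share of up to 0.0107% from counting error alone. The NK-cell markers came second only in the mast-cell-like cluster, at a score of 0.505, where mast-cell markers scored highest. In the mouse spleen, 1024 cells formed an NK-cell-like class, with a share of 1.73% to 3.01% by animal. The limit covers cells that would form a cluster of their own. Rare NK cells within another cluster, or NK cells whose markers have no paired name here, would not be counted by it.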

Although lymphoid lineage cells were clearly detected in the NM-R spleen (Fig 1B and 1D; S1L, S1M and S2 Figs), surprisingly, a cluster corresponding to NK cells was not identified. 

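In the mouse spleen, the NK-cell-like class was set apart by cytotoxic genes. *Ncr1*, which encodes the activating receptor NKp46, was at 1108 ± 109 CPM in NK-cell-like cells (SD, n = 4 mice) and at 2.83 ± 2.14 CPM in T-cell-like cells. The granule protease gene *Gzma* was at 11896 ± 1015 against 60.6 ± 67.3 CPM, the chemokine gene *Ccl5* at 23296 ± 919 against 1867 ± 679.8 CPM, and *Nkg7*, which encodes a granule membrane protein, at 5422 ± 401 against 660.4 ± 114 CPM. In the T-cell-like cluster led by *Ccl5* (1413 cells) this gene was at 8267 ± 876 CPM. *Ncr1* had a UMI in 44.6% ± 9.15 of NK-cell-like cells at 500 UMIs (90.9% as deposited), against 0.0350% ± 0.0348 of B-cell-like cells (0.252% as deposited), at median depths of 2859 and 3045 UMIs per cell. All 4 genes were higher in NK-cell-like than in T-cell-like cells of each mouse (exact sign-flip test, two-sided *p* = 0.125, the smallest that 4 pairs allow), and all 4 were markers of the NK-cell name.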

In mice, NK cells are marked by high expression of several genes, including *Ncr1*, *Gzma*, *Ccl5*, and *Nkg7* (Fig 1C and 1H; S3 Table). In NM-Rs, expression of *Ncr1* was detected neither in the scRNA-seq data nor in whole spleen RNA-sequencing data. By contrast, we did find high expression of *Gzma*, *Ccl5*, and *Nkg7* in a cell subset we identified as part of the T-cell cluster (Fig 1D and 1H; S1M and S3A Figs). 

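In the NM-R spleen, *Gzma*, *Ccl5* and *Nkg7* were concentrated in a cluster of 698 cells, called cytotoxic T-cell-like. *Gzma* was at 2509.9 ± 759.8 CPM there (SD, n = 4), against 63 ± 24.4 CPM in the other T-cell-like cells, *Ccl5* at 870.0 ± 197 against 0.947 ± 0.558 CPM, and *Nkg7* at 2933 ± 281 against 98.7 ± 7.81 CPM. At 500 UMIs, *Gzma* had a UMI in 56.9% ± 6.87 of cytotoxic T-cell-like cells and 2.28% ± 0.619 of the others (90.5% and 8.06% as deposited), and *Nkg7* in 69.5% ± 3.77 and 3.23% ± 0.191 (98.2% and 10.4% as deposited). Median depths were 3678 UMIs per cell in the cytotoxic cluster and 2350.2 in the others, and 691 of 698 and 7415 of 7768 cells remained after thinning. Each of the 3 genes was higher in the cytotoxic cluster in all 4 NM-Rs (exact sign-flip test, two-sided *p* = 0.125, the smallest that 4 pairs allow). All 3 were markers of the cluster's name.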

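The CD3 subunit genes were present in the cytotoxic T-cell-like cluster of the NM-R spleen, at a lower level than in the other T-cell-like cells. *Cd3d* was at 1673 ± 75.8 CPM in the cytotoxic cluster (SD, n = 4), *Cd3e* at 1089.8 ± 76.2, *Cd3g* at 997 ± 114 and *Cd247* at 200.0 ± 19.9 CPM, each below the other T-cell-like cells in all 4 NM-Rs (exact sign-flip test, two-sided *p* = 0.125, the smallest that 4 pairs allow). After thinning to 500 UMIs, *Cd3d* had a UMI in 57.5% ± 1.92 of the cytotoxic cells (93.5% as deposited). Cells with no UMI of *Cd3d*, *Cd3e* or *Cd3g* made up 14.7% ± 3.91 of the cytotoxic cluster and 6.20% ± 0.903 of the other T-cell-like cells at 500 UMIs, 3.07% and 0.886% at 1000 UMIs, and 1.22% and 2.16% as deposited. The last order goes against the CPM and is not read as a difference, since the cytotoxic cells were deeper. The cluster was named from a list that holds *Cd3d*, *Cd3e* and *Cd3g* beside the cytotoxic genes. *Cd8a* was not analysed here.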

Similar to all other cell subsets within this T-cell cluster, this cell subset showed high expression of all four CD3 subunit genes: *Cd3d*, *Cd3e*, *Cd3g*, and *Cd247* and additionally is the only T-cell subset that showed high expression of *Cd8a*, consistent with its identity as CD8 T cells rather than NK cells (Fig 1D and 1H; S3B Fig; S6 Table). 

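*Cd3d* was at 78.4 ± 5.94 CPM in mouse NK-cell-like cells (SD, n = 4), *Cd3e* at 11.9 ± 4.26 and *Cd3g* at 58.0 ± 12.0 CPM, each below the T-cell-like cells of all 4 mice (exact sign-flip test, two-sided *p* = 0.125, the smallest that 4 pairs allow). *Cd247*, whose product also signals for NK receptors, was at 175 ± 13.4 CPM in NK-cell-like cells, also below the T-cell-like cells of every mouse. *Cd3d* had a UMI in 2.40% ± 1.06 of NK-cell-like, 44.2% ± 1.65 of T-cell-like and 0.834% ± 0.344 of B-cell-like cells at 500 UMIs (10.1%, 94.6% and 5.03% as deposited). Cells with no UMI of *Cd3d*, *Cd3e* or *Cd3g* made up 84.8% ± 1.87 of the 1007 mouse NK-cell-like cells at 500 UMIs and 23.4% ± 0.840 of the mouse T-cell-like cells (52.0% and 0.924% as deposited). The share in mouse NK-cell-like cells exceeded that in the cytotoxic T-cell-like cluster of every NM-R (exact permutation test, two-sided *p* = 0.0286, the smallest that 4 animals against 4 allow).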

Mouse NK cells showed negligible expression of these T-cell markers [14] (Fig 1B and 1H; S1F Fig). Similarly, another NM-R cluster also showed high expression of *Gzma* and *Nkg7*, yet additionally showed high expression of *Cpa3*, *Tpsab1*, *Cma1*, and *Fcer1a*, in keeping with its identity as mast cells [15] rather than NK cells (Fig 1C and 1H; S1M and S3C Figs).

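The mast-cell-like cluster of the NM-R spleen (194 cells) had *Cpa3*, which encodes a mast-cell carboxypeptidase, at 5350.5 ± 1081 CPM (SD, n = 4) and *Fcer1a*, the IgE-binding chain of the Fc receptor, at 1603 ± 336 CPM. In T-cell-like cells *Cpa3* had a UMI in 0 of 7768 cells, which allows a share of up to 0.0386%, and *Fcer1a* was at 0.300 ± 0.258 CPM. *Gzma* was at 1186 ± 763 CPM and *Nkg7* at 726 ± 173 CPM in the mast-cell-like cluster, both above the T-cell-like cells outside the cytotoxic cluster in all 4 NM-Rs (exact sign-flip test, two-sided *p* = 0.125, the smallest that 4 pairs allow). *Gzma* had a UMI in 32.3% ± 6.96 and *Nkg7* in 30.2% ± 6.95 of mast-cell-like cells at 500 UMIs (59.2% and 57.2% as deposited). *Ccl5* was at 3.06 ± 6.13 CPM in this cluster. *Cpa3* and *Fcer1a* named it, and its median depth was 1530.5 UMIs per cell. *Tpsab1* and *Cma1* were not analysed here. From the CD3 subunit genes and *Cd8a* of the one cluster and the mast-cell genes of the other, the paper proposes that neither is a cluster of NK cells.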

To exclude the possibility that the absence of NK cells in NM-Rs is specific to the spleen, we also performed scRNA-seq of circulating immune cells from an additional four C57BL/6 mice and four NM-Rs (Materials and methods; S4A–S4D Fig; S7–S10 Tables). 

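Circulating immune cells were analysed from 4 mouse libraries and 3 NM-R libraries, 1 per animal, from untreated animals of the ages given for the spleen. The study names 4 NM-Rs for this experiment, and the values here are over the 3 with a library, numbered 2, 3 and 4. Red blood cells had been lysed by the authors, and their UMI counts were made in the same way as for the spleen. The mouse files held 15752 cells, with 3190306 to 6413973 UMIs per animal and median UMIs per cell of 558 to 1394. The NM-R files held 10532 cells, with 5207617 to 5906488 UMIs per animal and median UMIs per cell of 1229.5 to 1292. Thinning to 500 UMIs left out 2324 mouse and 303 NM-R cells, and kept 576 of 1073 mouse neutrophil-like cells. The mouse cells held 2416 erythroid-like and 409 platelet-like cells, which stayed in the mouse total, and the 232 erythroid-like cells of the NM-R were left out. The first 1999 rows of S7 Table, all of mouse replicate 1, give the authors' cell types. They name 244 of 347 such erythroid-like cells B cells and 100 T cells, and 38 of 38 platelet-like cells B cells. Symbols were available for 12310 of 12328 mouse and 3763 of 13030 NM-R genes. Lymphoid cells made up 67.7% ± 2.83 of the mouse cells (SD, n = 4) and 50.9% ± 1.33 of the NM-R cells (n = 3), B-cell-like cells 46.5% ± 1.67 and 13.8% ± 0.629, and T-cell-like cells 17.8% ± 1.06 and 36.8% ± 1.55. Neutrophil-like cells made up 6.79% ± 0.322 in mice and 43.3% ± 1.35 in NM-Rs, and macrophage-like cells 7.24% ± 0.540 and 2.85% ± 0.170. With erythroid-like and platelet-like cells left out in both species, a setting chosen after the data were seen, lymphoid cells made up 82.4% ± 1.37 in mice and 51.7% ± 1.40 in NM-Rs. None of the shares overlapped between the species (exact permutation test, two-sided *p* = 0.0571 for each, the smallest that 4 animals against 3 allow). NM-R neutrophil-like clusters were led in part by *Plaur* and *Il1b*, by *Socs3*, and by the interferon-induced genes *Gbp6* and *Irgm*.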

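NK-cell-like cells made up 3.48% ± 0.172 of the circulating cells of mice (SD, n = 4). *Ncr1* was at 712 ± 124 CPM in them and 0.229 ± 0.458 CPM in T-cell-like cells, *Gzma* at 13036 ± 981 against 33.6 ± 15.7 CPM, *Ccl5* at 22057 ± 2911 against 1296 ± 282 CPM and *Nkg7* at 4768 ± 607 against 414 ± 70.4 CPM. In the NM-R, no cluster scored highest for NK-cell markers, and 0 of 10300 cells outside the erythroid-like cluster were NK-cell-like, which allows a share of up to 0.0291% from counting error alone. A cytotoxic T-cell-like cluster of 208 NM-R cells had *Gzma* at 1735 ± 641 CPM, *Ccl5* at 595 ± 382, *Nkg7* at 1507 ± 517 and *Cd3d* at 2756 ± 50.8 CPM (SD, n = 3), against 16.1, 0.338, 17.1 and 4121 CPM in the other T-cell-like cells. *Cd3d* was at 58.3 ± 45.4 CPM in mouse NK-cell-like and 972 ± 64.4 CPM in mouse T-cell-like cells. At 500 UMIs, *Ncr1* had a UMI in 31.5% ± 5.27 of mouse NK-cell-like and 0.0145% ± 0.0290 of B-cell-like cells (58.2% and 0.0415% as deposited), at median depths of 1172 and 999 UMIs per cell. Cells with no UMI of *Cd3d*, *Cd3e* or *Cd3g* made up 89.4% ± 4.33 of mouse NK-cell-like cells and 7.55% ± 1.41 of NM-R cytotoxic T-cell-like cells at 500 UMIs (exact permutation test, two-sided *p* = 0.0571, the smallest that 4 animals against 3 allow), and 79.0% and 0.888% as deposited. *Ncr1*, *Gzma*, *Ccl5*, *Nkg7* and *Cd3d* were among the naming markers.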

A mouse NK cell cluster was readily detected, yet, again, NK cells were not detected in the NM-R (S4E–S4H Fig). Finally, we tested the possibility that the observed lack of NK cells in our NM-R scRNA-seq data is a result of poor annotation of their marker genes in the NM-R genome. Simulating this situation in the mouse (Materials and methods), NK cells were still detected in a distinct cluster (S5 Fig), suggesting that the absence of an NM-R NK cell cluster is not an artifact of genome annotation quality.

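The mouse cells were clustered again without the NK-cell marker genes, to mimic an annotation that lacks them. With 51 such genes removed from the spleen data, 1 cluster of 1017 cells held 1007 of the 1024 NK-cell-like cells, a recovery of 98.3%, and 99.0% of its cells were NK-cell-like. With 43 genes removed from the data of circulating immune cells, 1 cluster of 530 cells held 522 of 547 NK-cell-like cells (95.4%), and 98.5% of its cells were NK-cell-like. The cells counted as NK-cell-like are those named with the genes in place. All animals of a tissue were clustered together, so these shares have no replicates. From the distinct cluster that remained in the mouse, the paper proposes that the lack of an NK-cell cluster in the NM-R does not come from the quality of its genome annotation.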

### The NM-R genome lacks expanded gene families that control NK cell function

We sought an evolutionary genomic explanation for the absence of NM-R NK cells and therefore examined the genes whose products control NK cell function. These include genes encoding NK cell receptors and their major histocompatibility complex class I (MHC-I) ligands [16]. In mammals, NK cell receptors are encoded in two distinct gene complexes: the leukocyte receptor complex (*LRC*) and the natural killer cell receptor complex (*NKC*). The *LRC* predominantly contains genes encoding immunoglobulin superfamily receptors, including killer cell immunoglobulin-like receptors (*KIRs*) that have dramatically expanded in Old World monkeys and apes [17]; the *NKC* contains gene families encoding killer cell lectin-like receptors such as *Cd94* (*Klrd*), *Nkg2* (*Klrc*), and *Ly49* (*Klra*), where the latter has dramatically expanded in the muriods [18]. We compared the NM-R *LRC*, *NKC*, and *MHC-I* genes to those of the human and mouse, in which they are well characterized. Consistent with its phylogeny, the NM-R *LRC*, like that of the mouse, does not harbor an expanded *KIR* family (Fig 2A; S11 Table). However, in stark contrast to the mouse, the NM-R *NKC* does not have an expanded *Ly49* gene family, harboring only a single protein-coding *Ly49* gene (*LOC101714034*; a mouse *Klra1* ortholog). This gene, which is predicted to encode a classical inhibitory MHC-I receptor (S6A Fig), is expressed at low levels in NM-R CD8 T cells, whereas its mouse ortholog is highly expressed in mouse CD8 T cells, as well as in NK cells (S6B and S6C Fig, respectively). Moreover, unlike the diversity of *MHC-I* genes in the human and mouse genomes (with both 6 and 22 protein-coding genes, as well as 7 and 14 pseudogenes, respectively), the NM-R genome has only three *MHC-I* genes (two protein-coding genes and one pseudogene) (Fig 2C). These data suggest that NM-Rs lack the control mechanisms of canonical NK cells, supporting our scRNA-seq findings that NM-Rs lack NK cells.

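*LOC101714034* was at 49.5 ± 16.3 CPM in the cytotoxic T-cell-like cells of the NM-R spleen (SD, n = 4), 0.955 ± 0.853 CPM in the other T-cell-like cells and 3.69 ± 0.974 CPM in B-cell-like cells. In the mouse spleen *Klra1*, a gene of the Ly49 family of MHC class I receptors, was at 153 ± 41.9 CPM in NK-cell-like cells and 1.70 ± 0.645 CPM in B-cell-like cells (SD, n = 4). It was at 67.4 ± 20.8 CPM in the T-cell-like cluster led by *Ccl5* (1413 cells), and at 0.297 ± 0.298 CPM in the 2 T-cell-like clusters led by *Cd8b1* (3644 cells). The NM-R level was below that of *Klra1* in mouse NK-cell-like cells and above that in the *Cd8b1*-led clusters in every animal (exact permutation test, two-sided *p* = 0.0286 for each, the smallest that 4 animals against 4 allow), and it overlapped with that in the *Ccl5*-led cluster (*p* = 0.257 from the same exact permutation test). *LOC101714034* had a UMI in 2.03% ± 0.864 of cytotoxic T-cell-like cells at 500 UMIs (11.1% as deposited) and in 0.194% ± 0.0136 of B-cell-like cells (0.792% as deposited), at median depths of 3678 and 2344 UMIs per cell. *Klra1* had one in 6.91% ± 2.65 of NK-cell-like and 0.121% ± 0.0950 of B-cell-like cells (17.0% and 0.470% as deposited), at 2859 and 3045 UMIs per cell. In circulating NM-R cells it was at 29.4 ± 25.7 CPM in cytotoxic T-cell-like cells (SD, n = 3; 2 of the 3 had a UMI), and 0 of 3575 other T-cell-like cells had one, which allows a share of up to 0.0839%. Ly49 genes of the mouse are near-identical copies, so the counts of *Klra1* are uncertain where reads could fall on several of them.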

**Fig 2:**
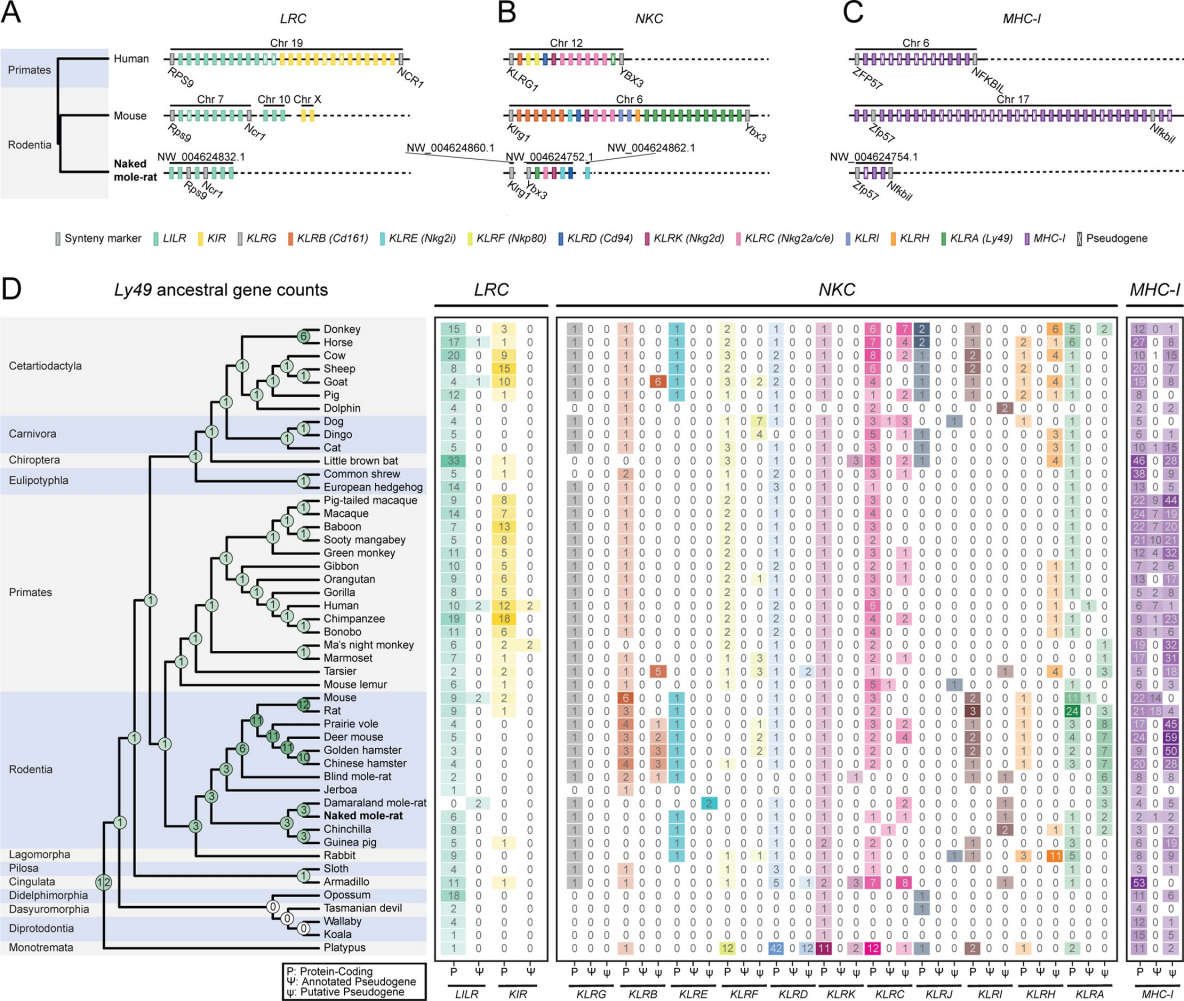
The NM-R genome lacks expanded NK cell receptor and MHC-I gene families. Schematic diagram of the linear arrangement of genes, in 5′ -3′ genomic orientation relative to the human genome, in the *LRC* (**A**), *NKC* (**B**), and *MHC-I* loci (**C**) of the human, mouse, and NM-R genomes. Boxes represent the genes encoding NK cell receptors and their ligands—MHC-I, which are known to control NK cell function, color-coded by family. Synteny markers (gray boxes) are genes that flank the human *LRC*, *NKC*, and *MHC-I* loci; (**D**) phyletic pattern showing the numbers of protein-coding genes (P) and annotated pseudogenes (Ψ) (in the *LRC*, *NKC*, and *MHC-I* loci), as well as putative pseudogenes (ψ) (only in the *NKC* and *MHC-I* loci) across 48 mammalian genomes (Materials and methods). Overlaid on the phylogeny are the maximum parsimony–reconstructed ancestral numbers of the *Ly49* (*KLRA*) gene family. Color shades in both the phyletic pattern and ancestral *Ly49* counts correspond to the numbers of genes. Ancestral *Ly49* counts are represented as pie charts in which the slice sizes correspond to the probability of each count. In all phylogenies, order names are indicated and faceted by the gray and blue background colors. Chr, chromosome; *LRC*, leukocyte receptor complex; *MHC-I*, major histocompatibility complex class I; NK, natural killer; *NKC*, natural killer cell receptor complex; NM-R, naked mole-rat.

In order to understand how widespread this lack of species-level diversity in NK cell receptor and *MHC-I* genes is, we expanded our analysis to include 45 additional mammalian genomes, among them several members of the same suborder of rodents to which the NM-R belongs (Hystricomorpha). Our analysis additionally included the detection of old and hence unannotated NK cell receptor and *MHC-I* pseudogenes in order to reconstruct their evolutionary histories (Materials and methods; S7 Fig, S12 and S13 Tables). This revealed that the *Ly49* gene family expanded from the single ancestral gene to three members prior to the Lagormorpha-Rodentia split (Fig 2D). Subsequently, the *Ly49* family went through several expansions and contractions along the muroid lineage, leading to the highly diversified *Ly49* gene family in the mouse and rat and the large array of pseudogenes in all other muroid genomes. This finding is largely mirrored by their *MHC-I* patterns (Fig 2D), consistent with their reported coevolution [16]. Interestingly, among the examined hystricomorphs, only the guinea pig retained all three ancestral *Ly49* genes, and in addition to its six protein-coding *MHC-I* genes, it was found to harbor 19 *MHC-I* pseudogenes (Fig 2D). By contrast, the NM-R as well as the other two hystricomorphs for which genome data are available lost either two or all three of their *Ly49* genes. Accordingly, their genomes were also found to harbor dramatically lower numbers of both protein-coding and pseudo *MHC-I* genes (Fig 2D), suggesting that within these hystricomorphs, only the guinea pig has retained the control mechanisms of canonical NK cells. Intriguingly, the guinea pig is known to have a population of atypical, histologically distinct mononuclear cells (Foa-Kurloff cells) with reported NK-like activity [19,20]. Although we readily detected these cells in a guinea pig peripheral blood smear (S6D Fig), we did not detect morphologically similar cells in NM-R peripheral blood smears (S6E–S6I Fig), further supporting the premise that NM-Rs lack NK cells. We cannot rule out, however, that other cell types may have NK-like activity in the NM-R.

### The immune system of the NM-R contains an LPS-responsive granulocyte cell subset

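*Cd14* was higher in NM-R than in mouse myeloid cells of the untreated spleen. In neutrophil-like cells its level was 699 ± 213 CPM in NM-Rs and 118 ± 40.8 CPM in mice (SD, n = 4 each), and in macrophage-like cells 254 ± 40.7 and 57.1 ± 7.17 CPM. Over all splenic cells it was 188 ± 46.0 CPM in NM-Rs and 3.77 ± 1.82 CPM in mice. Each of these 3 levels was higher in every NM-R than in every mouse (exact permutation test, two-sided *p* = 0.0286 for each, the smallest that 4 animals against 4 allow). Within each NM-R, neutrophil-like cells had more *Cd14* than macrophage-like cells (exact sign-flip test, two-sided *p* = 0.125, the smallest that 4 pairs allow). *Cd14* had a UMI in 30.5% ± 6.21 of NM-R and 5.86% ± 2.87 of mouse neutrophil-like cells at 500 UMIs (58.6% and 16.1% as deposited), against 0.803% ± 0.134 of NM-R and 0.0377% ± 0.0442 of mouse T-cell-like cells (2.87% and 0.110% as deposited), at median depths of 1504 and 1365 UMIs per neutrophil-like cell and 2350.2 and 4127 per T-cell-like cell. In circulating cells *Cd14* was at 909 ± 14.6 CPM in NM-R (n = 3) and 49.5 ± 15.2 CPM in mouse (n = 4) neutrophil-like cells, and at 330.0 ± 20.5 and 24.2 ± 7.15 CPM in macrophage-like cells, with no overlap between the species (exact permutation test, two-sided *p* = 0.0571, the smallest that 4 animals against 3 allow).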

The abundance of myeloid lineage cells in the NM-R that strongly express the toll-like receptor (TLR) 4 co-receptor *Cd14* (which together recognize bacterial LPS and other pathogen-associated molecules [21]), as well as their striking absence of NK cells raises the question whether the NM-R immune system has evolved unique innate responses to bacterial infections. To address this question, we profiled gene expression from spleens and circulating immune cells in mice and NM-Rs following in vivo LPS administration, mimicking an acute bacterial infection.

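LPS (lipopolysaccharide, from the outer membrane of gram-negative bacteria) was injected into the abdomen at 1 mg per kg in 200 µL, and saline in 200 µL served as control, with spleens and circulating immune cells taken 4 hours later. For each species and tissue, 2 LPS-challenged and 2 saline control animals were analysed, 1 male and 1 female per group, with 2 libraries per animal that were pooled. The authors' UMI counts were made as for the untreated animals. In the mouse spleen there were 9015 cells from saline controls, 4689164 to 11838401 UMIs per animal and median UMIs per cell of 1208 to 1805, and 10643 cells from LPS-challenged mice, 6759051 to 14668701 UMIs per animal and median UMIs per cell of 1252 to 2028. In the NM-R spleen there were 13354 cells from saline controls, 7008543 to 16990603 UMIs per animal and median UMIs per cell of 863.5 to 910.5, and 12479 cells from LPS-challenged NM-Rs, 11217425 to 13139865 UMIs per animal and median UMIs per cell of 1255.5 to 1530. Circulating mouse cells came to 5961 cells from saline controls, 3284116 to 7983695 UMIs per animal and median UMIs per cell of 1015 to 1764.5, and 3878 cells from LPS-challenged mice, 3224274 to 3374554 UMIs per animal and median UMIs per cell of 1035 to 2049. Circulating NM-R cells came to 8293 cells from saline controls, 3366473 to 3963071 UMIs per animal and median UMIs per cell of 642 to 731, and 5906 cells from LPS-challenged NM-Rs, 3405761 to 8133188 UMIs per animal and median UMIs per cell of 1576 to 1995. NM-R cells were thus deeper in the LPS-challenged than in the saline groups. Saline and LPS cells of a species and tissue were clustered together, and in the NM-R the listed *Ltf*-high marker genes were left out of the clustering, so that they named the clusters without drawing them. UMIs were summed over the cells of a class in each animal, and these sums were compared between the 2 LPS-challenged and the 2 saline animals with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested. With 2 animals per group the test borrows its estimate of the spread from all genes, and means ± SD under LPS and saline are over these 2 animals. Symbols were paired with 11626 of 11643 mouse spleen genes, 3737 of 12854 NM-R spleen genes, 11348 of 11362 circulating mouse genes and 3260 of 10715 circulating NM-R genes. The whole-spleen RNA-seq samples were not analysed here.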

Significant changes in gene expression following LPS challenge were evident in whole spleen RNA-sequencing (S8A–S8D Fig; S14 and S15 Tables). Gene set enrichment analyses (GSEAs) revealed that both species activated similar pathways, including the canonical nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) inflammatory pathway (S8E and S8F Fig; S16 and S17 Tables). 

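B-cell-like, T-cell-like, NK-cell-like and neutrophil-like cells of the mouse spleen lay mostly in different clusters in saline controls and LPS-challenged mice, and so did macrophage-like cells outside a red pulp cluster of both. Among them, 4033 and 541 B-cell-like cells of saline controls formed clusters led by *Fcer2a* and by *Cr2*, and 4007 and 2216 of LPS-challenged mice formed clusters led by *Pkib* and by *Cd83*, *Ncl* and *Myc*. T-cell-like cells of saline controls lay in clusters led by *Lef1* (1495 cells) and *Cd8b1* (1241), and those of LPS-challenged mice in clusters led by the interferon-induced GTPase genes *Tgtp1*, *Gbp4* and *Iigp1* (2566) and by *Tnfrsf4* and *Ctla4* (222). NK-cell-like cells of saline controls (188) and of LPS-challenged mice (319, led by *Ifng* and *Gzmb*) also parted. A mouse cluster led by histone and cell cycle genes, with *Igha* among them, stayed unnamed, with 0.918% ± 0.198 of cells in saline controls and 0.868% ± 0.227 in LPS-challenged mice (SD, n = 2). In the NM-R, 1 cluster held the T-cell-like cells of both groups outside the cytotoxic cluster (2782 saline and 1870 LPS cells) and another the B-cell-like cells (1083 and 1813). Macrophage-like and neutrophil-like cells parted by treatment. A small NM-R cluster led by *Hp*, *Mmp8*, *Olfm4* and *Il1b* (305 LPS and 2 saline cells) scored highest on the neutrophil markers but had more *Ltf*-high than neutrophil markers among the genes that led it over the cells of other classes, and it was kept apart as an intermediate neutrophil class by a rule set after the data were seen. Its share was 2.56% in LPS-challenged NM-Rs and 0.0117% in saline controls. Of the 21065 NM-R cells outside the erythroid-like clusters, 0 were in a cluster named for NK-cell markers, which allows a share of up to 0.0142%.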

Spleen scRNA-seq revealed that cells from both saline control and LPS-challenged animals of both species clustered into similar cell types to those observed in untreated animals (Fig 3A and 3B; S18–S25 Tables). 

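LPS changed the neutrophils of both species, and the interferon-induced genes rose in those of the mouse. In mouse splenic neutrophil-like cells, *Isg15*, an interferon-induced ubiquitin-like protein, went from 218 ± 103 to 12325 ± 1930.1 CPM (log2 fold change 5.75, SE 0.47, adjusted *p* = 1.16e-05 from edgeR), and the chemokine gene *Cxcl10* from 10.4 to 9378 CPM (9.94). *Ccl4*, a chemokine of the NF-κB response, went from 51.0 to 33637 CPM (9.26), the LPS co-receptor gene *Cd14* from 83.9 to 2696 CPM (4.97) and the iron-scavenging granule gene *Lcn2* from 1605 to 25826 CPM (4.00), with the log2 fold change in parentheses. The receptor gene *Csf3r* went from 1718 to 514 CPM (−1.74). Of 48 interferon response genes, 46 were higher and 0 lower (46 and 0 adjusted over the list alone), with a median log2 fold change of 4.21 (camera adjusted *p* = 2.27e-24, adjusted *p* = 0.102 with an estimated correlation). Of 28 NF-κB and TNF response genes, 26 were higher and 0 lower (27 and 0 adjusted over the list alone), with a median log2 fold change of 4.19 (camera adjusted *p* = 4.63e-15, adjusted *p* = 0.208 with an estimated correlation). Oxidative phosphorylation genes, which serve mitochondrial respiration, included 0 higher and 13 lower of 34 measured (median −0.84; camera adjusted *p* = 0.0102, adjusted *p* = 0.982 with an estimated correlation). Secondary and tertiary granule genes, 3 higher and 1 lower of 9, had a median of −0.01 and were not called (camera adjusted *p* = 0.876). In all, 338 of 1240 genes tested were higher and 334 lower at an adjusted *p* under 0.05 from edgeR (285 and 119 from DESeq2). Scaled by the RLE method, 390 were higher and 288 lower, and the median over all genes moved from −0.12 to 0.12. 428 genes passed without saline replicate 1 and 0 without saline replicate 2 (502 at an unadjusted *p* under 0.05). Without saline replicate 2 the log2 fold changes of *Cxcl10*, *Isg15*, *Ccl4*, *Cd14*, *Lcn2* and *Csf3r* were 8.58, 6.26, 9.48, 4.87, 4.27 and −1.78. The 251 saline cells formed a cluster led by *Retnlg*, *Ccl6* and *Csf3r*, and the 207 LPS cells another, led by *Lcn2*, *Slfn4* and *Ier3*.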

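In NM-R splenic neutrophils, taken over the 3 neutrophil-like classes, *Il1b*, which encodes the inflammatory cytokine IL-1β, went from 349 ± 116 to 10536 ± 1890.5 CPM (log2 fold change 4.92, SE 0.46, adjusted *p* = 2.56e-04 from edgeR). *Nfkbia*, the inhibitor that NF-κB itself induces, went from 203 to 3842 CPM (4.24), the chemokine gene *Ccl3* from 187 to 2140.0 CPM (3.53) and the cytokine-signalling inhibitor *Socs1* from 14.5 to 753 CPM (5.95). The granule genes *Olfm4* and *Hp* (haptoglobin) went from 195 to 2350.0 CPM (3.55) and from 913 to 10328 CPM (3.49), and the formyl peptide receptor gene *Fpr1* from 115 to 1228 CPM (3.40). *Mpo*, the peroxidase of primary granules, went from 246 to 3.62 CPM (−6.08) and the bone marrow retention receptor *Cxcr4* from 192 to 17.8 CPM (−3.41). The largest rises by the rule for named genes included *Birc3* (8.65) and *Id1* (6.87), and the largest falls *Tpst1* (−4.24) and *Fgl2* (−4.11). Of 28 NF-κB and TNF response genes, 23 were higher and 0 lower (23 and 1 adjusted over the list alone), with a median log2 fold change of 2.65 (camera adjusted *p* = 1.08e-30, adjusted *p* = 0.660 with an estimated correlation). Of 14 interferon response genes, 2 were higher and 1 lower (2 and 1 adjusted over the list alone), with a median log2 fold change of 0.43 (camera adjusted *p* = 0.238, adjusted *p* = 0.763 with an estimated correlation). Of 15 secondary and tertiary granule genes, 6 were higher and 1 lower (8 and 1 adjusted over the list alone), with a median log2 fold change of 0.92 (camera adjusted *p* = 3.36e-05, adjusted *p* = 0.660 with an estimated correlation). Of 21 neutrophil chemotaxis and maturity genes, 10 were higher and 3 lower (12 and 4 adjusted over the list alone), with a median log2 fold change of 0.91 (camera adjusted *p* = 1.48e-04, adjusted *p* = 0.761 with an estimated correlation). Of 11 cell cycle genes, 0 were higher and 9 lower (0 and 10 adjusted over the list alone), with a median log2 fold change of −2.13 (camera adjusted *p* = 3.36e-05, adjusted *p* = 0.761 with an estimated correlation). Ribosomal protein genes had a median of −0.62 (0 higher and 1 lower of 49; camera adjusted *p* = 1.87e-04, adjusted *p* = 0.763 with an estimated correlation). The other lists were not called: primary granule (1 higher and 2 lower of 7, 2 and 2 adjusted over the list alone, median 0.41), immediate-early and dissociation stress (3 higher and 1 lower of 11, 5 and 1 adjusted over the list alone, median 0.77), MHC class II presentation (0 higher and 1 lower of 4, 1 and 1 adjusted over the list alone, median −0.51), cytotoxic granule (0 higher and 2 lower of 6, 0 and 3 adjusted over the list alone, median −0.58) and oxidative phosphorylation (0 higher and 1 lower of 6, 0 and 1 adjusted over the list alone, median 0.01). In all, 723 of 7559 genes tested were higher and 611 lower at an adjusted *p* under 0.05 from edgeR (518 and 289 from DESeq2). 756 genes passed without LPS replicate 1, 739 without LPS replicate 2 and 730 without saline replicate 2. Saline cells lay in clusters led by *Cfd* and *Pla2g7* (3158 cells), by *Glul* (294) and by *Camp* and *Mpo* (649), and LPS cells in clusters led by *Id1*, *Gpr84* and *Il1b* (3073) and by *Olfm4* and *Hp* (2211). A change in the make-up of the neutrophils was not told apart from a response of the same cells. *Ltf*, *Camp* and *Olfm4* are among the genes that name *Ltf*-high cells.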

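In macrophage-like cells of the mouse spleen, red pulp macrophage-like cells included, interferon-induced and NF-κB genes rose and most MHC class II genes fell. *Cxcl10* had a log2 fold change of 12.46, the antiviral gene *Rsad2* 8.44 and *Isg15* 6.31, and *Il1rn*, the antagonist of the IL-1 receptor, 8.01. *Lcn2* (7.05), *Ccl4* (9.46), *Il1b* (5.50) and *Cd14* (4.16) rose too, whereas the MHC class II genes *H2-Aa* (−1.97), *H2-Ab1* (−1.79) and *H2-Eb1* (−2.35) fell, from 3931 to 1001 CPM for *H2-Aa*. Of 56 interferon response genes, 53 were higher and 0 lower (55 and 0 adjusted over the list alone), with a median log2 fold change of 3.59 (camera adjusted *p* = 6.87e-66, adjusted *p* = 0.0834 with an estimated correlation). Of 36 NF-κB and TNF response genes, 28 were higher and 0 lower (30 and 0 adjusted over the list alone), with a median log2 fold change of 2.41 (camera adjusted *p* = 2.06e-28, adjusted *p* = 0.365 with an estimated correlation). Of 11 MHC class II presentation genes, 2 were higher and 7 lower (2 and 8 adjusted over the list alone), with a median log2 fold change of −0.99 (camera adjusted *p* = 8.28e-04, adjusted *p* = 0.426 with an estimated correlation). Of 21 neutrophil chemotaxis and maturity genes, 13 were higher and 3 lower (14 and 3 adjusted over the list alone), with a median log2 fold change of 1.01 (camera adjusted *p* = 7.15e-06, adjusted *p* = 0.365 with an estimated correlation). Ribosomal protein genes had a median of −0.27 (0 higher and 7 lower of 88; camera adjusted *p* = 0.00768, adjusted *p* = 0.731 with an estimated correlation). In the mouse 833 of 5331 genes tested were higher and 673 lower at an adjusted *p* under 0.05 from edgeR (554 and 331 from DESeq2). 976 genes passed without LPS replicate 2. A red pulp cluster held 482 saline and 302 LPS cells of this class, a cluster led by *Lyz2* and *F13a1* 532 saline cells, and a cluster led by *Saa3* and *Hmox1* 173 LPS cells.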

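In NM-R macrophage-like cells *Tnip3*, an inhibitor of NF-κB signalling, went from 2.27 ± 2.1 to 4525 ± 218 CPM (log2 fold change 10.81, SE 0.49, adjusted *p* = 6.95e-05 from edgeR), *Il1b* from 72.9 to 3619 CPM (5.62), *Nfkbia* from 118 to 5004 CPM (5.40) and the transcription factor gene *Batf3* from 17.7 to 1303 CPM (6.21). *Slc40a1*, the iron exporter ferroportin, went from 149 to 17.9 CPM (−3.08), and *Ciita*, the activator of MHC class II genes, had a log2 fold change of −2.70. Of 26 NF-κB and TNF response genes, 22 were higher and 0 lower (22 and 0 adjusted over the list alone), with a median log2 fold change of 2.69 (camera adjusted *p* = 1.25e-32, adjusted *p* = 0.163 with an estimated correlation). Of 19 interferon response genes, 1 was higher and 0 lower (1 and 0 adjusted over the list alone), with a median log2 fold change of −0.24 (camera adjusted *p* = 0.987, adjusted *p* = 0.997 with an estimated correlation). Of 12 secondary and tertiary granule genes, 7 were higher and 0 lower (8 and 0 adjusted over the list alone), with a median log2 fold change of 2.04 (camera adjusted *p* = 2.82e-05, adjusted *p* = 0.575 with an estimated correlation). Of 20 neutrophil chemotaxis and maturity genes, 8 were higher and 3 lower (13 and 4 adjusted over the list alone), with a median log2 fold change of 1.14 (camera adjusted *p* = 9.57e-05, adjusted *p* = 0.575 with an estimated correlation). Here 571 of 6899 genes tested were higher and 395 lower at an adjusted *p* under 0.05 from edgeR (402 and 166 from DESeq2). 542 genes passed without LPS replicate 2, 2013 without saline replicate 1 and 1473 without saline replicate 2. Beside a red pulp cluster of both groups, 1132 saline cells lay in a cluster led by *Dab2* and *C1qa* and 784 LPS cells in one led by *Tnip3* and *Timp1*. Whether RNA of neutrophils in droplets of these macrophage-like cells accounts for the rise of granule genes was not tested.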

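T-cell-like cells of the mouse spleen answered LPS with interferon-induced genes. *Isg15* went from 51.0 ± 11.3 to 4611 ± 745 CPM (log2 fold change 6.48, SE 0.30, adjusted *p* = 1.15e-04 from edgeR), *Ifit3* and *Rsad2*, which act against viruses, rose by log2 fold changes of 6.69 and 7.56, *Gzmb*, which encodes the cytotoxic protease granzyme B, went from 2.96 to 501 CPM (7.46), and *Thy1*, a surface protein of T cells, from 515 to 25.6 CPM (−4.32). Of 56 interferon response genes, 55 were higher and 0 lower (55 and 0 adjusted over the list alone), with a median log2 fold change of 4.21 (camera adjusted *p* = 1.67e-116, adjusted *p* = 0.161 with an estimated correlation). Of 33 NF-κB and TNF response genes, 26 were higher and 0 lower (28 and 0 adjusted over the list alone), with a median log2 fold change of 2.61 (camera adjusted *p* = 1.68e-28, adjusted *p* = 0.161 with an estimated correlation). Immediate-early genes (6 higher and 2 lower of 16) had a median of 0.62 (camera adjusted *p* = 0.00842, adjusted *p* = 0.732 with an estimated correlation), and MHC class II genes (4 higher and 0 lower of 11) one of 0.03 (camera adjusted *p* = 0.0199, adjusted *p* = 0.417 with an estimated correlation). Over all genes, 1127 of 9642 genes tested were higher and 1176 lower at an adjusted *p* under 0.05 from edgeR (833 and 594 from DESeq2). 1516 genes passed without saline replicate 2.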

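In T-cell-like cells of the NM-R spleen, cytotoxic ones included, 15 of 7763 genes tested were higher and 5 lower at an adjusted *p* under 0.05 from edgeR (23 and 8 from DESeq2). *Il1b* went from 9.30 ± 1.04 to 252 ± 93.1 CPM (log2 fold change 4.74, SE 0.36, adjusted *p* = 0.00208 from edgeR) and was called whichever animal was left out. 13 genes passed without LPS replicate 1, 1 without LPS replicate 2, 313 without saline replicate 1 and 210 without saline replicate 2. *Ccl3* (3.46), *Relb* (3.2), *Nfkbia* (2.37) and *Socs1* (1.84) rose, and *Klf2* (−1.80), a transcription factor of T-cell trafficking, fell. Without LPS replicate 2 none of the 5 passed, at 3.50, 3.02, 2.05, 1.62 and −1.85, and without LPS replicate 1 *Nfkbia*, *Socs1* and *Klf2* did not, at 2.62, 2.01 and −1.78. The gains of *Il1b* and *Ccl3* in CPM were 2.38% and 2.30% of those in neutrophils of the same spleens. Of 21 NF-κB and TNF response genes, 4 were higher and 0 lower (13 and 0 adjusted over the list alone), with a median log2 fold change of 1.29 (camera adjusted *p* = 5.20e-38, adjusted *p* = 0.338 with an estimated correlation). Of 16 interferon response genes, 1 was higher and 0 lower (1 and 0 adjusted over the list alone), with a median log2 fold change of −0.02 (camera adjusted *p* = 0.577, adjusted *p* = 0.893 with an estimated correlation). Genes of neutrophils moved with them: chemotaxis and maturity genes (3 higher and 0 lower of 14, 3 and 0 adjusted over the list alone, median 0.77), secondary and tertiary granule genes (1 higher and 0 lower of 13, 3 and 0 adjusted over the list alone, median 0.71) and primary granule genes (0 higher and 0 lower of 6, 2 and 0 adjusted over the list alone, median 0.74) were called higher (camera adjusted *p* = 1.90e-09, 7.25e-05 and 0.00318; adjusted *p* = 0.353, 0.619 and 0.619 with an estimated correlation).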

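Interferon-induced genes rose in B-cell-like cells of the mouse spleen. *Isg15* went from 28.7 ± 9.26 to 1977 ± 402 CPM (log2 fold change 6.08, SE 0.37, adjusted *p* = 5.66e-04 from edgeR), *Ifit3* and *Oas3* rose by log2 fold changes of 6.30 and 6.44, and the costimulatory genes *Cd86*, *Cd83* and *Cd40* by 3.09, 2.45 and 1.98, whereas *Klf2* (−2.68) and the complement regulator *Cd55* (−4.25) fell. Of 56 interferon response genes, 53 were higher and 0 lower (54 and 0 adjusted over the list alone), with a median log2 fold change of 3.65 (camera adjusted *p* = 2.76e-84, adjusted *p* = 0.0519 with an estimated correlation). Of 33 NF-κB and TNF response genes, 25 were higher and 0 lower (26 and 0 adjusted over the list alone), with a median log2 fold change of 1.77 (camera adjusted *p* = 7.89e-14, adjusted *p* = 0.714 with an estimated correlation). Of 17 immediate-early and dissociation stress genes, 9 were higher and 3 lower (11 and 3 adjusted over the list alone), with a median log2 fold change of 1.02 (camera adjusted *p* = 0.0239, adjusted *p* = 0.938 with an estimated correlation). In total 1688 of 10630 genes tested were higher and 1372 lower at an adjusted *p* under 0.05 from edgeR (1287 and 889 from DESeq2).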

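In B-cell-like cells of the NM-R spleen 23 of 4470 genes tested were higher and 2 lower at an adjusted *p* under 0.05 from edgeR (25 and 4 from DESeq2), and 446 genes had an unadjusted *p* under 0.05. 0 genes passed without LPS replicate 1 (270 at an unadjusted *p* under 0.05), 3 without LPS replicate 2, 128 without saline replicate 1 and 109 without saline replicate 2. *Il1b* went from 18.7 to 305 CPM (4.14), the cytokine-signalling inhibitor *Socs3* from 3.83 to 93.2 CPM (4.61), *Cd83* from 159 to 623 CPM (1.96) and *Klf2* from 148 to 28.9 CPM (−2.1). None of these passed without LPS replicate 1 (*Il1b* 4.29, *Socs3* 5.00, *Cd83* 2.17, *Klf2* −1.78), and *Socs3* (3.69), *Cd83* (1.68) and *Klf2* (−3.25) did not without LPS replicate 2. In CPM, *Il1b* gained 2.81% and *Socs3* 6.57% of what they gained in neutrophils of these spleens. Of 19 NF-κB and TNF response genes, 6 were higher and 0 lower (14 and 0 adjusted over the list alone), with a median log2 fold change of 1.35 (camera adjusted *p* = 1.11e-26, adjusted *p* = 0.201 with an estimated correlation). Of 12 interferon response genes, 0 were higher and 0 lower (3 and 0 adjusted over the list alone), with a median log2 fold change of −0.06 (camera adjusted *p* = 0.0878, adjusted *p* = 0.708 with an estimated correlation). Neutrophil genes moved with them, as chemotaxis and maturity genes (2 higher and 0 lower of 10, 3 and 0 adjusted over the list alone, median 0.44) and secondary and tertiary granule genes (1 higher and 0 lower of 6, 3 and 0 adjusted over the list alone, median 0.97) were called higher (camera adjusted *p* = 1.81e-05 and 5.49e-04; adjusted *p* = 0.298 and 0.491 with an estimated correlation). Ribosomal protein genes had a median of −0.20 with 0 higher and 0 lower of 50 (camera adjusted *p* = 0.00151, adjusted *p* = 0.792 with an estimated correlation).

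**Figure D2:**
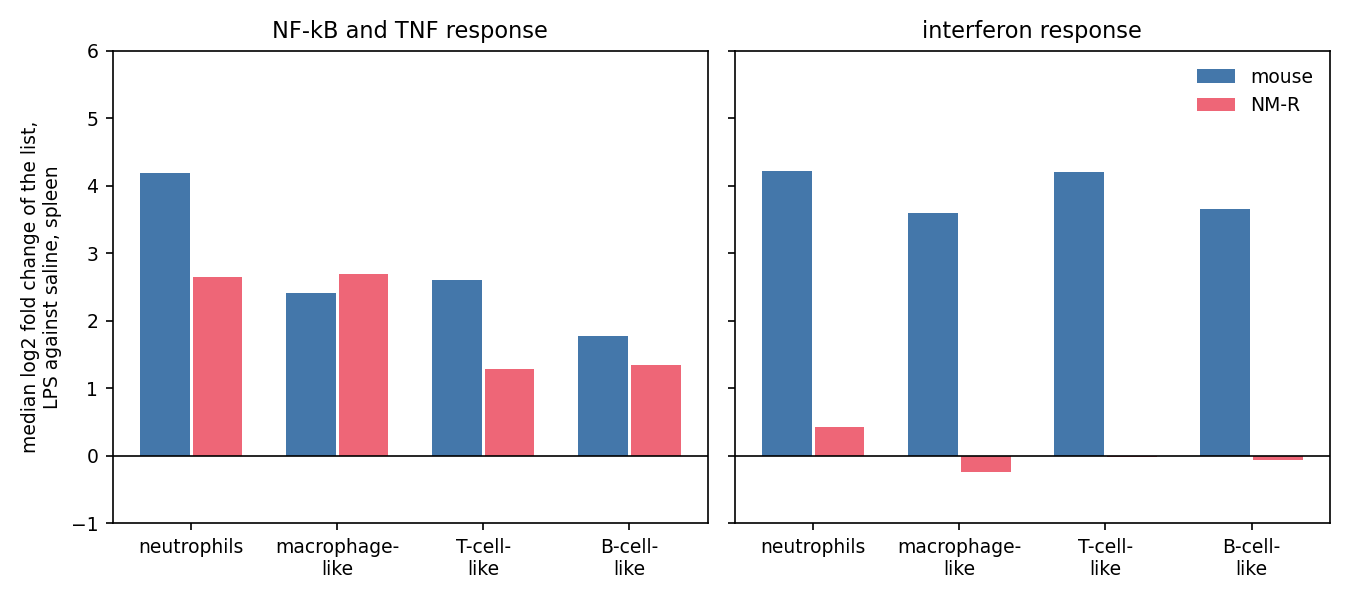
Median log2 fold change (LPS against saline, vertical axis) of the NF-κB and TNF response genes and the interferon response genes in 4 classes of the mouse and NM-R spleen. Each bar is the median over the measured genes of the list, in blue for the mouse and red for the NM-R, and neutrophils are taken over all neutrophil-like classes. The interferon medians of the mouse lie between 3.59 in macrophage-like and 4.21 in T-cell-like cells, and those of the NM-R between −0.24 in macrophage-like cells and 0.43 in neutrophils.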

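To part the share of cells with a gene's UMI from the level in those cells, every cell was thinned to 500 UMIs and both measures were tested per gene with limma over the 2 LPS-challenged and 2 saline animals. The share of cells with a UMI changed at an adjusted *p* under 0.05 from limma for 2103 of 5457 genes (1021 higher and 1082 lower) in B-cell-like, 1107 of 5183 genes (518 higher and 589 lower) in T-cell-like, 410 of 2200 genes (272 higher and 138 lower) in macrophage-like and 220 of 482 genes (54 higher and 166 lower) in neutrophil-like cells of the mouse spleen. In the NM-R spleen it changed for 389 of 2929 genes (132 higher and 257 lower) in neutrophils, 251 of 3400 genes (142 higher and 109 lower) in macrophage-like, 18 of 4230 genes (16 higher and 2 lower) in B-cell-like and 12 of 4840 genes (10 higher and 2 lower) in T-cell-like cells. The mean number of UMIs in the cells with a UMI changed, in the order of these classes, for 0, 1, 0 and 12 genes in the mouse and 0, 1, 0 and 0 in the NM-R (at an unadjusted *p* under 0.05, 698, 314, 255 and 95, and 288, 136, 40 and 64). Thinning left out 47 and 71 neutrophils of the LPS-challenged NM-Rs and 435 and 1387 of the saline NM-Rs, and 48, 19, 51 and 42 mouse B-cell-like cells. Of the mouse neutrophil-like cells it left out 41 and 2 under LPS and 75 and 40 under saline. Where few cells were kept, as the 31 neutrophil-like cells of mouse saline replicate 1, few genes could be tested. Genes scarce in saline cells can then be missing, so the balance of higher and lower is not read as the direction of the response. With the cells as deposited, a setting chosen after the data were seen, the share changed for 1482 of 8836, 1460 of 8813, 269 of 5852 and 243 of 1211 genes in the mouse and 1207 of 4787, 698 of 7318, 132 of 5882 and 44 of 6854 in the NM-R. The balance of higher and lower then turned in NM-R neutrophils (1078 higher and 129 lower) and mouse neutrophil-like cells (163 and 80). It also turned in mouse B-cell-like (781 and 701) and macrophage-like cells (110 and 159), and in no other of these classes. The median level over genes in thinned cells was 1.02 UMIs in mouse B-cell-like cells and also in NM-R neutrophils, next to the 1 UMI that a cell with the gene must have, so for most genes a change in level was hardly detectable at this depth. Of the genes with a mean level of 2 UMIs or more, a limit chosen after the data were seen, the share changed for 7 of 62, 5 of 65, 39 of 73 and 27 of 39 in the mouse classes and 16 of 37, 5 of 50, 1 of 54 and 0 of 73 in the NM-R classes (for the last, 9 at an unadjusted *p* under 0.05 from limma). For these genes the level changed for 0, 0, 0 and 12 in the mouse and 0, 0, 0 and 0 in the NM-R (at an unadjusted *p* under 0.05, 8, 8, 29 and 28 in the mouse and 24, 26, 4 and 3 in the NM-R). The numbers for share and level were not tested against each other.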

A differential gene expression analysis between LPS-challenged and saline control animals indicated changes in the proportion of cells expressing a certain gene (expression-induction) as the predominant driver of the transcriptional responses (S9A–S9G Fig; S26–S28 Tables).

**Fig 3:**
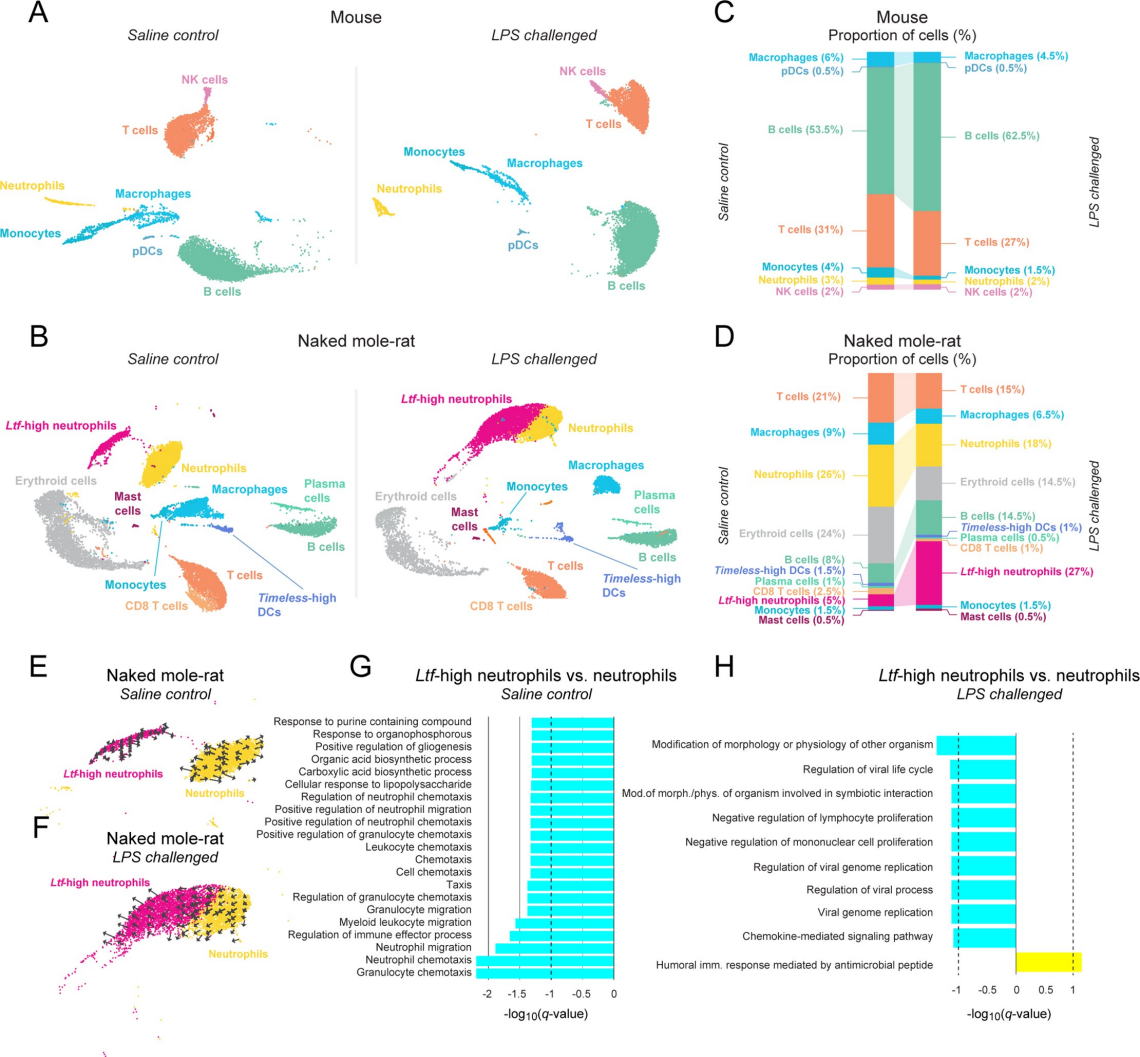
Spleen scRNA-seq reveals that NM-Rs have an LPS-responsive cell subset not found in mice. UMAP projections showing cell clusters from two saline control (left panel) and two LPS-challenged (right panel) mouse (**A**) and NM-R (**B**) spleens. Each point is a cell color-coded by its cluster assignment and annotated cell type (Materials and methods). Stacked bar charts show the proportions (%) of cells assigned to each cell type in the saline control (left) and LPS-challenged (right) mouse (**C**) and NM-R (**D**) spleens. UMAP projections showing cell clusters representing *Ltf*-high neutrophils (pink) and neutrophils (yellow) from saline control (**E**) and LPS-challenged (**F**) NM-R spleens. Overlaid on each cluster are arrows that represent the cell trajectory (see Materials and methods). Bar charts show GSEAs comparing *Ltf*-high neutrophils to neutrophils from saline control (see S29 Table for underlying data) (**G**) and LPS-challenged (see S30 Table for underlying data) (**H**) NM-R spleens. X-axes are the GSEA log_10_-adjusted *p*-values (*q*-values), signed and color-coded by the direction of the effect (up- and down-regulation in *Ltf*-high neutrophils versus neutrophils: yellow and cyan, respectively). Black vertical dashed lines mark adjusted *p* = 0.1. DC, dendritic cell; GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; NK, natural killer; NM-R, naked mole-rat; pDC, plasmacytoid dendritic cell; scRNA-seq, single-cell RNA-sequencing; UMAP, uniform manifold approximation and projection.

The most striking species difference we observed following the LPS challenge was the change in the proportion of immune cells assigned to each NM-R cluster (Fig 3C and 3D). 

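Neutrophils, the phagocytes that reach an infection first, made up 46.0% ± 7.13 against 27.2% ± 18.5 of NM-R spleen cells in LPS-challenged and saline control animals, and 2.06% ± 1.12 against 2.86% ± 0.436 of mouse spleen cells. NM-R T-cell-like cells, cytotoxic ones included, made up 15.6% ± 4.24 against 26.9% ± 17.1, B-cell-like cells 13.3% ± 10.2 against 8.96% ± 4.34 and macrophage-like cells 8.22% ± 1.60 against 12.4% ± 4.30 (SD, n = 2 animals per group). None of the 11 NM-R classes changed in share at an adjusted *p* under 0.05 from edgeR or from DESeq2, and 0 had an unadjusted *p* under 0.05 from edgeR. In the mouse spleen, B-cell-like cells made up 58.8% ± 1.14 against 51.2% ± 0.393, T-cell-like cells 25.9% ± 3.40 against 30.6% ± 1.39 and macrophage-like cells 4.72% ± 2.28 against 11.3% ± 0.0742 (log2 fold change −1.26, adjusted *p* = 0.216 from edgeR, and 0.0403 from DESeq2). Dendritic-cell-like cells, which present antigen to T cells, rose to 4.42% ± 0.0540 from 0.903% ± 0.219 (log2 fold change 2.27, SE 0.24, adjusted *p* = 0.0139 from edgeR). This class includes a cluster led by *Fscn1* and *Ccr7*, genes that helped to name it, and its change was −0.66 at clustering resolution 0.5, −1.02 with 1000 variable genes and −0.32 in cells with at least 500 UMIs, all without passing, and 0.60 without passing at resolution 2.0. No single animal could be left out with the call kept (2.28 without LPS replicate 1, 2.25 without LPS replicate 2, 2.06 without saline replicate 1 and 2.56 without saline replicate 2). The change in the neutrophil share on the logit scale was 0.934 in the NM-R and −0.409 in the mouse spleen, a species difference of 1.34 (exact two-sided permutation test, *p* = 0.167, with 0.0556 the smallest that 36 label arrangements allow).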

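*Ltf*-high neutrophil-like cells, named for lactoferrin (*Ltf*) and the other granule protein genes of their marker list, made up 20.1% and 16.5% in the LPS-challenged NM-Rs and 0.726% and 7.39% in the saline controls. Of the saline control cells in this class, 649 lay in a cluster led by *Camp*, *Ltf*, *Mpo* and *Retn*, and of the LPS cells 2211 in one led by *Olfm4*, *Hp*, *Mmp8* and *Pglyrp1*. The remaining neutrophil-like cells made up 27.7% and 22.5% in the LPS-challenged NM-Rs and 13.4% and 32.9% in the saline controls. Most saline cells among them (3158) lay in a cluster led by *Cfd*, *Pla2g7* and *Tpst1*, and most LPS cells (3073) in a cluster led by *Id1*, *Gpr84*, the inflammatory cytokine gene *Il1b* and *Sod2*. Neither change passed the test, for the *Ltf*-high class (log2 fold change 2.17, SE 1.09, adjusted *p* = 0.523 from edgeR) or for the neutrophil-like class (log2 fold change 0.12, SE 0.66, adjusted *p* = 0.868 from edgeR). The *Ltf*-high change was 4.65 without saline replicate 2 (adjusted *p* = 0.0136 from edgeR) and 1.31 without saline replicate 1 (0.239), and 2.77 where the UMIs of each cell were split between naming and counting (0.0481). The neutrophil-like change was −0.39 without saline replicate 1, −0.04 without LPS replicate 1, −0.70 with all genes used in clustering, −0.44 with split UMIs and −0.03 with erythroid-like cells left out, and passed in none of these.

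**Figure D3:**
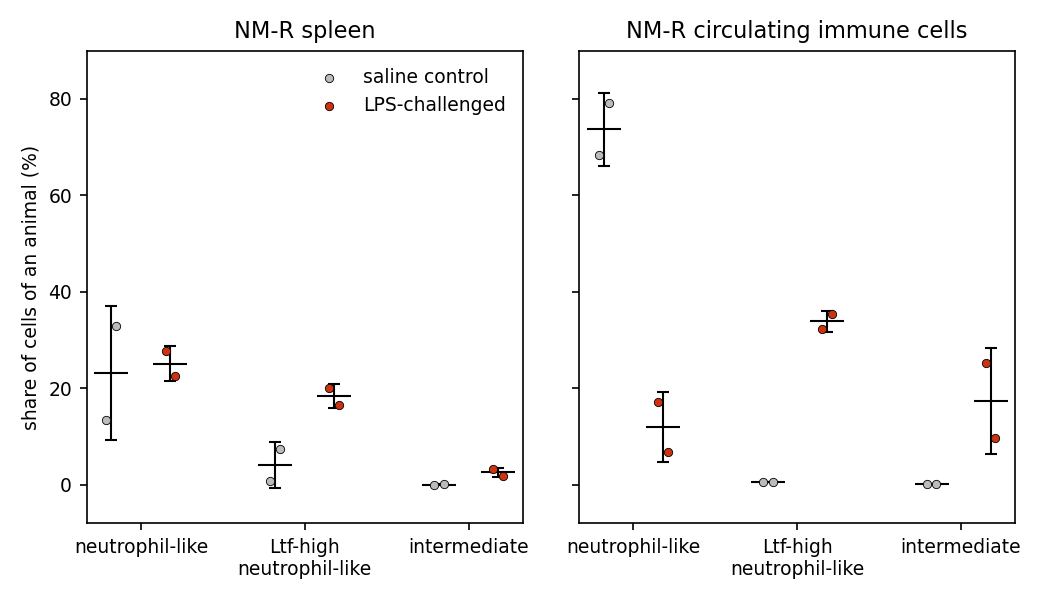
Share of cells of an animal (%, vertical axis) in the neutrophil-like, *Ltf*-high neutrophil-like and intermediate classes of the NM-R spleen and circulating immune cells. Each point is 1 animal, grey for saline and red for LPS, with the mean ± SD of 2 animals. In the spleen the *Ltf*-high points of the 2 groups do not overlap, at 16.5% or more under LPS.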

Most notable were the dramatic increase of *Ltf*-high neutrophils (from approximately 5% to >25%; adjusted *p* < 10^−22^) and decrease in neutrophils (from 26% to 18%; adjusted *p* < 10^−22^). The increase of *Ltf*-high neutrophils in LPS-challenged NM-Rs was accompanied by a convergence between the neutrophil and *Ltf*-high neutrophil clusters in the uniform manifold approximation and projection (UMAP) [22] embedding space (Fig 3B). In addition, unlike in the saline control, the trajectories of NM-R LPS-challenged neutrophils trended towards *Ltf*-high neutrophils (Fig 3B, 3E, and 3F). 

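Closeness of the 2 NM-R neutrophil classes was measured per animal as the share of the 30 nearest neighbours of *Ltf*-high neutrophil-like cells, among cells of the 2 classes, that were neutrophil-like. In the LPS-challenged spleens this was 7.09% against 58.0% expected from the cell numbers (ratio 0.122) in replicate 1 and 4.75% against 57.6% expected from the cell numbers (ratio 0.0824) in replicate 2. In the saline spleens it was 14.9% against 95.0% expected from the cell numbers (ratio 0.157) in replicate 1, with 35 *Ltf*-high cells, and 0.375% against 81.7% expected from the cell numbers (ratio 0.00459) in replicate 2, with 631. The LPS ratios thus lay between those of the 2 saline animals. With 15 neighbours the ratio of saline replicate 1 was 0.0682, below both LPS ratios. Across genes, the mean levels of the classes correlated with a Pearson *r* of 0.944 and 0.938 in the LPS-challenged NM-Rs and 0.582 and 0.788 in the saline controls, over 1931 to 5953 genes, which are not independent replicates. The intermediate cells, 305 from LPS-challenged and 2 from saline spleens, were left out of the ratios. The classes were themselves drawn from a graph of nearest neighbours, which can keep the share of neighbours of the other class low. The ratios therefore cannot decide whether the classes drew together. With 2 animals per group and no test, the ratios and correlations describe the animals.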

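In saline control spleens, *Ltf*-high neutrophil-like cells had fewer transcripts of mature and inflammatory neutrophil genes than the other neutrophil-like cells, and more of cell cycle genes. Of 7 primary granule genes, 4 were higher and 2 lower. The LPS coreceptor gene *Cd14* was at 1367 ± 235 CPM in neutrophil-like cells and 114 ± 29.7 CPM in *Ltf*-high cells (log2 fold change −3.85, SE 0.16, adjusted *p* = 6.45e-122 from edgeR). The pattern receptor gene *Clec4e* (−3.15), the interleukin-1 decoy receptor gene *Il1r2* (−1.75), *Il1b* (627 against 32.0 CPM, −4.08) and *Bcl2a1* (664 against 34.2 CPM, −5.01), which protects cells from apoptosis, were lower as well. The chemokine receptor gene *Cxcr2*, through which neutrophils leave the bone marrow, was lower by a log2 fold change of −7.62 (−11.62 without saline replicate 2). *Mpo*, the peroxidase of primary granules, was at 6.93 against 529.8 CPM (6.05) and *Plac8* at 36.3 against 1332 CPM (5.27). The cell division genes *Stmn1* (4.03) and *Ube2c* (3.39) were higher (8.49 and 5.54 without saline replicate 2). Of 21 neutrophil chemotaxis and maturity genes, 1 was higher and 19 lower in *Ltf*-high cells (1 and 19 adjusted over the list alone), with a median of −3.15 (camera adjusted *p* = 3.92e-08, adjusted *p* = 0.446 with an estimated correlation). Of 29 NF-κB and TNF response genes, 2 were higher and 20 lower in *Ltf*-high cells (2 and 21 adjusted over the list alone), with a median of −2.17 (camera adjusted *p* = 0.00105, adjusted *p* = 0.446 with an estimated correlation). Of 11 cell cycle genes, 11 were higher and 0 lower in *Ltf*-high cells (11 and 0 adjusted over the list alone), with a median of 3.1 (camera adjusted *p* = 1.81e-06, adjusted *p* = 0.446 with an estimated correlation). Of 49 ribosomal protein genes, 46 were higher and 1 lower in *Ltf*-high cells (46 and 1 adjusted over the list alone), with a median of 1.22 (camera adjusted *p* = 5.28e-26, adjusted *p* = 0.446 with an estimated correlation). The other called lists were immediate-early genes (1 higher and 9 lower of 11, 1 and 9 adjusted over the list alone, median −3.54, camera adjusted *p* = 0.00220, adjusted *p* = 0.446 with an estimated correlation), MHC class II genes (0 higher and 4 lower of 5, 0 and 4 adjusted over the list alone, median −3.07, camera adjusted *p* = 0.0144, adjusted *p* = 0.446 with an estimated correlation) and primary granule genes (4 higher and 2 lower of 7, 4 and 2 adjusted over the list alone, median 1.15, camera adjusted *p* = 0.0433, adjusted *p* = 0.446 with an estimated correlation). Not called were interferon response (2 higher and 5 lower of 12, 2 and 5 adjusted over the list alone, median −1.18), secondary and tertiary granule (3 higher and 2 lower of 6, 3 and 2 adjusted over the list alone, median 0.11), cytotoxic granule (2 higher and 3 lower of 6, 2 and 3 adjusted over the list alone, median −0.87) and oxidative phosphorylation (3 higher and 0 lower of 6, 3 and 0 adjusted over the list alone, median 0.38). In total 1270 of 6799 genes tested were higher and 2080 lower at an adjusted *p* under 0.05 from edgeR (781 and 1083 from DESeq2). 926 genes passed without saline replicate 2, against 3350 with all animals. The *Ltf*-high marker genes helped to name the class and were not tested, and saline replicate 1 gave 35 *Ltf*-high cells and replicate 2 631.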

GSEA of genes differentially expressed between the saline control *Ltf*-high neutrophils and neutrophils indicated mainly down-regulation (adjusted *p* < 0.1) of chemotaxis pathways in *Ltf*-high neutrophils (or up-regulation in neutrophils) (Fig 3G; S29 Table). 

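In LPS-challenged spleens, *Ltf*-high neutrophil-like cells again had less of the NF-κB and chemotaxis genes. *Nfkbia*, which encodes an inhibitor of NF-κB, was at 6389 ± 396 CPM in neutrophil-like cells and 2237 ± 255 CPM in *Ltf*-high cells (log2 fold change −1.52, SE 0.12, adjusted *p* = 4.42e-37 from edgeR). *Slpi*, which encodes a protease inhibitor with antimicrobial activity, was at 5899 against 1058 CPM (−2.47) and *Cfd*, complement factor D, at 4945 against 241 CPM (−4.36). *Clec4e* (−2.1), *Bcl2a1* (−1.50), *Cxcr2* (−1.84) and *Srgn*, the proteoglycan of granules (−1.61), were also lower. Higher were *Cd177*, a surface protein of granulated neutrophils (11.2 against 225 CPM, 4.31), *Plbd1* (3.79) and *Nkg7* (2.05). Of 29 NF-κB and TNF response genes, 0 were higher and 27 lower in *Ltf*-high cells (0 and 28 adjusted over the list alone), with a median of −1.50 (camera adjusted *p* = 3.96e-24, adjusted *p* = 0.0786 with an estimated correlation). Of 21 neutrophil chemotaxis and maturity genes, 1 was higher and 17 lower in *Ltf*-high cells (1 and 19 adjusted over the list alone), with a median of −0.83 (camera adjusted *p* = 1.63e-12, adjusted *p* = 0.107 with an estimated correlation). Of 6 secondary and tertiary granule genes, 3 were higher and 1 lower in *Ltf*-high cells (4 and 1 adjusted over the list alone), with a median of 0.69 (camera adjusted *p* = 0.0390, adjusted *p* = 0.353 with an estimated correlation). Of 49 ribosomal protein genes, 35 were higher and 0 lower in *Ltf*-high cells (39 and 0 adjusted over the list alone), with a median of 0.46 (camera adjusted *p* = 1.00e-17, adjusted *p* = 0.252 with an estimated correlation). Called besides were cell cycle genes (2 higher and 0 lower of 11, 3 and 0 adjusted over the list alone, median 1.30, camera adjusted *p* = 0.0293, adjusted *p* = 0.353 with an estimated correlation) and immediate-early genes (2 higher and 7 lower of 11, 2 and 7 adjusted over the list alone, median −0.71, camera adjusted *p* = 0.0290, adjusted *p* = 0.317 with an estimated correlation). Not called were interferon response (1 higher and 3 lower of 12, 1 and 3 adjusted over the list alone, median −0.39), primary granule (2 higher and 3 lower of 7, 2 and 3 adjusted over the list alone, median −0.08), MHC class II presentation (0 higher and 3 lower of 5, 0 and 3 adjusted over the list alone, median −0.59), cytotoxic granule (1 higher and 2 lower of 6, 1 and 2 adjusted over the list alone, median −0.13) and oxidative phosphorylation (1 higher and 0 lower of 6, 2 and 0 adjusted over the list alone, median 0.20). Over all genes, 658 of 6799 genes tested were higher and 1182 lower at an adjusted *p* under 0.05 from edgeR (178 and 407 from DESeq2). 379 genes passed without LPS replicate 1 and 257 without LPS replicate 2, against 1840 with all animals.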

A similar analysis in the LPS-challenged NM-Rs showed up-regulation of humoral immune responses mediated by antimicrobial peptides and down-regulation of viral replication processes, host–pathogen interactions, and negative regulation of immune cell proliferation in *Ltf*-high neutrophils (both adjusted *p* < 0.1) (Fig 3H; S30 Table). 

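Among circulating NM-R cells, *Ltf*-high neutrophil-like cells made up 32.3% and 35.5% in the LPS-challenged NM-Rs and 0.573% and 0.631% in the saline controls, a rise (log2 fold change 5.80, SE 0.64, adjusted *p* = 0.00103 from edgeR), and the other neutrophil-like cells 17.1% and 6.73% in the LPS-challenged NM-Rs and 68.3% and 79.1% in the saline controls, a fall (log2 fold change −2.62, SE 0.68, adjusted *p* = 0.0208 from edgeR). The intermediate class, kept apart after the data were seen, took 25.2% and 9.65% in the LPS-challenged NM-Rs and 0.174% and 0.0934% in the saline controls, and all neutrophils together 63.2% ± 16.1 against 74.5% ± 7.58 (log2 fold change −0.24, SE 0.71, adjusted *p* = 0.832 from edgeR). *Ltf*-high cells under LPS (1949) lay in a cluster led by *Ltf*, *Camp* and *Hp*. The other neutrophil-like cells lay in clusters led by *Rgs2* (3440 cells) and *Fos* (2688) in saline controls, and under LPS in one led by the immune genes *Il1a*, *Nfkbia* and *Ccl3* (865). The *Ltf*-high call was lost without saline replicate 1 (5.74) or 2 (5.88). The neutrophil-like call was lost without saline replicate 1 (−2.73) or 2 (−2.52), with the intermediate cells counted as neutrophil-like (−1.33, a setting chosen after the data were seen), in cells with at least 500 UMIs (−1.33) and with the groups clustered separately (−1.23). It was also lost with the replicate number as a block. The total turned to 0.00259 without LPS replicate 2. An unnamed cluster led by *Aqp1*, *Pvalb* and *Kel* also rose, from 0.0125% to 0.303% (log2 fold change 4.30, SE 1.06, adjusted *p* = 0.0208 from edgeR), a call lost without saline replicate 1 (6.38) or 2 (3.42). With the replicate block that call was lost too.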

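In circulating NM-R neutrophils, over all 3 classes, *Olfm4*, a glycoprotein of secondary granules, went from 27.3 ± 17.4 to 3095 ± 1633 CPM (log2 fold change 6.80, SE 0.59, adjusted *p* = 3.92e-04 from edgeR), *Ltf* from 459.6 to 6297 CPM (3.78), *Hp* from 263 to 12933 CPM (5.62) and *Il1b* from 756 to 9689.6 CPM (3.68). *Nfkbia* (3.71), the chemokine gene *Ccl3* (4.18) and *Fpr1* (2.98), a receptor for bacterial peptides, rose, and *Cxcr2* (−1.62), *Fos* (−4.46) and *Pla2g7* (−3.47) fell. Of 26 NF-κB and TNF response genes, 19 were higher and 2 lower (19 and 3 adjusted over the list alone), with a median log2 fold change of 1.83 (camera adjusted *p* = 1.49e-12, adjusted *p* = 0.167 with an estimated correlation). Of 15 secondary and tertiary granule genes, 12 were higher and 0 lower (12 and 0 adjusted over the list alone), with a median log2 fold change of 3.2 (camera adjusted *p* = 2.37e-15, adjusted *p* = 0.167 with an estimated correlation). Of 5 primary granule genes, 4 were higher and 1 lower (4 and 1 adjusted over the list alone), with a median log2 fold change of 1.61 (camera adjusted *p* = 0.00648, adjusted *p* = 0.291 with an estimated correlation). Of 49 ribosomal protein genes, 10 were higher and 0 lower (9 and 0 adjusted over the list alone), with a median log2 fold change of 0.34 (camera adjusted *p* = 0.0211, adjusted *p* = 0.523 with an estimated correlation). Not called were interferon response (2 higher and 2 lower of 10, 2 and 2 adjusted over the list alone, median 0.03), chemotaxis and maturity (7 higher and 7 lower of 21, 7 and 7 adjusted over the list alone, median 0.05), immediate-early (3 higher and 2 lower of 10, 3 and 4 adjusted over the list alone, median −0.29), MHC class II presentation (1 higher and 2 lower of 4, 1 and 3 adjusted over the list alone, median −1.24), cytotoxic granule (0 higher and 1 lower of 3, 0 and 1 adjusted over the list alone, median −0.53) and oxidative phosphorylation (0 higher and 0 lower of 6, 0 and 0 adjusted over the list alone, median 0.41). Here 964 of 6612 genes tested were higher and 914 lower at an adjusted *p* under 0.05 from edgeR (688 and 611 from DESeq2). The share of cells with a UMI at 500 UMIs changed for 1108 of 3055 genes (limma), and the level in those cells for 0 (453 at an unadjusted *p* under 0.05). With cells as deposited, chosen after the data were seen, the share changed for 2978 of 5579.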

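In circulating NM-R T-cell-like cells, *Hp* went from 48.5 ± 29.3 to 617 ± 112 CPM (log2 fold change 3.72, SE 0.43, adjusted *p* = 0.0449 from edgeR), *Il1b* from 45.2 to 485 CPM (3.46) and complement factor D, *Cfd*, from 764 to 91.1 CPM (−3.04). A T-cell-like cluster held 212 saline cells and 1 LPS cell, so the class differed in make-up between the groups. Without the cells Scrublet scored highest *Hp* was at 3.31 and *Il1b* at 3.15, neither past the threshold. In CPM both genes rose far more in circulating NM-R neutrophils. Whether RNA of neutrophils in droplets of T-cell-like or B-cell-like cells accounts for the rises of neutrophil genes given here was not tested. Of 17 NF-κB and TNF response genes, 1 was higher and 0 lower (8 and 0 adjusted over the list alone), with a median log2 fold change of 1.27 (camera adjusted *p* = 5.80e-19, adjusted *p* = 0.163 with an estimated correlation). Of 11 secondary and tertiary granule genes, 1 was higher and 0 lower (8 and 0 adjusted over the list alone), with a median log2 fold change of 1.50 (camera adjusted *p* = 5.80e-19, adjusted *p* = 0.163 with an estimated correlation). Called besides were chemotaxis and maturity genes (2 higher and 0 lower of 13, 3 and 1 adjusted over the list alone, median 0.13) (camera adjusted *p* = 0.0181, adjusted *p* = 0.393 with an estimated correlation), primary granule genes (0 higher and 0 lower of 6, 1 and 0 adjusted over the list alone, median 0.58) (camera adjusted *p* = 0.00750, adjusted *p* = 0.295 with an estimated correlation) and cytotoxic granule genes (0 higher and 0 lower of 8, 0 and 0 adjusted over the list alone, median −0.54) (camera adjusted *p* = 0.0181, adjusted *p* = 0.427 with an estimated correlation). Over all genes 6 of 5738 genes tested were higher and 2 lower at an adjusted *p* under 0.05 from edgeR (27 and 6 from DESeq2). 104 genes passed without LPS replicate 1, 111 without LPS replicate 2, 21 without saline replicate 1 and 67 without saline replicate 2. In B-cell-like cells 2 of 1933 genes tested were higher and 0 lower at an adjusted *p* under 0.05 from edgeR (4 and 1 from DESeq2), and 110 had an unadjusted *p* under 0.05. 8 genes passed without LPS replicate 1, 15 without LPS replicate 2 and 0 without saline replicate 2 (78 at an unadjusted *p* under 0.05). *Hp* went from 49.0 to 551 CPM (3.46), and the call was lost without saline replicate 1 (3.29) or 2 (3.66). There, NF-κB and TNF response genes (0 higher and 0 lower of 10, 7 and 0 adjusted over the list alone, median 0.90) (camera adjusted *p* = 5.27e-14, adjusted *p* = 0.131 with an estimated correlation), secondary and tertiary granule genes (1 higher and 0 lower of 3, 2 and 0 adjusted over the list alone, median 1.89) (camera adjusted *p* = 2.26e-09, adjusted *p* = 0.204 with an estimated correlation) and chemotaxis and maturity genes (0 higher and 0 lower of 6, 2 and 0 adjusted over the list alone, median 0.07) (camera adjusted *p* = 3.81e-05, adjusted *p* = 0.204 with an estimated correlation) were called. Thinning to 500 UMIs left out 23, 6, 664 and 398 neutrophils, 143, 55, 153 and 58 T-cell-like and 6, 4, 6 and 6 B-cell-like cells of LPS replicates 1 and 2 and saline replicates 1 and 2.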

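Between the 2 neutrophil classes of circulating NM-R cells, *Plac8* was at 16.6 ± 4.91 CPM in neutrophil-like cells and 1502 ± 524 CPM in *Ltf*-high cells (log2 fold change 6.49, SE 0.24, adjusted *p* = 1.04e-153 from edgeR) in saline controls, and the collagenase gene *Mmp8* (4.50) and *Cd177* (8.37) were higher in *Ltf*-high cells, whereas *Cd14* (−2.28), *Clec4e* (−1.98), *Il1b* (−2.80) and *Srgn* (−3.53) were lower. Under LPS, *Nfkbia* was at 8444 against 2071 CPM (−1.95), *Cxcr2* (−1.25), *Cfd* (−5.80) and *Slpi* (−3.18) were lower, and *Mmp8* (3.05), *Cd177* (5.93) and *Serpinb1* (2.65), an inhibitor of neutrophil proteases, were higher. In saline controls the called lists were chemotaxis and maturity (1 higher and 14 lower of 21, 2 and 15 adjusted over the list alone, median −2.28, camera adjusted *p* = 3.09e-07, adjusted *p* = 0.267 with an estimated correlation), NF-κB and TNF response (0 higher and 10 lower of 26, 0 and 12 adjusted over the list alone, median −2.14, camera adjusted *p* = 3.96e-04, adjusted *p* = 0.395 with an estimated correlation), ribosomal proteins (30 higher and 1 lower of 49, 34 and 1 adjusted over the list alone, median 0.93, camera adjusted *p* = 4.06e-23, adjusted *p* = 0.0648 with an estimated correlation), secondary and tertiary granule (3 higher and 1 lower of 6, 4 and 1 adjusted over the list alone, median 1.97, camera adjusted *p* = 0.00683, adjusted *p* = 0.395 with an estimated correlation), immediate-early (0 higher and 5 lower of 10, 0 and 6 adjusted over the list alone, median −2.1, camera adjusted *p* = 4.40e-04, adjusted *p* = 0.267 with an estimated correlation) and MHC class II presentation (0 higher and 3 lower of 4, 0 and 3 adjusted over the list alone, median −2.38, camera adjusted *p* = 0.0427, adjusted *p* = 0.395 with an estimated correlation). Under LPS they were NF-κB and TNF response (0 higher and 23 lower of 26, 0 and 24 adjusted over the list alone, median −1.90, camera adjusted *p* = 1.07e-15, adjusted *p* = 0.354 with an estimated correlation), chemotaxis and maturity (1 higher and 13 lower of 21, 1 and 14 adjusted over the list alone, median −0.77, camera adjusted *p* = 4.09e-07, adjusted *p* = 0.322 with an estimated correlation), ribosomal proteins (45 higher and 0 lower of 49, 45 and 0 adjusted over the list alone, median 1.18, camera adjusted *p* = 4.87e-19, adjusted *p* = 0.322 with an estimated correlation), MHC class II presentation (0 higher and 2 lower of 4, 0 and 2 adjusted over the list alone, median −1.50, camera adjusted *p* = 0.0268, adjusted *p* = 0.322 with an estimated correlation) and immediate-early (1 higher and 6 lower of 10, 1 and 6 adjusted over the list alone, median −0.78, camera adjusted *p* = 0.00722, adjusted *p* = 0.322 with an estimated correlation). In saline controls 233 of 5818 genes tested were higher and 523 lower at an adjusted *p* under 0.05 from edgeR (202 and 226 from DESeq2). 451 genes passed without saline replicate 1 and 229 without saline replicate 2, against 756 with all animals. Under LPS 725 of 5818 genes tested were higher and 603 lower at an adjusted *p* under 0.05 from edgeR (181 and 373 from DESeq2). 377 genes passed without LPS replicate 1 and 838 without saline replicate 2, against 1328 with all animals. In the saline controls, the neighbours of *Ltf*-high cells were neutrophil-like at 41.6% against 99.2% expected from the cell numbers (ratio 0.419) and 34.1% against 99.2% expected (ratio 0.343). Under LPS the ratios were 0 and 4.40e-04, without a test and with the intermediate cells left out. The saline controls held 23 and 27 *Ltf*-high cells, fewer than the 30 neighbours, so part of the neighbours had to be neutrophil-like. With 15 neighbours the ratios were 0.108 and 0.149 under saline and 0 and 0 under LPS. The mean levels of the classes correlated across genes at 0.883 and 0.843 under LPS and 0.770 and 0.814 under saline (Pearson *r*).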

Qualitatively similar results were observed in NM-R circulating immune cells (S10 Fig; S31–S42 Tables). These results strongly suggest that NM-Rs have two transcriptionally distinct but functionally integrated neutrophil populations that likely play an important role in innate antimicrobial immunity in this species.

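Both neutrophil classes of the NM-R spleen rose in *Il1b* and in *Nfkbia* under LPS. In the *Ltf*-high class, 97.45% of saline cells lay in the cluster led by *Camp* and *Mpo*. Of its LPS cells, 98.4% lay in that led by *Olfm4* and *Hp*. Saline replicate 2 gave 631 of its cells and saline replicate 1 gave 35. For this class a change in make-up was not told apart from a response of the same cells. In neutrophil-like cells *Il1b* went from 653 ± 2.73 to 12854 ± 30.2 CPM (log2 fold change 4.30, SE 0.29, adjusted *p* = 7.19e-05 from edgeR), *Nfkbia* from 248 to 6533 CPM (4.71) and *Ccl3* from 136 to 3241 CPM (4.64). In *Ltf*-high cells *Il1b* went from 33.1 to 8625 CPM (7.81), *Nfkbia* from 179.8 to 2090.1 CPM (3.54), *Cd14* from 114 to 1766 CPM (4.00), *Junb*, an immediate-early transcription factor gene, from 62.2 to 1384 CPM (4.47) and *Mpo* from 540.4 to 4.93 CPM (−6.72). In *Ltf*-high cells, NF-κB and TNF response genes (26 higher and 0 lower of 27, 27 and 0 adjusted over the list alone, median 3.26) (camera adjusted *p* = 1.56e-22, adjusted *p* = 0.378 with an estimated correlation), chemotaxis and maturity genes (16 higher and 2 lower of 21, 16 and 2 adjusted over the list alone, median 2.74) (camera adjusted *p* = 2.88e-12, adjusted *p* = 0.378 with an estimated correlation), immediate-early genes (10 higher and 0 lower of 11, 10 and 0 adjusted over the list alone, median 2.68) (camera adjusted *p* = 2.53e-07, adjusted *p* = 0.378 with an estimated correlation), cell cycle genes (0 higher and 11 lower of 11, 0 and 11 adjusted over the list alone, median −2.71) (camera adjusted *p* = 8.70e-10, adjusted *p* = 0.378 with an estimated correlation) and ribosomal protein genes (0 higher and 27 lower of 49, 0 and 36 adjusted over the list alone, median −1.09) (camera adjusted *p* = 7.45e-10, adjusted *p* = 0.515 with an estimated correlation) were called. In *Ltf*-high cells 1035 of 6266 genes tested were higher and 1075 lower at an adjusted *p* under 0.05 from edgeR (568 and 317 from DESeq2), and 1311 higher and 995 lower with RLE scaling, which moved the median over all genes from 0.04 to 0.17. 1371 genes passed without LPS replicate 1 and 357 without saline replicate 2. In neutrophil-like cells 659 of 5543 genes tested were higher and 456 lower at an adjusted *p* under 0.05 from edgeR (442 and 223 from DESeq2). The gap between the classes itself differed by treatment. LPS moved *Ltf*-high relative to neutrophil-like cells by a log2 fold change of 3.60 in *Il1b*, 3.40 in *Cd14*, 2.82 in *Junb* and −3.94 in *Plac8*. Of 21 neutrophil chemotaxis and maturity genes, 16 were higher and 1 lower in *Ltf*-high cells (16 and 1 adjusted over the list alone), with a median of 1.82 (camera adjusted *p* = 1.46e-07, adjusted *p* = 0.364 with an estimated correlation). Of 11 immediate-early genes, 9 were higher and 1 lower in *Ltf*-high cells (9 and 1 adjusted over the list alone), with a median of 2.82 (camera adjusted *p* = 1.06e-04, adjusted *p* = 0.428 with an estimated correlation). Of 11 cell cycle genes, 0 were higher and 4 lower in *Ltf*-high cells (0 and 4 adjusted over the list alone), with a median of −2.01 (camera adjusted *p* = 3.39e-05, adjusted *p* = 0.334 with an estimated correlation). Of 49 ribosomal protein genes, 1 was higher and 36 lower in *Ltf*-high cells (2 and 36 adjusted over the list alone), with a median of −0.73 (camera adjusted *p* = 3.35e-20, adjusted *p* = 0.334 with an estimated correlation). For this difference 1170 of 6799 genes tested were higher and 431 lower at an adjusted *p* under 0.05 from edgeR (351 and 167 from DESeq2). 260 genes passed without LPS replicate 1, 340 without LPS replicate 2 and 377 without saline replicate 2, against 1601 with all animals.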

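Over all 4 NM-Rs, *Ltf*-high cells of the spleen differed from neutrophil-like cells in *Cd177* (5.00), *Mpo* (5.25), *Plbd1* (4.08), *Clec4e* (−2.65), *Slpi* (−3.34) and *Cfd* (−5.02). Those of circulating cells differed in *Cd177* (7.60), *Mmp8* (3.66), *Serpinb1* (2.54), *Cxcr2* (−1.93), *Srgn* (−2.67) and *Fos* (−2.92). In the spleen 494 of 6799 genes tested were higher and 794 lower at an adjusted *p* under 0.05 from edgeR (506 and 729 from DESeq2). 687 genes passed without saline replicate 1, against 1288 with all animals. In circulating cells 495 of 5818 genes tested were higher and 599 lower at an adjusted *p* under 0.05 from edgeR (327 and 500 from DESeq2). 339 genes passed without LPS replicate 1, 696 without saline replicate 1 and 729 without saline replicate 2, against 1094 with all animals. For the difference between treatments in circulating cells 256 of 5818 genes tested were higher and 33 lower at an adjusted *p* under 0.05 from edgeR (17 and 34 from DESeq2), with no list called. 12 genes passed without saline replicate 2, against 289 with all animals. *Plac8* was among the falls (−3.44). From these results, the paper proposes 2 neutrophil populations that are distinct in their transcripts yet work together in antimicrobial defence.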

## Discussion

Our investigation of the NM-R and mouse immune systems reveal striking differences in their cell repertoires. We find that the immune system of the NM-R is heavily reliant on innate myeloid lineage cells, lacks NK cells, and contains a previously undescribed, transcriptionally distinctive cell subset that is highly responsive to a bacterial-mimicking challenge.

To the best of our knowledge, our study is the first to report a mammalian species that lacks a clearly defined population of NK cells that form the first line of defense against viral infections and play an important role in cancer immunosurveillance [23]. The lack of NM-R NK cells is supported by a dearth of genes that regulate NK cell function (encoding NK cell receptors and their MHC-I ligands), a feature common to both the human and mouse genomes, in which NK cells have been well characterized. Notwithstanding, allelic and structural polymorphisms are common features of NK cell receptor and *MHC-I* genes [16], and because our study does not include population-level genomic data, their true genetic (and functional) diversity in the NM-R may be underestimated. However, population-level diversity typically adds to the species-level diversity of these genes (e.g., *KIR* in humans [16] and *Ly49* in mouse [18]), and a similar lack of gene diversity has been previously documented in several marine carnivores (seals and sea lions) at both the species and population levels [24]. In addition, our evolutionary analysis of NK cell receptor genes provides strong support to a scenario in which a common hystricomorph ancestor had NK-like cells, which, along with *Ly49* pseudogenization, were subsequently lost in NM-Rs and other hystricomorph rodents, possibly in response to a relaxation in pathogenic selective pressures. The low *MHC-I* gene diversity in these hystricomorphs supports this scenario, as high numbers of protein-coding and pseudo *MHC-I* genes are reflective of high rates of gene birth and death in response to pathogens [25].

The lack of NK cells and accompanying low diversity in the genes encoding their control mechanisms, together with the predominance of the myeloid lineage and its novel LPS-responsive, antimicrobial gene–expressing neutrophil-like subset, indicate that NM-Rs strongly rely on myeloid-based innate immunity. Taken together, these suggest that the NM-R immune system has evolved under stronger antibacterial than antiviral immune selective pressures. Additional support for this conclusion are two reports that NM-Rs are highly susceptible to viral infection [26,27]. Given their ecological niche and atypical mammalian behavior, it is possible that these xenophobic, eusocial, and strictly subterranean rodents naturally experience weaker viral selective pressures than other species such as bats, which live in open, typically crowded colonies, where intricate antiviral defenses are essential [28].

Finally, the manner by which its unusual immune features impact upon better maintenance of tissue homeostasis, prolonged health span, and especially cancer resistance in the NM-R and possibly other species with similar immune features remains to be elucidated.

## Materials and methods

### Ethics statement

All animal use and experiments were approved by the Buck Institute institutional animal care and use committee (IACUC) protocol number A10173.

### Animals

In this study, we used comparative histomorphology, comparative genomics, fluorescent ISH, and whole-tissue as well as single-cell gene expression to study the immune system of the NM-R in comparison with that of the mouse and other mammalian species. The animals used for RNA-seq in this study comprised 12 young C57BL/6 mice (8 to 10 weeks old; six males, six females, all virgins) and 12 young NM-Rs (23 to 25 months old; six males, six females, all nonbreeders). For blood smears, two young female guinea pigs (approximately 2 years old) and an additional five young nonbreeding NM-Rs (2 to 15 months old; three males, two females) were used. The NM-Rs in this study came from 10 different captive colonies, while the mice were purchased from the Jackson Laboratories (Bar Harbor, ME) and maintained in the vivarium for at least 2 weeks prior to use. The age range we selected was targeted to use young, healthy individuals that were physiologically age-matched between the species (approximately 5%–10% of observed maximum life span). Both species were maintained on a 12-hour dark-light cycle and provided food ad libitum. Mice were provided water ad libitum. In accordance with standard colony management, NM-Rs did not receive supplemented water, as the water content of their diet is sufficient for maintaining appropriate hydration.

### Organ collection and processing

We investigated the immune cell repertoire of eight NM-Rs (four males, four females) and eight C57BL/6 mice (four males, four females) using scRNA-seq of the spleen and circulating immune cells. Organ collection was performed on all animals between 8 AM and 10 AM. Animals were anesthetized using isoflurane. Blood was drawn via cardiac puncture and immediately transferred into EDTA-containing tubes, mixed by inversion, and placed on ice.

1. Blood: One milliliter of EDTA-treated blood was resuspended in 20 mL ACK lysis buffer (Gibco A1049201, Waltham, MA) for 5 minutes at 21°C. Cells were pelleted (500*g*, 10 minutes, 4°C), resuspended in PBS with 5% FBS, and washed twice. Following resuspension, cells were passed through a 40-μm filter and placed on ice prior to determination of viability and density. Visual inspection of trypan blue (Gibco 15250061, Waltham, MA) stained cells loaded on a hemocytometer slide was used to determine the density and viability of cells in the suspension.
2. Spleen: Immediately following cardiac exsanguination, the spleen was removed by dissection, transferred to a sterile petri dish containing PBS with 5% FBS, and minced using razors. Following trituration with a 5-mL serological pipette, the spleen fragments were ground through 100-μm and 40-μm cell strainers (Falcon 352360 and 352340, Corning, NY) with a syringe plunger. Cells were pelleted (500*g*, 10 minutes, 4°C), resuspended in 20 mL of ACK lysis buffer (Gibco A1049201, Waltham, MA) for 5 minutes at 21°C, and washed twice with PBS with 5% FBS. Following resuspension, cells were passed through a 40-μm filter and placed on ice prior to determination of viability and density. Visual inspection of trypan blue (Gibco 15250061, Waltham, MA) stained cells loaded on a hemocytometer slide was used to determine the density and viability of cells in the suspension.

### LPS challenge

In order to study the transcriptional response of mice and NM-Rs to stimulation of the innate immune system, we performed transcriptional profiling 4 hours following an LPS challenge. Two animals from each species (one male, one female) were randomly assigned into either LPS challenge or saline control groups (total = four mice, four NM-Rs). Saline control animals received intraperitoneal injection of 200 μL sterile saline. LPS-challenged animals received intraperitoneal injection of 1 mg/kg LPS (LPS-EB VacciGrade, *Escherichia coli* 0111:B4, Invivogen, San Diego, CA), prepared in sterile saline to a final volume of 200 μL. The body temperature of all animals was monitored by rectal probe every 30 minutes for 2 hours following injection. Collection and processing of blood and spleen were performed 4 hours following initial injection and as described above, with the exception that approximately one fifth of each spleen was immediately flash-frozen in liquid nitrogen (for whole-tissue RNA extraction and sequencing).

### scRNA-seq and data analysis

Single cells were captured in droplet emulsion using the Chromium Controller (10× Genomics, Pleasanton, CA), and scRNA-seq libraries were constructed according to the 10× Genomics protocol using the Chromium Single-Cell 3′ Gel Bead and Library V2 Kit (10× Genomics, Pleasanton, CA). In brief, cell suspensions were diluted in PBS with 5% FBS to a final concentration of 1 × 10^6^ cells/mL (1,000 cells per μL). Cells were loaded in each channel with a target output of 3,000 cells per sample. All reactions were performed in a C1000 Touch Thermal Cycler (Bio-Rad Laboratories, Hercules, CA) with a 96 Deep Well Reaction Module. Twelve cycles were used for cDNA amplification and sample index PCR. Amplified cDNA and final libraries were evaluated using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA) with a high sensitivity chip. Samples were sequenced on an HiSeq 4000 instrument (Illumina, San Diego, CA).

scRNA-seq fastq files were demultiplexed to their respective barcodes using the 10× Genomics Cell Ranger mkfastq utility. Unique molecular identifier (UMI) counts were generated for each barcode using the Cell Ranger count utility. The mm10 reference genome and the mouse Gencode version M12 annotation were used for mapping the mouse reads [29]. The HetGla2.0 reference genome along with the RefSeq GCF_000247695.1 annotation, to which we manually added the annotation of the *Ncr1* gene from Ensembl’s *H*. *glaber* female genome annotation (which is the only NM-R genome annotation that covers this gene), were used for mapping the NM-R reads. For each sample, barcodes that were not likely to represent captured cells were filtered out by detecting the first local minimum above 2 in a distribution of log_10_(#UMIs). Similarly, for each sample, genes that were too sparsely captured across barcodes were filtered out by detecting the first local minimum above 3 in a distribution of log_10_(#barcodes). Finally, barcodes capturing more than a single cell (multiplets) were sought as local modes in the distributions of log_10_(#genes) and log_10_(#UMIs), whose x-axis maxima are more than 1.5 times higher than the x-axis location of the global maximum of the respective distribution and include less than 5% of the total number of barcodes. 

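Barcodes taken for multiplets, droplets that held more than 1 cell, had been removed by the authors before deposit. Some cells that they name multiplets remained among the first 1999 rows of S1, S2 and S7 Tables. In the mouse spleen 13 of them were T-cell-like and 1 B-cell-like here, and in the NM-R spleen 3 were B-cell-like. Among circulating mouse cells 5 were B-cell-like, 4 T-cell-like and 2 erythroid-like. Scrublet, which compares each cell with simulated pairs of cells, was run on each library of the deposited counts. At its own threshold it called 0.0221% to 1.07% of cells in libraries of untreated NM-R spleens, 0.142% to 2.25% in untreated mouse spleens, 1.04% to 1.70% in untreated circulating NM-R cells and 0.0234% to 0.171% in untreated circulating mouse cells. The share expected from the number of cells was 0.481% to 6.23% over all 55 libraries. Cells were kept in the results, and as an alternative the expected share of highest-scoring cells was left out of every library.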

In other words, barcodes that, based on the number of genes or UMIs they captured, appeared inflated with respect to all other barcodes, were regarded as multiplets and thus filtered out (summary statistics shown in S43 Table).

To identify cell clusters, the samples from each species were concatenated, UMIs were then scaled to the read depth of their respective barcodes, and genes with high expression dispersion were obtained using Seurat [30] (S43 Table). Principal components analysis (PCA) was then performed on these gene-by-cell–scaled UMI matrices using the rsvd [31] R [32] package to reduce their genes dimension, retaining the 50 PCs explaining the highest amount of variation. We then used Seurat’s methodology to build a shared nearest neighbor (SNN) graph of these cell-embedding data, first generating a k-nearest neighbor (KNN) graph using k = min(750, #cells-1) and a Jaccard distance cutoff of 1/15. The SNN graph was then used as input to the Louvain algorithm, implemented in the ModularityOptimizer software [33]. Because this implementation uses a resolution parameter that strongly affects the number of clusters, we searched the 0.05–1.225 range of this parameter, using the mean unifiability isolability clustering metric as our maximization parameter. This process was initially done on all cells in our data and subsequently repeated for each cluster individually, in an iterative manner in which convergence was defined as not being able to break down a cluster into subclusters (see S1, S2, S7, S8, S18–S21 and S31–S34 Tables for the cell-cluster assignments for each species-tissue-condition dataset).

In order to obtain gene markers for each cluster, we applied a differential expression test implemented in Seurat (using a likelihood ratio test between a model that assumes that a gene’s expression values of two compared clusters were sampled from two distributions, versus a null model, which assumes they were sampled from a single distribution). The clusters that were used for this procedure were the ones obtained following convergence of our iterative clustering approach. A marker gene of a given converged cluster was thus defined as a gene that was found to be significantly overexpressed (multiple-hypotheses–adjusted *p* < 0.05) in that converged cluster compared to all other converged clusters (see S3, S4, S9, S10, S22–S25 and S35–S38 Tables for the converged cluster marker genes for each species-tissue-condition dataset). In all genes-by-cells heatmap figures, the total number of cells was reduced to a maximum of 2,500 (in proportions with respect to the number of cells per cluster) by randomly down-sampling cells in each cluster.

Cell types were assigned to the transcriptionally defined clusters in our data by intersecting the sets of marker genes we obtained for each cluster with immune cell expression data in transcripts per million (TPM) units, downloaded from the ImmGen portal [34], obtained by RNA-seq of sorted mouse immune cell types (S44 Table). Based on the ImmGen expression data, we subsequently only used the marker genes that were found to be strongly and specifically expressed in a specific ImmGen cell type. As a result, visualizing the ImmGen TPM expression levels of the retained marker genes for each cluster clearly identified the cell types corresponding with the first-iteration clusters.

In both the spleen and circulating immune cell NM-R scRNA-seq datasets, our clustering approach isolated one or more clusters that showed high expression levels of the beta and alpha adult hemoglobin genes. However, slightly lower expression levels of these two genes were also observed in all other clusters (S11A, S11D and S12A, S12D Figs in spleen and circulating immune cells, respectively), which probably represents RNA released from lysed red blood cells, yet captured and sequenced by essentially all barcodes. Notwithstanding, the same clusters that showed high expression levels of the beta and alpha hemoglobin genes also showed isolated lower expression levels of the embryonic and fetal hemoglobin genes (epsilon, theta, and zeta, yet not of gamma) (S11B, S11C and S12B, S12C Figs in spleen and circulating immune cells, respectively). This is in contrast to the mouse spleen and circulating immune cell scRNA-seq datasets, which showed nominal and nonspecific expression levels only of the adult beta and alpha hemoglobin genes (S11G–S11J and S12G–S12J Figs in spleen and circulating immune cells, respectively). It should be noted that the red-blood-cell lysis protocols we used were designed and optimized for the mouse and not the NM-R; hence, these species differences may reflect suboptimal lysis efficiency in the NM-R, possibly contributed by differences in the cell membrane components between the two species. 

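Hemoglobin transcripts were measured over the classes of the untreated mouse data. In the spleen, the adult beta globin gene *Hbb-bs* was at 8.71 ± 6.16 CPM in B-cell-like, 3.75 ± 3.65 CPM in T-cell-like and 66.8 ± 79.0 CPM over all cells, and the alpha globin gene *Hba-a1* at 53.0 ± 62.4 CPM (SD, n = 4 mice). A cluster of 345 cells named erythroid-like, with *Hba-a1* and *Hbb-bt* among its leading genes beside the cell cycle genes *Pclaf*, *Stmn1* and *Ube2c*, held *Hbb-bs* at 1224 ± 1472 CPM. Of its 21 cells among the first 1999 rows of S1 Table, the authors name 10 Macrophage.1, 10 Macrophage.3 and 1 a B cell. The name erythroid-like is therefore uncertain for this cluster. In circulating cells, *Hbb-bs* was at 13405 ± 1214 CPM in B-cell-like, 17925 ± 4192 CPM in T-cell-like, 164176 ± 25579.9 CPM in neutrophil-like and 271741 ± 10025 CPM in 2416 erythroid-like cells, and *Hba-a1* at 47408 ± 14100.3 CPM over all cells. At 500 UMIs per cell, 97.5% ± 0.657 of circulating B-cell-like cells (6116 of 7308 kept) and 0.260% ± 0.204 of splenic ones (22322 of 22487) had a UMI of *Hbb-bs*, and 99.3% and 1.49% with cells as deposited, at median depths of 999 and 3045 UMIs. B cells make no hemoglobin, so these shares mark the background of each tissue. NM-R hemoglobin genes were not analysed here.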

We additionally compared the number of genes expressed in the NM-R hemoglobin-expressing clusters to the mean number of genes expressed across all NM-R clusters. 

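Erythroid-like cells of the untreated NM-R spleen had a median of 1168 ± 199 genes per cell as deposited, 419.6 above the 748 of all cells and higher in 4 of 4 animals. Thinned to 500 UMIs per cell they had 204 ± 56.2, against 294 in all cells, a difference of −91.0 with 1 of 4 animals higher (exact two-sided sign-flip test, *p* = 0.250, smallest 0.125), and thinned to 1000 UMIs 344 against 492. The direction thus turned with the depth at which cells were compared. In circulating NM-R cells erythroid-like cells had 37.0 ± 1.73 genes at 500 UMIs against 287 in all cells, 61.2 against 489.8 at 1000 UMIs and 217 against 542 as deposited, lower in each of 3 animals (exact two-sided sign-flip test, *p* = 0.250, the smallest these animals allow). The 500-UMI values rest on 1960 splenic and 232 circulating erythroid-like cells, and the deposited ones on 1985 and 232.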

In the spleen, this comparison did not indicate that these clusters express a much narrower range of genes compared with the immune cells (S11K Fig; S45 Table), unlike in the circulating immune cell data (S12K Fig; S46 Table). Taken together, we suspect that these clusters correspond to immature red blood cells, possibly in different maturation stages between the spleen and blood, and hence labeled them as erythroid cells, yet refrained from any further investigation as it fell outside the scope of this work.

In Figs 1A–1G, 3A, 3B, 3E and 3F; S2B, S3A, S3C, S4E–S4H, S5A–S5C, S10A and S10B Figs, the clusters that are represented are those obtained following the first iteration of our clustering approach. In S1E–S1G, S1L, S1M, S3B, S5D, S11 and S12 Figs, the clusters that are represented are those obtained following convergence of our clustering approach.

### Obtaining a phyletic pattern of protein-coding genes, annotated pseudogenes, and putative pseudogenes in the *LRC*, *NKC*, and *MHC-I* region

In order to detect any possible present and past members of any of the NK cell receptor gene families in the *LRC* and *NKC*, as well as of *MHC-I* genes, we followed a two-step approach. First, we used the OrthoFinder software, which finds groups of orthologous genes based on amino-acid sequence homology [35]. Specifically, OrthoFinder was used with 48 mammalian proteome sequences (S47 Table). The resulting orthogroups were then assigned to each one of the gene families based on the genome annotations in which members of these gene families were annotated. In order to include annotated pseudogenes, we augmented this step with applying a reciprocal best BLASTn [36] hit search between all pairs of the 48 mammalian transcriptomes (S47 Table), retaining only hits with an e-value <0.1 and a sequence identity >80%. Any annotated pseudogene that hit any protein-coding member, which belong to any of the gene family orthogroups, was thus additionally included in that gene family orthogroup. Second, we used each of the transcript sequences from each of the orthogroups as queries against each of the 48 mammalian genomes (S47 Table) for a SIM [37] sequence homology search, which is purposed for aligning expressed sequence tags (ESTs) against genome sequences. Each SIM hit with at least 40% identity to the query sequence was retained. Subsequently, overlapping hits from different queries of the same gene family were merged, and the merged hit was used as query for a reverse position-specific (RPS) BLAST [38] search against conserved protein domains. Specifically, for the *KIR* and *LILR* gene families, we retained any “Ig LILR KIR like” domain hit; for the *KLRA* gene family we retained any “Ly49” domain hit; for all other NK cell receptor gene families (*KLRB*-*K*), we retained any “CLECT NK receptors like” domain hit; and for *MHC-I* genes, we retained any “MHC_I”, “MHC_I_C”, or “IgC_MHC_I_alpha3” domain hit. In all cases, any of the domain hits with either e-value ≥0.1 or identity ≤60% were filtered. We additionally required that all these SIM and RPS-BLAST hits be located on the scaffolds of either the *LRC*, *NKC*, or *MHC-I* locus of the corresponding gene queries, and for the purpose of detecting putative (i.e., unannotated) pseudogenes, annotated genes (protein-coding and pseudogenes) were ignored (S13 Table). In order to benchmark the false positive rate of this approach, for each of the gene families we counted how many of the hits covering annotated genes (protein-coding and pseudogenes) belong to the same gene family of the query (S12 Table). Because the percentage of false positives for the *LILR* and *KIR* gene families was unreasonably high, likely stemming from the confounding fact that their defining domain is shared (“Ig LILR KIR like”), we refrained from interpreting these hits as putative pseudogenes.

### Reconstructing the ancestral numbers of NK cell receptor gene families

In order to reconstruct the number of genes in each of the NK cell receptor families in each ancestral node in the phylogeny (obtained from the Ensembl database), we combined the numbers of protein-coding genes, annotated pseudogenes, and putative pseudogenes for each of the NK cell receptor gene families, except for *LILR* and *KIR*, and subsequently used that as the phylogeny tip states input for the asr_max_parsimony function of the castor [39] R [32] package, to reconstruct ancestral states using the Sankoff maximum parsimony algorithm with a cost matrix proportional to the number of genes.

### Obtaining a list of mouse–NM-R orthologous genes

To obtain mouse–NM-R one-to-one gene orthologs for the purpose of differential expression and GSEAs, we applied a reciprocal-blast approach [36]. Specifically, we used BLASTp for each of the NM-R protein sequences against all mouse protein sequences and vice versa, and the same for transcript sequences using BLASTn. In both cases, we retained only hits with e-value <0.1 and a sequence identity >80%. Any gene for which any of its protein or transcript forms reciprocally hit back any of the protein or transcript forms of that gene was retained as a one-to-one gene ortholog (S48 Table).

### Cell type–specific responses to LPS challenge

In single-cell data (including the data generated in this study), the distribution of the number of UMIs per a given gene across the cells in a certain cluster is typically bimodal, with a left mode located at zero and a right mode located at higher than zero. Across different factors (e.g., treatments, different cell types), a change in the proportion of cells expressing the gene, i.e., a change in expression-induction, can be explicitly quantified, as well as the change in the levels of expression among the cells expressing the gene (i.e., a shift in the right modes of the distributions of the number of UMIs). To this end, in all our differential expression analyses, with the exception of the one applied for defining cluster marker genes, we fitted a hurdle generalized linear mixed model to the data using the lme4 [40] R [32] package. Specifically, effects on expression-induction were estimated by fitting a logistic mixed-effects regression model (with a binomial family using the logit link function) by binarizing the outcome to 0 (not expressed in the cell) and 1 (expressed in the cell). Effects on expression levels were estimated by fitting a mixed-effects regression model (with a gamma family using the log link function) only to the cells in which the gene was expressed. In both cases, sample was defined as a random effect.

In order to detect intraspecies cell type–specific responses following LPS challenge, for each gene in each pair of matching cell types in the saline control and LPS challenge datasets (S49 and S50 Tables for the datasets of the spleen and circulating immune cells, respectively), we fitted the hurdle model described above to the LPS challenge and saline control data. Specifically, to estimate the effect of LPS challenge on induction of expression as well as on change of expression levels, LPS challenge was specified as a fixed categorical effect, with saline control set as baseline, and sample was specified as a random effect, as noted above. Heatmaps displaying the expression-level and expression-induction changes were limited to the set of one-to-one gene orthologs between mouse and NM-R (S48 Table) and to cell types we matched between them (S49 and S50 Tables for the datasets of the spleen and circulating immune cells, respectively). Interspecies heatmaps were generated by matching mouse and NM-R cell types across the LPS challenge and saline control conditions (S51 and S52 Tables for the datasets of the spleen and circulating immune cells datasets, respectively).

In order to perform a GSEA for the differentially expressed genes obtained using any of the fitted models, for each cell type, we ranked the genes by the *p*-value of the estimated effect and used that as an input to the fgsea function in the fgsea [41] R [32] package. We used the Hallmark gene sets of the MSigDB collection [42] for GSEAs, with the exception of the *Ltf*-high neutrophil expression-change GSEAs, in which we used the gene ontology (GO) biological pathways sets [43,44]. In all GSEAs, we performed multiple hypotheses *p*-value adjustments [45] separately for each cell type. Although not as conservative as adjusting the *p*-values across all cell types, the latter approach would suffer from being imbalanced between the two species, for which a different number of cell types was tested. To perform intra- and interspecies comparisons between proportions of cell types, we fitted a multinomial regression (similar to the mixed-effects models fitted to the expression data, except for the sample random effect) implemented by the nnet [46] R [32] package.

In order to estimate the cell trajectories of the *Ltf*-high neutrophils and neutrophils in the NM-R spleen and circulating immune cells, we applied RNA velocity [47] only to these two clusters, separately for the NM-R datasets of the spleen and circulating immune cells, where in each it was applied separately for the saline control and LPS challenge (total of four analyses).

### Comparative splenic histomorphology and fluorescent ISH

We investigated the histomorphology and expression of four genes in the spleen of four NM-Rs (two males, two females) and four C57BL/6 mice (two males, two females). Organ collection was performed as described above and spleens were immediately transferred into 10% neutral-buffered formalin. Following fixation, all samples were trimmed, routinely processed, embedded, and sectioned at 4-μm thickness in an RNase-free environment. Consecutive tissue sections were stained with hematoxylin and eosin (HE) and periodic acid–Schiff (PAS), and the expression of *Cd3e*, *Cd19*, *Cd14*, and *Rpl13a* was determined by fluorescent ISH (ViewRNA, Invitrogen, Waltham, MA). The expression of the bacterial gene *dapB* was determined as a negative control.

Samples were stained with DAPI to visualize individual cell nuclei, and the RNA ISH assay was performed according to the Invitrogen ViewRNA ISH Tissue protocol and optimized with the following conditions: heat treatment for 10 minutes at 90–95°C and protease digestion at 1:100 dilution for 20 minutes at 40°C. Hybridization was performed for 2 hours at 40°C using the following species-specific probes: Mouse: *Cd14* (#VB1-3028230), *Cd3e* (#VB1-16980), *Cd19* (#VB1-3028231), *Rpl13a* (#VB1-16196); NM-R: *Cd14* (#VF1-4355532), *Cd3e* (#VF1-6000573), *Cd19* (#VF1-4359165), *Rpl13a* (#VF1-4348271) (all probes from ThermoFisher, Waltham, MA).

### ISH data analysis

Whole slide images were generated in fluorescence using Pannoramic SCAN (3D Histech, Budapest, Hungary). Image analysis data were generated by automated analysis of whole slide images using ImageDx (Reveal Biosciences, San Diego, CA), an integrated whole slide image management and automated image analysis workflow. Briefly, each image is first assessed for quality using a focus measurement followed by an accuracy check. All tissue and staining artifacts are digitally excluded from the quantification. The analysis process includes automated identification of tissue, followed by segmentation of regions of interest and then classification of each cell. The total number of cells is determined by detection of DAPI-positive nuclei. Both the number of positive staining cells and the number of positive regions within each cell are recorded. For a positive staining cell, the number of cells is provided for each number of puncta, ranging from 1 to 9 and 10 or more (i.e., ten bins).

Using the number of puncta to distinguish between cell types comes with uncertainty because one cannot exclude the possibility that cells with even a single hybridized probe (i.e., puncta = 1) are really negative for the cell type of which this probe is a marker. Clearly, this uncertainty may affect a test for determining whether mouse and NM-R spleens have different proportions of each of the three cell types targeted by each probe. In order to account for this uncertainty, for each of the ten puncta bins except for the first, we defined negative cells as those with less than the puncta bin and positive as cells with that number of puncta or higher, and fit a multinomial regression, implemented by the nnet [46] R [32] package, quantifying a species categorical effect, with mouse set as baseline. The uncertainty arising because of selection of a specific puncta bin was propagated by specifying the mean species effect across all puncta bins divided by its standard error as a z-statistic. This allowed obtaining a *p*-value, which thus served as the statistical significance of the species effect, across all puncta bins, being different from 0.

### Comparative histomorphology of peripheral blood smears

Peripheral blood smears were generated from two young female guinea pigs (approximately 2 years old) and five young nonbreeding NM-Rs (2–15 months old; 3 males and 2 females). Samples were drawn via cardiocentesis and streaked onto glass slides. Smears were air-dried and stained with Wrights-Giemsa. For each sample, the histomorphology of peripheral blood cells was assessed at 60× by a board-certified veterinary anatomic pathologist (DMI) for the presence of Foa-Kurloff cells.

### RNA isolation

One milliliter TRIzol reagent (4°C) (Invitrogen 15596026, Waltham, MA) was added to approximately 20 mg frozen splenic tissue in a 2-mL microcentrifuge tube. A single stainless steel bead (Qiagen 69965, Hilden, Germany) was added to each tube, and tissue homogenization was performed using a Tissuelyser II (Qiagen, Hilden, Germany) (30 Hz for 2 minutes). RNA was isolated according to manufacturer’s instructions (TRIzol, Invitrogen 15596026, Waltham, MA) and resuspended in RNase free water. Contaminating gDNA was removed using the Turbo DNA-free kit (Invitrogen AM1097, Waltham, MA) according to the manufacturer’s instructions. Quantification was performed using the QuBit 4 Fluorometer (Invitrogen, Waltham, MA) and the Qubit RNA XR assay (Invitrogen Q33224, Waltham, MA).

### Whole spleen RNA library preparation, sequencing, and data analysis

RNA-seq libraries from the whole splenic tissues were prepared using purified RNA isolated as described above. RNA quality and concentration were assayed using a 5200 Fragment Analyzer instrument (Agilent, Santa Clara, CA). RNA-seq libraries were prepared using the TruSeq Stranded Total RNA kit paired with the Ribo-Zero rRNA removal kit (Illumina, San Diego, CA). Libraries were sequenced on an HiSeq 4000 instrument (Illumina, San Diego, CA). Reads were mapped to the NM-R genomic references described above for the scRNA-seq data using the STAR aligner version 2.5.3a [48], applying the two-round read-mapping approach with the following parameters: outSAMprimaryFlag = “AllBestScore”, outFilterMultimapNmax = “10”, outFilterMismatchNoverLmax = “0.05”, outFilterIntronMotifs = “RemoveNoncanonical”.

Following read mapping, transcript and gene expression levels were estimated using MMSEQ [49]. Transcripts and genes that were minimally distinguishable according to the read data were collapsed using the mmcollapse utility of MMDIFF [50], and the fragments per kilobase million (FPKM) expression units were converted to TPM units. In order to test for differential expression between LPS-challenged and saline control tissues, for each species, we used MMDIFF with these two-group design matrices: # M 0, 0, 0, 0; # C 0 0, 0 0, 0 1, 0 1; # P0 1; # P1 0.5 −0.5. Samples were clustered using the heatmap.2 function from the gplots [51] R [32] package, for the purpose of constructing the genes-by-samples heatmaps for both species. GSEAs were performed for each species, for which the inputs to the fgsea function in the fgsea [41] R [32] package were the genes ranked in descending order according to the Bayes Factor and posterior probability reported by MMDIFF, and the gene sets were the Hallmark gene sets of the MSigDB collection [42].

## Supporting information

S1 Fig Overview of scRNA-seq and transcriptional maps of mouse and NM-R spleens. **(A)** Schematic view showing the workflow in which single-cell suspensions are derived from four (two males [M], two females [F]) C57BL/6 mouse spleens. **(B)** Bar chart showing the number of cells sequenced in duplicate from each of the four mouse spleens (see S43 Table for underlying data). **(C)** Violin plot showing the number of genes sequenced per cell from each of the four mouse spleens (see S1 Table for underlying data). **(D)** Violin plot showing the number of UMIs sequenced per cell from each of the four mouse spleens (see S1 Table for underlying data). **(E)** UMAP projection of the four-mouse spleen scRNA-seq data, for which each point is a cell color-coded by its converged-cluster assignment and annotated cell type. **(F)** Gene-by-cell expression-level heatmap of the four-mouse spleen scRNA-seq data, in which selected marker genes are listed to the left and cells are faceted by their converged cluster assignment. **(G)** Stacked bar chart showing the proportion (%) of cells from each of the four mouse duplicate spleen samples assigned to each of the converged clusters (see S1 Table for underlying data). Samples are color-coded and duplicates are shade-coded. **(H)** Schematic view showing the workflow in which single-cell suspensions are derived from four (two males [M], two females [F]) NM-R spleens. **(I)** Bar chart showing the number of cells sequenced in duplicate from each of the four NM-R spleens (see S43 Table for underlying data). **(J)** Violin plot showing the number of genes sequenced per cell from each of the four NM-R spleens (see S2 Table for underlying data). **(K)** Violin plot showing the number of UMIs sequenced per cell from each of the four NM-R spleens (see S2 Table for underlying data). **(L)** UMAP projection of the four NM-R spleen scRNA-seq data, for which each point is a cell color-coded by its converged-cluster assignment and annotated cell type. **(M)** Gene-by-cell expression-level heatmap of the four NM-R spleen scRNA-seq data, in which selected marker genes are listed to the left and cells are faceted by their converged cluster assignment. **(N)** Stacked bar chart showing the proportion (%) of cells from each of the four NM-R duplicate spleen samples assigned to each of the converged clusters (see S2 Table for underlying data). Samples are color-coded and duplicates are shade-coded. DC, dendritic cell; MZ, marginal zone; NK, natural killer; NKT, natural killer T; NM-R, naked mole-rat; RP, red pulp; scRNA-seq, single-cell RNA-sequencing; UMAP, uniform manifold approximation and projection; UMI, unique molecular identifier.
(TIF) Click here for additional data file.

S2 Fig Differences in splenic microarchitecture and gene expression as measured by ISH recapitulate the differences observed in scRNA-seq data. **(A)** Representative images of HE-stained consecutive sections of mouse (upper panel) and NM-R (lower panel) spleens shown at 5× (left panels) and 20× magnifications (right panels), scale bar = 100 μm. Mouse and NM-R spleens show major differences in splenic microanatomy, with the NM-R having a comparatively reduced white-pulp compartment and a larger red-pulp compartment with a greater number of fibromuscular trabeculae that connect to the capsule and provide structural support and contractility to the spleen. Within the white pulp, the marginal zone and follicles of the NM-R (which comprise B cells) are readily identifiable. By contrast, the PALS (which comprises the T cell–rich compartment in other species) is less prominent in the NM-R than in the mouse. **(B)** UMAP projections of the mouse (upper panels) and NM-R (lower panels) spleen scRNA-seq data color-coded by the expression levels of myeloid and lymphoid lineage marker genes: *Cd14* (myeloid marker), *Cd19* (B cell marker, lymphoid), and *Cd3e* (T cell marker, lymphoid). **(C)** Representative consecutive sections of mouse (upper panel) and NM-R (lower panel) spleens showing results from ISH staining for *Cd14*, *Cd19*, and *Cd3e*. Positive expression of the marker genes was visualized with a TRITC filter (yellow) and nuclei visualized using DAPI staining (blue). Magnification, 20×. Scale bar = 100 μm. Expression of the housekeeping gene *Rpl13a* and the bacterial-specific *dapB* gene were included as positive and negative controls, respectively (Materials and methods). **(D)** Quantification of the ISH staining of *Cd14*, *Cd19*, and *Cd3e* in mouse (gray bars) and NM-R (pink bars). Bars represent the proportion of positive staining cells (*n* = 4 biological replicates) and error bars represent the uncertainty associated with the number of puncta used as a cutoff for defining a cell as positive for a marker gene (Materials and methods and S5 Table for underlying data). Asterisks mark statistically significant (adjusted *p* < 0.05) differences in cell type proportions. Consistent with our findings from the scRNA-seq data, ISH showed a significantly higher level of *Cd14* in the NM-R compared with the mouse, with staining restricted to the red-pulp regions in both species. However, the NM-R has significantly lower abundance of *Cd19*, with positive staining cells localized to the follicular regions of the white pulp. Compared with the dramatic differences in the abundance of *Cd14* and *Cd19*, the abundance of *Cd3e* is similar between the two species, which is in line with our scRNA-seq data. Despite their similar abundance, the distribution of *Cd3e* positive staining cells is markedly different between the two species, with *Cd3e* expression in the mouse limited to the PALS, while that of the NM-R is stochastically distributed throughout both the red- and white-pulp regions, with only minimal aggregation in the PALS. Thus, direct examination of splenic tissue from mouse and NM-R highlights major differences in microanatomy between the two species and supports our results from the scRNA-seq data with respect to the proportions of the major immune cell lineages in the two species. APC, antigen-presenting cell; DC, dendritic cell; HE, hematoxylin and eosin; ISH, in situ hybridization; NK, natural killer; NM-R, naked mole-rat; PALS, periarteriolar lymphoid sheath; scRNA-seq, single-cell RNA-sequencing; TRITC, tetramethylrhodamine; UMAP, uniform manifold approximation and projection.
(TIF) Click here for additional data file.

S3 Fig Expression of canonical NK cell marker genes in the NM-R spleen is confined to T-cell subsets and mast cells. **(A)** UMAP projections of the four NM-R spleens scRNA-seq data color-coded by the expression levels of three canonical NK cell marker genes: *Nkg7*, *Gzma*, and *Ccl5*. **(B)** Violin plots showing the expression levels of the CD3 subunit genes: *Cd3d*, *Cd3e*, *Cd3g*, *Cd247*, and of *Cd8a* in the mouse T-cell and NK cell converged clusters (left panel) and NM-R T-cell converged clusters (center panel). The side panels show effect sizes for expression-level changes and expression-induction changes, where in the mouse, the naïve CD8 T cells are used as baseline and in the NM-R, the naïve T cells are used as baseline (see S6 Table for underlying data). Asterisks mark adjusted *p* < 0.05. **(C)** UMAP projections of the four NM-R spleens scRNA-seq data color-coded by the expression levels of three mast cells marker genes: *Tpsab1*, *Cma1*, and *Fcer1a*. CD3, cluster of differentiation 3; Mem, memory; NK, natural killer; NKT, natural killer T; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing; UMAP, uniform manifold approximation and projection.
(TIF) Click here for additional data file.

S4 Fig scRNA-seq of mouse and NM-R circulating immune cells confirms absence of canonical NK cells in the NM-R. **(A)** Schematic view showing the workflow in which single-cell suspensions are derived from circulating immune cells of four (two males [M], two females [F]) mice (upper panel, gray) and four NM-Rs (two males [M], two females [F]) (lower panel, pink). **(B)** Bar charts showing the number of cells sequenced from each of the four mice (upper panel, gray) and three NM-Rs (one sample was lost due to a microfluidic failure during the emulsion generation; lower panel, pink) (see S43 Table for underlying data). **(C)** Violin plots showing the number of genes sequenced per cell from each of the four mice (upper panel, gray; see S7 Table for underlying data) and three NM-Rs (lower panel, pink; see S8 Table for underlying data). **(D)** Violin plots showing the number of UMIs sequenced per cell from each of the four mice (upper panel, gray; see S7 Table for underlying data) and three NM-Rs (lower panel, pink; see S8 Table for underlying data). UMAP projections of the four mouse (**E**) and three NM-R (**F**) circulating immune scRNA-seq datasets. Each point is a cell color-coded by its first iteration cluster assignment and annotated cell type. The proportions of each cell type are shown in the central bar chart. Gene-by-cell expression-level heatmaps of the four mouse (**G**) and three NM-R (**H**) circulating immune scRNA-seq datasets. Selected marker genes are listed to the left and cells are faceted by their first iteration cluster assignment. DC, dendritic cell; NK, natural killer; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing; UMAP, uniform manifold approximation and projection; UMI, unique molecular identifier.
(TIF) Click here for additional data file.

S5 Fig Absence of canonical NK cells in the NM-R cannot be explained by annotation deficiencies in the NM-R genome. One possibility for the absence of NK cells in the NM-R may be that, due to incomplete annotation of NK cell marker genes in the NM-R, genome reads generated from these marker genes would be filtered as a result of not mapping back to the annotated genome. To test this possibility, we simulated a lack of NK cell marker genes in the mouse by selectively eliminating the mouse NK cell marker genes (51 and 43 genes in the spleen and circulating immune cells; S3 and S9 Tables, respectively) and subsequently re-clustered the mouse data (done both for the spleen data as well as for the circulating immune cells). **(A)** UMAP projection of the four mouse spleen scRNA-seq data color-coded by the first iteration clusters achieved using the full set of genes. **(B)** UMAP projection of the four mouse spleen scRNA-seq data color-coded by the first iteration clusters achieved using the set of genes without the mouse spleen NK cell marker genes. Clusters are labeled by their indices and by the percentage of their cells that map to the cluster/cell type they correspond to in (**A)**. **(C)** UMAP projection of the four mouse circulating immune scRNA-seq data color-coded by the first iteration clusters achieved using the full set of genes. **(D)** UMAP projection of the four mouse circulating immune scRNA-seq data color-coded by the converged clusters achieved using the set of genes without the mouse circulating NK cell marker genes. Clusters are labeled by their indices and by the percentage of their cells that map to the cluster/cell type they correspond to in **(C)**. APC, antigen-presenting cell; NK, natural killer; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing; UMAP, uniform manifold approximation and projection.
(TIF) Click here for additional data file.

S6 Fig Gene expression and histological support for the lack of NM-R canonical NK cells. **(A)** The amino acid sequence of the NM-R *Ly49* gene (*LOC101714034*; a mouse *Klra1* ortholog) color-coded by its predicted functional domains: extracellular region (green), intracellular region (blue), and transmembrane region (red). The immunoreceptor tyrosine inhibitory motif (ITIM) is shown in pink. **(B)** UMAP projections of the NM-R spleen scRNA-seq data color-coded by clusters (left) and by the expression levels of *LOC101714034* (right), showing its low expression levels in CD8 T cells. **(C)** UMAP projections of the mouse spleen scRNA-seq data color-coded by clusters (left) and by the expression levels of *Klra1* (right), showing its high expression levels in CD8 T cells and NK cells. **(D)** Wrights-Giemsa stained peripheral blood smear (magnification = 60×; scale bar = 25 μm) from a young female guinea pig, with arrows marking Foa-Kurloff cells characterized by a large cuniform cytoplasmic inclusion body, along with two polymorphonuclear neutrophils (top left and center) and a lymphocyte (bottom). **(E-I)** Wrights-Giemsa stained peripheral blood smears (magnification = 60×; scale bar = 25 μm) from five young NM-Rs ([**E**] 2-month-old male, [**F**] 7-month-old male, [**G**] 15-month-old female, [**H**] 11-month-old male, [**I**] 7-month-old female) showing mainly polymorphonuclear neutrophils and clumped platelets, along with a few lymphocytes, monocytes, and eosinophils with granular cytoplasm, where none of these leukocytes show an overt Foa-Kurloff cell morphology. CD8, cluster of differentiation 8; DC, dendritic cell; NK, natural killer; NKT, natural killer T; NM-R, naked mole-rat; pDC, plasmacytoid dendritic cell; RP, red pulp; scRNA-seq, single-cell RNA-sequencing; UMAP, uniform manifold approximation and projection.
(TIF) Click here for additional data file.

S7 Fig Reconstructing the ancestral counts of NK cell receptor gene families. **(A)** Stacked bar chart showing the benchmarked percentage of false positive putative NK cell receptor and *MHC-I* pseudogenes (Materials and methods and S12 Table for underlying data) for each gene family (bars), color-coded by the genome of the search species. Labeled on top of each bar is (number of false positives)/(number of true + false positives). Horizontal black dashed line marks the 5% false positive rate. While the high false positive rate in the *LILR* and *KIR* gene families is driven by many of the search genomes, for the remaining gene families the main drivers of the false positive rate are the platypus and donkey search genomes (orange and purple shades, respectively). **(B)** A similar stacked bar chart as **(A)** with the platypus and donkey search genomes removed, showing that in the gene families other than *LILR* and *KIR*, all gene families except for *KLRK* have either a single false positive or a false positive rate <5%. **(C-L)** Phylogenies of the 48 mammalian genomes; each corresponds to one of the NK cell receptor gene families within the *NKC* (except for *KLRA*): *KLRG* (**C**), *KLRB* (**D**), *KLRE* (**E**), *KLRF* (**F**), *KLRD* (**G**), *KLRK* (**H**), *KLRC* (**I**), *KLRJ* (**J**), *KLRI* (**K**), and *KLRH* (**L**). Color shades correspond to the numbers of genes. Because the ancestral reconstruction is not deterministic, ancestral counts are represented as pie charts corresponding to the probability of each count. *KIR*, killer cell immunoglobulin-like receptor; *KLR*, killer cell lectin-like receptor; *LILR*, leukocyte immunoglobulin-like receptor; *MHC-I*, major histocompatibility complex class I; NK, natural killer; *NKC*, natural killer cell receptor complex.
(TIF) Click here for additional data file.

S8 Fig Whole-spleen RNA sequencing of mice and NM-Rs following LPS challenge. **(A)** Genes-by-samples heatmap showing the scaled ln(TPM) expression levels of genes in spleens from the two saline control and two LPS-challenged mice. Selected LPS up-regulated genes are shown to the left. **(B)** Genes-by-samples heatmap showing the scaled ln(TPM) expression levels in spleens from the two saline control and two LPS-challenged NM-Rs. Selected LPS up-regulated genes are shown to the right. **(C)** Volcano plot showing the posterior probability of the estimated effect size (ln(LPS/saline) ln(TPM) fold-change) being different from zero (y-axis) versus the estimated effect size (x-axis) in the mouse data. Each point is a gene, and the color code follows the posterior probability gradient. **(D)** Volcano plot showing the posterior probability of the estimated effect size (ln(LPS/saline) ln(TPM) fold-change) being different from zero (y-axis) versus the estimated effect size (x-axis) in the NM-R data. Each point is a gene, and the color code follows the posterior probability gradient. **(E)** Bar chart showing the Hallmark gene sets enriched in genes with strong expression changes following LPS challenge in mice (see S16 Table for underlying data). The x-axis reports the log_10_-adjusted *p*-value (*q*-value) of the GSEA, signed by the direction of the effect (up- and down-regulation in LPS relative to saline are represented as follows: positive is yellow and negative is cyan, respectively). Vertical dashed lines represent adjusted *p* = 0.1. **(F)** Bar chart showing the Hallmark gene sets enriched in genes with strong expression changes following LPS challenge in NM-Rs (see S17 Table for underlying data). The x-axis reports the log_10_-adjusted *p*-value (*q*-value) of the GSEA, signed by the direction of the effect (up- and down-regulation in LPS relative to saline are represented as follows: positive is yellow and negative is cyan, respectively). Vertical dashed lines represent adjusted *p* = 0.1. GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; NM-R, naked mole-rat; TPM, transcripts per million.
(TIF) Click here for additional data file.

S9 Fig Cell-specific responses to LPS challenge in the NM-R and mouse spleen. Marked transcriptional responses were evident following LPS challenge for each cell type compared between the LPS-challenged and saline control animals in each of the species. As previously described by Shalek and colleagues [52], these LPS-responsive transcriptional changes were driven by expression-level change (a change in the level of the expression among the cells that express a given gene in both conditions) and/or expression-induction change (a change in the proportion of cells expressing a certain gene in both conditions), illustrated here by the transcriptional changes of *Nfkbia*. **(A)** Selected density plots showing the expression distribution of *Nfkbia* from saline control (orange) and LPS-challenged (red) mice across the cells of five representative cell types. Insets show the estimated LPS-challenge expression-level change (Exp.) and expression-induction change (Ind.) effect sizes (LPS relative to saline) (asterisks mark adjusted *p* < 0.05). **(B)** Selected density plots showing the expression distribution of *Nfkbia* from saline control (orange) and LPS-challenged (red) NM-Rs across the cells of five representative cell types. Insets show the estimated LPS-challenge expression-level change (Exp.) and expression-induction change (Ind.) effect sizes (LPS relative to saline) (asterisks mark adjusted *p* < 0.05). **(C)** Heatmap showing the estimated LPS-challenge effect statistics for expression-level change. Selected marker genes are shown to the left. **(D)** Heatmap showing the estimated LPS-challenge effect statistics for expression-induction change. Selected marker genes are shown to the right. **(E)** Bar chart showing the GSEAs of the intraspecies LPS-challenge effect on expression-level change in mouse NK cells (see S26 Table for underlying data). The x-axis is the GSEA log_10_-adjusted *p*-values (*q*-values), signed and color-coded by the direction of the effect (up- and down-regulation in LPS-challenge relative to saline control are represented as yellow and cyan, respectively). Black vertical dashed lines mark *q* = 0.1. **(F)** Heatmap showing GSEAs of the intraspecies LPS-challenge effect on expression-induction change in mice across the listed cell types (see S27 Table for underlying data). The GSEA log_10_-adjusted *p*-values (*q*-values) are color-coded by the direction of the effect (up- and down-regulation in LPS relative to saline: yellow and cyan, respectively) and shaded by the effect *q*-value. Gene sets with *q* < 0.1 are indicated with an asterisk. **(G)** Heatmap showing GSEAs of the intraspecies LPS-challenge on expression-induction change in NM-Rs across the listed cell types (see S28 Table for underlying data). The GSEA log_10_-adjusted *p*-values (*q*-values) are color-coded by the direction of the effect (up- and down-regulation in LPS relative to saline are represented as yellow and cyan, respectively) and shaded by the effect *q*-value. Gene sets with *q* < 0.1 are indicated with an asterisk. APC, antigen-presenting cell; B, B cell; GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; Mono, monocyte; Neut, neutrophil; *Nfkbia*, nuclear factor kappa-light-chain-enhancer of activated B cells inhibitor alpha; NK, natural killer; NM-R, naked mole-rat; T, T cell.
(TIF) Click here for additional data file.

S10 Fig Circulating immune scRNA-seq reveals that NM-Rs have an LPS-responsive cell subset not found in mice. UMAP projections showing the clusters of the circulating immune cells from the two saline control (left panel) and two LPS-challenged (right panel) mice (**A**) and NM-Rs (**B**). Each point is a cell color-coded by its cluster assignment and annotated cell type. Stacked bar charts showing the proportions (%) of each cell type in the saline control (top) and LPS-challenged (bottom) mouse (**C**) and NM-R (**D**) circulating immune cells. Similar to the spleen saline control and LPS challenge data (S9 Fig), marked transcriptional responses were evident following LPS challenge for each cell type compared between the LPS-challenged and saline control animals in each of the species. And these changes were again driven by expression-level changes and/or expression-induction changes, illustrated here by the transcriptional changes of *Nfkbia*. **(E)** Selected density plots showing the expression distribution of *Nfkbia* from saline control (orange) and LPS-challenged (red) mice across the cells of five representative cell types. Insets show the estimated LPS-challenge expression-level change (Exp.) and expression-induction change (Ind.) effect sizes (LPS relative to saline) (asterisks mark adjusted *p* < 0.05). **(F)** Selected density plots showing the expression distribution of *Nfkbia* from saline control (orange) and LPS-challenged (red) NM-Rs across the cells of five representative cell types. Insets show the estimated LPS-challenge expression-level change (Exp.) and expression-induction change (Ind.) effect sizes (LPS relative to saline) (asterisks mark adjusted *q* < 0.05). **(G)** Heatmap showing the estimated LPS-challenge effect statistics for expression-level change. Selected marker genes are shown to the left. **(H)** Heatmap showing the estimated LPS-challenge effect statistics for expression-induction change. Selected marker genes are shown to the right. **(I)** Bar chart showing the GSEAs of the intraspecies LPS-challenge effect on expression-level change in mouse NK cells (see S39 Table for underlying data). The x-axis is the GSEA log_10_-adjusted *p*-values (*q*-values) signed and color-coded by the direction of the effect (up- and down-regulation in LPS-challenge relative to saline control are represented by yellow and cyan, respectively). Black vertical dashed lines mark *q* = 0.1. **(J)** Heatmap showing GSEAs of the intraspecies LPS-challenge effect on expression-induction change in mice across the listed cell types (see S40 Table for underlying data). The GSEA log_10_-adjusted *p*-values (*q*-values) are color-coded by the direction of the effect (up- and down-regulation in LPS relative to saline are represented as yellow and cyan, respectively) and shaded by the effect *q*-value. Gene sets with *q* < 0.1 are indicated with an asterisk. **(K)** Heatmap showing GSEAs of the intraspecies LPS-challenge on expression-induction change in NM-Rs across the listed cell types (see S41 Table for underlying data). The GSEA log_10_-adjusted *p*-values (*q*-values) are color-coded by the direction of the effect (up- and down-regulation in LPS relative to saline are represented by yellow and cyan, respectively) and shaded by the effect *q*-value. Gene sets with *q* < 0.1 are indicated with an asterisk. UMAP projections showing cell clusters representing *Ltf*-high neutrophils (pink) and neutrophils (yellow) from saline control (**L**) and LPS-challenged (**M**) NM-R circulating immune cells. Overlaid on each cluster are arrows that represent the cell trajectory (Materials and methods). **(N)** Bar chart showing GSEA comparing circulating *Ltf*-high neutrophils to neutrophils in LPS-challenged NM-Rs (see S42 Table for underlying data). The x-axis is the GSEA log_10_-adjusted *p*-values (*q*-values), signed and color-coded by the direction of the effect (up- and down-regulation in *Ltf*-high neutrophils versus neutrophils are represented by yellow and cyan, respectively). Black vertical dashed lines mark adjusted *p* = 0.1. B, B cell; Ery, erythroid cell; GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; Mono, monocyte; Neut, neutrophil; *Nfkbia*, nuclear factor kappa-light-chain-enhancer of activated B cells inhibitor alpha; NK, natural killer; NM-R, naked mole-rat; RBC, red blood cell; scRNA-seq, single-cell RNA-sequencing; UMAP, uniform manifold approximation and projection.
(TIF) Click here for additional data file.

S11 Fig Hemoglobin gene expression in the spleen scRNA-seq data. UMAP projections of the clusters of the NM-R and mouse spleen datasets color-coded by the expression levels of **(A)** NM-R beta hemoglobin, **(B)** NM-R gamma hemoglobin, **(C)** NM-R epsilon hemoglobin, **(D)** NM-R alpha hemoglobin, **(E)** NM-R theta hemoglobin, **(F)** NM-R zeta hemoglobin, **(G)** mouse beta-s hemoglobin, **(H)** mouse beta-t hemoglobin, **(I)** mouse alpha-1 hemoglobin, and **(J)** mouse alpha-2 hemoglobin. **(K)** Violin plot showing the numbers of genes expressed in each of the NM-R spleen converged clusters (right panel) and a plot showing the effect sizes comparing the number of genes in each of the NM-R converged clusters to the mean across all converged clusters (right panel; see S45 Table for the underlying data). Asterisks mark adjusted *p* < 0.05. DC, dendritic cell; NM-R, naked mole-rat; RP, red pulp; scRNA-seq, single-cell RNA-sequencing; UMAP, uniform manifold approximation and projection.
(TIF) Click here for additional data file.

S12 Fig Hemoglobin gene expression in the immune circulating scRNA-seq data. UMAP projections of the clusters of the NM-R and mouse circulating immune cell datasets color-coded by the expression levels of **(A)** NM-R beta hemoglobin, **(B)** NM-R gamma hemoglobin, **(C)** NM-R epsilon hemoglobin, **(D)** NM-R alpha hemoglobin, **(E)** NM-R theta hemoglobin, **(F)** NM-R zeta hemoglobin, **(G)** mouse beta-s hemoglobin, **(H)** mouse beta-t hemoglobin, **(I)** mouse alpha-1 hemoglobin, and **(J)** mouse alpha-2 hemoglobin. **(K)** Violin plot showing the numbers of genes expressed in each of the converged clusters of the NM-R circulating immune cells data (right panel) and a plot showing the effect sizes comparing the number of genes in each of the NM-R converged clusters to the mean across all converged clusters (right panel; see S46 Table for the underlying data). Asterisks mark adjusted *p* < 0.05. DC, dendritic cell; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing; UMAP, uniform manifold approximation and projection.
(TIF) Click here for additional data file.

S1 Table Mouse spleen scRNA-seq clustering data. For each mouse spleen cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S2 Table NM-R spleen scRNA-seq clustering data. For each NM-R spleen cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S3 Table Mouse spleen scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the mouse spleen scRNA-seq data, provided are its Ensembl gene ID, gene symbol, gene description, gene biotype, and converged cluster and cell type. scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S4 Table NM-R spleen scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the NM-R spleen scRNA-seq data, provided are its RefSeq gene ID, gene symbol, and converged cluster and cell type. NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S5 Table Spleen in situ data. For each mouse and NM-R sample, provided for each probe gene are the species, sample, number of puncta bin, cell count, and cell area. NM-R, naked mole-rat.
(CSV) Click here for additional data file.

S6 Table Differential expression of the CD3 subunit genes: *Cd3d, Cd3e, Cd3g, Cd247*, and of *Cd8a* among mouse and NM-R clusters. For each differential expression contrast (for each gene in each converged cluster), provided are the gene symbol, converged cluster cell type, species, test (differential induction or expression), effect size, standard error of effect size, *p*-value, and adjusted *p*-value (*q*-value). CD3, cluster of differentiation 3; NM-R, naked mole-rat.
(CSV) Click here for additional data file.

S7 Table Mouse circulating immune scRNA-seq clustering data. For each mouse circulating immune cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S8 Table NM-R circulating immune scRNA-seq clustering data. For each NM-R circulating immune cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S9 Table Mouse circulating immune scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the mouse circulating immune scRNA-seq data, provided are its Ensembl gene ID, gene symbol, gene description, gene biotype, and converged cluster and cell type. scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S10 Table NM-R circulating immune scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the NM-R circulating immune scRNA-seq data, provided are its RefSeq gene ID, gene symbol, and converged cluster and cell type. NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S11 Table Data corresponding to Fig 2A–2C showing the genes in the *LRC*, *NKC*, and *MHC-I* region of the human, mouse, and NM-R genomes. For each species, for each gene (protein coding, annotated, and putative pseudogenes) provided are the gene ID (Ensembl for all species except NM-R, for which it is RefSeq), gene symbol, gene biotype, genome scaffold name, start site, end site, and gene family. *LRC*, leukocyte receptor complex; *MHC-I*, major histocompatibility complex class I; *NKC*, natural killer cell receptor complex; NM-R, naked mole-rat.
(CSV) Click here for additional data file.

S12 Table Benchmarking the detection of putative pseudogenes in the *LRC*, *NKC*, and *MHC-I* region. For each species, for each gene family, provided are the species and gene ID (Ensembl for all species except NM-R, for which it is RefSeq) of the genes used as query, the hit gene ID, symbol, and family. *LRC*, leukocyte receptor complex; *MHC-I*, major histocompatibility complex class I; *NKC*, natural killer cell receptor complex; NM-R, naked mole-rat.
(CSV) Click here for additional data file.

S13 Table Phyletic pattern data of the protein-coding genes, annotated pseudogenes, and putative pseudogenes in the *LRC*, *NKC*, and *MHC-I* region. For each species, for each gene (protein coding, annotated and putative pseudogene) provided are the gene ID (Ensembl for all species except NM-R, for which it is RefSeq), gene symbol, gene family, biotype, genome scaffold name, start and end site. *LRC*, leukocyte receptor complex; *MHC-I*, major histocompatibility complex class I; *NKC*, natural killer cell receptor complex; NM-R, naked mole-rat.
(CSV) Click here for additional data file.

S14 Table Mouse whole spleen RNA-sequencing LPS challenge versus saline control differential expression. For each expressed gene provided are its Ensembl ID, symbol, description, biotype, Entrez ID; estimated ln fold-change, its posterior probability of being different from zero, and a Bayes factor of the differential expression model versus a null model; the ln(TPM) of each sample, the mean and standard deviation of the ln(TPM) across the samples of each condition, and the number of uniquely mapped reads in each sample. LPS, lipopolysaccharide.
(CSV) Click here for additional data file.

S15 Table NM-R whole spleen RNA-sequencing LPS challenge versus saline control differential expression. For each expressed gene provided are its RefSeq ID, symbol; estimated ln fold-change, its posterior probability of being different from zero, and a Bayes factor of the differential expression model versus a null model; the ln(TPM) of each sample, the mean and standard deviation of the ln(TPM) across the samples of each condition, and the number of uniquely mapped reads in each sample. LPS, lipopolysaccharide; NM-R, naked mole-rat; TPM, transcripts per million.
(CSV) Click here for additional data file.

S16 Table Mouse whole spleen RNA-sequencing LPS challenge versus saline control GSEA. For each enriched gene set provided are its category description, *p*-value, adjusted *p*-value (*q*-value), test statistic, enrichment direction (up or down), and the Entrez IDs and symbols of the leading-edge genes. GSEA, gene set enrichment analysis; LPS, lipopolysaccharide.
(CSV) Click here for additional data file.

S17 Table NM-R whole spleen RNA-sequencing LPS challenge versus saline control GSEA. For each enriched gene set provided are its category description, *p*-value, adjusted *p*-value (*q*-value), test statistic, enrichment direction (up or down), and the Entrez IDs and symbols of the leading-edge genes. GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; NM-R, naked mole-rat.
(CSV) Click here for additional data file.

S18 Table Mouse saline control spleen scRNA-seq clustering data. For each mouse saline control spleen cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S19 Table Mouse LPS challenge spleen scRNA-seq clustering data. For each mouse LPS challenge spleen cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. LPS, lipopolysaccharide; scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S20 Table NM-R saline control spleen scRNA-seq clustering data. For each NM-R spleen saline control cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S21 Table NM-R LPS challenge spleen scRNA-seq clustering data. For each NM-R spleen LPS challenge cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S22 Table Mouse saline control spleen scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the mouse spleen saline control scRNA-seq data, provided are its Ensembl gene ID, gene symbol, gene description, gene biotype, and converged cluster and cell type. scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S23 Table Mouse LPS challenge spleen scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the mouse spleen LPS challenge scRNA-seq data, provided are its Ensembl gene ID, gene symbol, gene description, gene biotype, and converged cluster and cell type. LPS, lipopolysaccharide; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S24 Table NM-R saline control spleen scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the NM-R spleen saline control scRNA-seq data, provided are its RefSeq gene ID, gene symbol, and converged cluster and cell type. NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S25 Table NM-R LPS challenge spleen scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the NM-R spleen LPS challenge scRNA-seq data, provided are its RefSeq gene ID, gene symbol, and converged cluster and cell type. LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S26 Table Mouse LPS challenge versus saline control spleen scRNA-seq expression change GSEA. For each cluster, for each enriched gene set, provided are its category description, *p*-value, adjusted *p*-value (*q*-value), test statistic, enrichment direction (up or down), and the Entrez IDs and symbols of the leading-edge genes. GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S27 Table Mouse LPS challenge versus saline control spleen scRNA-seq expression induction GSEA. For each cluster, for each enriched gene set, provided are its category description, *p*-value, adjusted *p*-value (*q*-value), test statistic, enrichment direction (on or off), and the Entrez IDs and symbols of the leading-edge genes. GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S28 Table NM-R LPS challenge versus saline control spleen scRNA-seq expression induction GSEA. For each cluster, for each enriched gene set, provided are its category description, *p*-value, adjusted *p*-value (*q*-value), test statistic, enrichment direction (on or off), and the Entrez IDs and symbols of the leading-edge genes. GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S29 Table NM-R spleen saline control *Ltf*-high neutrophils versus neutrophils scRNA-seq expression change GSEA. For each cluster, for each enriched gene set, provided are its category description, *p*-value, adjusted *p*-value (*q*-value), test statistic, enrichment direction (on or off), and the Entrez IDs and symbols of the leading-edge genes. GSEA, gene set enrichment analysis; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S30 Table NM-R spleen LPS challenge *Ltf*-high neutrophils versus neutrophils scRNA-seq expression change GSEA. For each cluster, for each enriched gene set, provided are its category description, *p*-value, adjusted *p*-value (*q*-value), test statistic, enrichment direction (on or off), and the Entrez IDs and symbols of the leading-edge genes. GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S31 Table Mouse saline control circulating immune scRNA-seq clustering data. For each mouse saline control circulating immune cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S32 Table Mouse LPS challenge circulating immune scRNA-seq clustering data. For each mouse LPS challenge circulating immune cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. LPS, lipopolysaccharide; scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S33 Table NM-R saline control circulating immune scRNA-seq clustering data. For each NM-R saline control circulating immune cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S34 Table NM-R LPS challenge circulating immune scRNA-seq clustering data. For each NM-R LPS challenge circulating immune cell in our scRNA-seq data, the corresponding sample, number of captured UMIs, number of captured genes, first-iteration and convergence cluster and cell type assignments are provided. LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing; UMI, unique molecular identifier.
(CSV) Click here for additional data file.

S35 Table Mouse saline control circulating immune scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the mouse saline control circulating immune scRNA-seq data, provided are its Ensembl gene ID, gene symbol, gene description, gene biotype, and converged cluster and cell type. scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S36 Table Mouse LPS challenge circulating immune scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the mouse LPS challenge circulating immune scRNA-seq data, provided are its Ensembl gene ID, gene symbol, gene description, gene biotype, and converged cluster and cell type. LPS, lipopolysaccharide; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S37 Table NM-R saline control circulating immune scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the NM-R saline control circulating immune scRNA-seq data, provided are its RefSeq gene ID, gene symbol, and converged cluster and cell type. NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S38 Table NM-R LPS challenge circulating immune scRNA-seq cluster marker genes. For each marker gene in each of the converged clusters of the NM-R LPS challenge circulating immune scRNA-seq data, provided are its RefSeq gene ID, gene symbol, and converged cluster and cell type. LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S39 Table Mouse LPS challenge versus saline control circulating immune scRNA-seq expression change GSEA. For each cluster, for each enriched gene set, provided are its category description, *p*-value, adjusted *p*-value (*q*-value), test statistic, enrichment direction (up or down), and the Entrez IDs and symbols of the leading-edge genes. GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S40 Table Mouse LPS challenge versus saline control circulating immune scRNA-seq expression induction GSEA. For each cluster, for each enriched gene set, provided are its category description, *p*-value, adjusted *p*-value (*q*-value), test statistic, enrichment direction (on or off), and the Entrez IDs and symbols of the leading-edge genes. GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S41 Table NM-R LPS challenge versus saline control circulating immune scRNA-seq expression induction GSEA. For each cluster, for each enriched gene set, provided are its category description, *p*-value, adjusted *p*-value (*q*-value), test statistic, enrichment direction (on or off), and the Entrez IDs and symbols of the leading-edge genes. GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S42 Table NM-R LPS challenge *Ltf*-high circulating neutrophils versus circulating neutrophils scRNA-seq expression change GSEA. For each cluster, for each enriched gene set, provided are its category description, *p*-value, adjusted *p*-value (*q*-value), test statistic, enrichment direction (on or off), and the Entrez IDs and symbols of the leading-edge genes. GSEA, gene set enrichment analysis; LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S43 Table scRNA-seq data summary statistics. For each scRNA-seq sample provided are the species, sex, tissue, condition, biological replicate, technical replicate, number of reads, percentage of mapped reads, percentage of confidently mapped reads, percentage of confidently mapped intergenic reads, percentage of confidently mapped intronic reads, percentage of confidently mapped exonic reads, percentage of confidently mapped transcriptomic reads, percentage of antisense to gene mapped reads, number of filtered cell-less barcodes, number of multiplet filtered barcodes, number of retained barcodes, number of filtered genes, number of retained genes across all cells, and number of variable genes across the replicates. scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S44 Table scRNA-seq clusters annotation. For each converged cluster in each of the scRNA-seq datasets provided are the Ensembl or RefSeq genes IDs (for mouse and NM-R genes, respectively), ortholog Ensembl gene ID (only for NM-R genes), gene symbol, ortholog gene symbol (only for NM-R genes), converged cluster, converged cell type, ImmGen cell type, ImmGen TPM, species, dataset, and established cell type the gene is associated with. NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing; TPM, transcripts per million.
(CSV) Click here for additional data file.

S45 Table Differential number of expressed genes across NM-R spleen cell clusters. For each differential expressed-gene count contrast (in each converged cluster), provided are the converged cluster cell type, effect size, standard error of effect size, *p*-value, and adjusted *p*-value (*q*-value). NM-R, naked mole-rat.
(CSV) Click here for additional data file.

S46 Table Differential number of expressed genes across NM-R circulating immune cell clusters. For each differential expressed-gene count contrast (in each converged cluster), provided are the converged cluster cell type, effect size, standard error of effect size, *p*-value, and adjusted *p*-value (*q*-value). NM-R, naked mole-rat.
(CSV) Click here for additional data file.

S47 Table Genomes used for constructing the phyletic pattern. For each species provided are the species name, phylogenetic group, phylogenetic group type, species scientific name, genome assembly, whether Ensembl was the source, annotation release version, name of GTF file, name of genome sequence fasta file, name of protein sequences fasta file, name of transcript sequences fasta file, name of cDNA sequences fasta file, name of ncRNA sequence fasta file, genome sequence fasta file FTP URL, transcript sequences fasta file FTP URL, protein sequences fasta file FTP URL, cDNA sequences fasta file FTP URL, ncRNA sequences fasta file FTP URL, GTF FTP URL, taxon Entrez ID, assembly level, genome representation level, genome sequence release date, Entrez assembly ID, sequencing technology, genome assembler used, and genome coverage. ncRNA, noncoding RNA.
(CSV) Click here for additional data file.

S48 Table NM-R mouse one-to-one gene orthologs. For each one-to-one NM-R mouse orthologous gene, provided are the NM-R and mouse RefSeq and Ensembl gene IDs, respectively, and their gene symbols. NM-R, naked mole-rat.
(CSV) Click here for additional data file.

S49 Table NM-R and mouse LPS challenge and saline control matched spleen scRNA-seq clusters. For each species in each condition, provided are the original first-iteration cluster and corresponding cell type, and the cluster and cell-type used when the datasets were combined for differential expression analysis, separately for each species. LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S50 Table NM-R and mouse LPS challenge and saline control matched circulating immune scRNA-seq clusters. For each species in each condition provided are the original first-iteration cluster and corresponding cell type, and the cluster and cell type used when the datasets were combined for differential expression analysis, separately for each species. LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S51 Table NM-R and mouse matched LPS challenge and saline control matched spleen scRNA-seq clusters. For each species in each condition provided are the original first-iteration cluster and corresponding cell type, and the cluster and cell type used when the datasets were combined for differential expression analysis, for the species combined. LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

S52 Table NM-R and mouse LPS challenge and saline control matched circulating immune scRNA-seq clusters. For each species in each condition provided are the original first-iteration cluster and corresponding cell type, and the cluster and cell type used when the datasets were combined for differential expression analysis, for the species combined. LPS, lipopolysaccharide; NM-R, naked mole-rat; scRNA-seq, single-cell RNA-sequencing.
(CSV) Click here for additional data file.

## Abbreviations

APC: antigen-presenting cell
Camp: cathelicidin
CD: cluster of differentiation
Crisp1: cysteine-rich secretory protein-1
EST: expressed sequence tag
FPKM: fragments per kilobase million
GO: gene ontology
GSEA: gene set enrichment analysis
HE: hematoxylin and eosin
IACUC: institutional animal care and use committee
ISH: in situ hybridization
KIR: killer cell immunoglobulin-like receptor
KNN: k-nearest neighbor
LPS: lipopolysaccharide
LRC: leukocyte receptor complex
Ltf: lactotransferrin
MHC-I: major histocompatibility complex class I
NK: natural killer
NKC: natural killer cell receptor complex
NF-κB: nuclear factor kappa-light-chain-enhancer of activated B cells
NM-R: naked mole-rat
Olfm4: olfactomedin-4
PAS: periodic acid–Schiff
PCA: principal components analysis
RPS: reverse position-specific
scRNA-seq: single-cell RNA-sequencing
SNN: shared nearest neighbor
TLR: toll-like receptor
TPM: transcripts per million
UMAP: uniform manifold approximation and projection
UMI: unique molecular identifier

How the deposited data were processed for this re-analysis (not part of the article)

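Single-cell RNA-seq of spleens and of circulating immune cells was analysed from 55 of the 63 samples of the series, each 1 library, and the 8 whole-spleen RNA-seq samples were not analysed here. The untreated groups held 4 mice and 4 NM-Rs for the spleen and 4 mice and 3 NM-Rs for the circulation, and each saline control or LPS-challenged group held 2 animals, 1 male and 1 female. Conditions and animals were taken from the sample labels and the methods of the paper. The deposited values are UMI counts per gene and cell. To make them, the authors prepared 10x 3′ V2 libraries, aligned and counted the reads with Cell Ranger (its version is not given in the sources used here; the submitters' processing notes name STAR 2.5.3a and mm10), on mm10 with Gencode M12 genes for the mouse and on HetGla2.0 with RefSeq genes and Ensembl's *Ncr1* for the NM-R, and then removed barcodes, sparsely captured genes and multiplets by the minima and modes of their distributions. The files thus hold filtered cells, and these steps were not repeated. Libraries were compared before they were pooled. The chi-square per degree of freedom over genes was 1.71 to 15.3 for 24 pairs of libraries of the same animal and 2.75 to 259 for 89 pairs of different animals of a group, with 0 and 0 pairs within sampling noise, so no library was taken for a copy of another. The libraries of an animal were pooled, and the animal was the replicate throughout.

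Mouse gene IDs were paired with symbols through a table of names and NM-R gene IDs only through the supplement tables of the paper that hold both, 5062 IDs in all. Genes without such a pairing entered the clustering and the tests, but no list and no text, apart from *LOC101714034*, which the paper names. Species were compared over equal symbols, because the ortholog table of the supplement was held only in part. Of the marker, cell and comparison tables of the supplement of which only the first 1999 rows were held, none entered a test of overlap or enrichment.

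Depth was 20768451 to 40560360 UMIs per untreated mouse spleen and 19132056 to 24673483 per untreated NM-R spleen, 3190306 to 6413973 and 5207617 to 5906488 for circulating cells, and 3224274 to 16990603 per saline control or LPS-challenged animal. Median UMIs per cell ran from 558 to 3376 by animal. Where cells of unequal depth were compared, each was thinned at random to 500 UMIs and shallower cells were left out, with 1000 UMIs and the deposited depth as alternatives. A share of 0 allows up to 3 counts of the total, and such limits cover counting error only.

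Cells of each species, tissue and experiment were clustered together with scanpy 1.11.5 (anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6 and scipy 1.17.1 under Python 3.11.15). Genes seen in at least 10 cells were scaled to 10000 UMIs per cell and logged, and 2000 variable genes, 50 principal components, 30 nearest neighbours and 4 iterations of Leiden at resolution 1 were used, with seed 7. Batches were not corrected for. In the NM-R saline and LPS data the *Ltf*-high marker genes were left out of the clustering. A cluster was named from 17 marker lists by the class with the highest mean marker score (log2 of CPM plus 20, from the lowest cluster to the highest), of at least 0.5 and over at least 3 markers with 20 UMIs or more. It stayed unnamed where its 10 leading genes went against that class or its cells were shallow without a leading marker. For the name red pulp macrophage-like, 3 of the leading genes had to be its markers. Barcodes taken for doublets had been removed by the authors, while some cells that they name multiplets remained. Scrublet, as built into scanpy, with 30 components and an expected rate of 0.8% per 1000 cells, called 0.0221% to 2.25% of the cells of a library at its own threshold. Cells were kept, and the expected share of highest-scoring cells was left out as an alternative.

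Shares of classes per untreated animal and gene levels in CPM were compared between species with exact two-sided permutation tests, and between classes of the same animals with exact sign-flip tests, the two-sided *p* being the doubled smaller tail. NM-R erythroid-like cells were left out of the total for untreated animals and kept for LPS. UMIs were summed per class and animal for classes with at least 20 cells in each animal, in 25 comparisons of LPS with saline. The sums were tested with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, its own filter on low counts) under R 4.3.3, with Benjamini-Hochberg adjustment over the genes of a class and a threshold of 0.05. With 2 animals per group the spread comes mostly from all genes together, so that very small *p*-values measure the spread of these animals and not of a population. The change of class shares was tested with edgeR on cells per class, the difference in response between species with an interaction term, and *Ltf*-high against neutrophil-like cells with the animal as a block and without the marker genes. The share of cells with a UMI and the level in those cells were tested with limma 3.58.1 over genes with a mean share of at least 0.01 and at least 3 cells with a UMI, in animals with at least 10 cells. The 12 gene lists were NF-κB and TNF response, interferon response, secondary and tertiary granule, primary granule, neutrophil chemotaxis and maturity, cell cycle, immediate-early and dissociation stress, cytotoxic granule and NK receptor, antigen presentation by MHC class II, ribosomal proteins, oxidative phosphorylation and hemoglobin. Lists with at least 3 members tested were compared with all other genes by camera of limma with a preset correlation of 0.01, and again with an estimated one. DESeq2 1.42.0 was the alternative to edgeR. The edgeR, DESeq2 and limma steps were tested on simulated data with 200 changed genes in each gene comparison. Plots were drawn with matplotlib 3.10.9, and tables read with data.table 1.17.8.

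The list of pancreatic enzyme genes was corrected after a first run. The conditions, tests, other gene and marker lists and most alternatives were fixed before the data were examined. Genes were named in the text by a rule fixed then too. It took the genes the paper names for a comparison, the 5 largest rises and 5 largest falls with a symbol that passed the threshold, had at least 50 CPM in 1 group and did not overlap between animals, and per list up to 4 members past the threshold with the highest CPM, or the 2 highest where none passed. The same held for *Ltf*-high against neutrophil-like cells. The results of some genes so chosen are not reported here, and where several could stand, those whose call held with 1 animal left out were preferred after their values were seen. Values in the marker and gene set tables of the paper had been seen beforehand. The alternatives were resolutions 0.5 and 2, 1000 variable genes, cells of at least 500 UMIs, leaving out the cells Scrublet scored highest in place of its calls, other totals for shares, all genes in the clustering, saline and LPS cells clustered separately, DESeq2, RLE scaling, no filter on low counts, the first technical library alone, a replicate block, UMIs split at random between clustering and test (cells with at least 50 UMIs left), 15 neighbours or equal cell numbers for the closeness of classes, and leaving out each animal.

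Other choices followed only after the clusters or values had been seen. MHC class II genes, *Cd74* included, and the interferon-induced genes *Irf7* and *Bst2* were not used in naming, since classes share them. Neutrophil clusters led by markers of the other neutrophil class were kept apart as intermediate. Red pulp macrophage-like with macrophage-like and plasmacytoid with conventional dendritic-cell-like cells were compared as 1 class. So were cytotoxic with other T-cell-like cells where LPS was compared with saline in the NM-R spleen, and elsewhere where the text says so. Cytotoxic T-cell-like cells of that spleen were also compared apart. The filter on genes in the tests of shares and levels, their run with cells as deposited, the shares of circulating cells without erythroid-like and platelet-like cells, the comparison of species without each animal and the classes described at length were chosen then as well. The embedding of the paper, its hurdle model and its gene set scores were not repeated. NM-R hemoglobin genes and the NM-R genes that no table held here pairs with an ID were not analysed here.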

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

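The tests over genes named in both species, of the share of members past the threshold, of the share of the rise in neutrophils, of even spreading of UMIs in T-cell-like cells and of the pancreatic enzyme ratios were chosen only after the results were seen, as was leaving out 1 animal from the comparison between the species. Interferon response genes rose under LPS in the mouse, and their change was smaller in the NM-R, in all 7 combinations of class and tissue that were compared between the species. Over the 17 to 21 members named and measured in both species, the median log2 fold change was 3.58 to 4.58 in the mouse and −0.82 to 0.62 in the NM-R. *Isg15*, an interferon-induced ubiquitin-like protein, changed by 5.74 to 6.57 in the mouse and −2.57 to 1.2 in the NM-R, with a difference at an adjusted *p* of at most 0.00270 from edgeR. That call ended without mouse saline replicate 1 in splenic neutrophils (adjusted *p* = 0.0529) and without NM-R saline replicate 1 in splenic B-cell-like cells (adjusted *p* = 0.539), circulating neutrophils (adjusted *p* = 0.0796), circulating T-cell-like cells (adjusted *p* = 0.914) and circulating B-cell-like cells (adjusted *p* = 0.504), with the sign unchanged. What set these results apart is that the effect of LPS differed between the species by a test of the difference itself. The median of that difference, NM-R minus mouse on the log2 scale, was −3.34 in splenic neutrophils (10 of 21 members with a larger mouse change, 10 adjusted over the list alone), −4.27 in splenic T-cell-like cells (18 of 21 members with a larger mouse change, 19 adjusted over the list alone), −3.22 in splenic B-cell-like cells (14 of 21 members with a larger mouse change, 17 adjusted over the list alone), −4.42 in splenic macrophage-like cells (17 of 21 members with a larger mouse change, 17 adjusted over the list alone), −5.26 in circulating neutrophils (11 of 17 members with a larger mouse change, 13 adjusted over the list alone), −3.24 in circulating T-cell-like cells (11 of 17 members with a larger mouse change, 13 adjusted over the list alone) and −2.87 in circulating B-cell-like cells (4 of 17 members with a larger mouse change, 8 adjusted over the list alone). The median moved in splenic neutrophils to −5.72 without mouse saline replicate 2, in splenic T-cell-like cells to −2.66 without NM-R saline replicate 1, in splenic B-cell-like cells to −1.82 without NM-R saline replicate 1, in splenic macrophage-like cells to −2.14 without NM-R saline replicate 1 and in circulating B-cell-like cells to −4.54 without NM-R LPS replicate 2 and −1.84 without mouse LPS replicate 1. No member had a larger NM-R change past the threshold of edgeR, and 1 at an unadjusted *p* under 0.05 over the 7 combinations. Camera gave adjusted *p* from 3.29e-28 to 9.61e-07, under 0.05 whichever of the 8 animals was left out. With an estimated correlation the adjusted *p* was 0.288 in splenic neutrophils, 0.138 in splenic T-cell-like cells, 0.173 in splenic B-cell-like cells, 0.356 in splenic macrophage-like cells, 0.317 in circulating neutrophils, 0.0184 in circulating T-cell-like cells and 0.121 in circulating B-cell-like cells. Of the 24 list differences that camera called with its preset correlation, 1 was also called with an estimated one, that in circulating T-cell-like cells.

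That the NM-R names cover other members of the interferon list is argued against, since the lowest mouse median over the shared names was 3.58. Too few NM-R counts were weighed in each combination apart, and are argued against where over 50% of the members had a larger mouse change past the threshold, that is 85.7% in splenic T-cell-like cells, 66.7% in splenic B-cell-like cells, 81.0% in splenic macrophage-like cells, 64.7% in circulating neutrophils and 64.7% in circulating T-cell-like cells. With 47.6% in splenic neutrophils and 23.5% in circulating B-cell-like cells, too few counts and a smaller response cannot be told apart, because most members did not pass. A response that differs between the species may account for the rest, as a hypothesis found and tested on the same data. The mice were 8 to 10 weeks and the NM-Rs 23 to 25 months old, so age stays open beside species, and neither was tested.

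Secondary and tertiary granule genes had a larger change in the NM-R, with a median log2 fold change of −1.03 to 0.54 in the mouse and 1.46 to 3.58 in the NM-R over the shared names. The reason for giving them is again the test of the difference between the species, as for the lists that follow. Their median difference was 3.09 in splenic neutrophils (3 of 5 members with a larger NM-R change, 4 adjusted over the list alone), 1.69 in splenic T-cell-like cells (2 of 5 members with a larger NM-R change, 2 adjusted over the list alone), 2.92 in splenic B-cell-like cells (3 of 5 members with a larger NM-R change, 3 adjusted over the list alone), 1.40 in splenic macrophage-like cells (2 of 5 members with a larger NM-R change, 2 adjusted over the list alone), 3.74 in circulating neutrophils (4 of 7 members with a larger NM-R change, 4 adjusted over the list alone) and 2.41 in circulating B-cell-like cells (0 of 5 members with a larger NM-R change, 1 adjusted over the list alone and 1 at an unadjusted *p* under 0.05 from edgeR), at adjusted *p* from 3.49e-06 to 0.0132 by camera, and from 0.173 to 0.670 with an estimated correlation. The call ended in splenic T-cell-like cells without NM-R LPS replicate 2 (0.0933) and NM-R saline replicate 1 (0.294), in splenic B-cell-like cells without NM-R LPS replicate 2 (0.149) and in circulating B-cell-like cells without NM-R LPS replicate 2 (0.0986), mouse LPS replicate 2 (0.321) and mouse saline replicate 1 (0.229), with the adjusted *p* in parentheses. The median moved in splenic neutrophils to 1.67 without NM-R LPS replicate 2, in splenic T-cell-like cells to 1.01 without NM-R saline replicate 1, 3.14 without NM-R saline replicate 2 and 1.06 without mouse LPS replicate 2, in splenic B-cell-like cells to 1.52 without NM-R LPS replicate 2, in splenic macrophage-like cells to 2.76 without NM-R saline replicate 2, in circulating neutrophils to 2.12 without NM-R LPS replicate 2 and in circulating B-cell-like cells to 7.13 without NM-R saline replicate 1, 5.01 without mouse LPS replicate 1, 1.45 without mouse LPS replicate 2 and 1.45 without mouse saline replicate 1. Medians with 1 animal left out are over the members measured without it. Over all members measured in the mouse, shared names or not, the mouse median was −0.01 in splenic neutrophils, 0.45 in splenic T-cell-like cells, 0.03 in splenic B-cell-like cells, −0.53 in splenic macrophage-like cells, 1.19 in circulating neutrophils and −0.57 in circulating B-cell-like cells. In circulating mouse neutrophils 6 of these 10 rose and 0 fell (6 and 0 adjusted over the list alone), and the list was called higher (camera adjusted *p* = 0.00256, and 0.628 with an estimated correlation).

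For ribosomal protein genes the median difference was −1.07 in splenic neutrophils (11 of 49 members with a larger mouse change, 11 adjusted over the list alone), −0.38 in splenic T-cell-like cells (0 of 49 members with a larger mouse change, 0 adjusted over the list alone and 0 at an unadjusted *p* under 0.05 from edgeR), −0.34 in splenic B-cell-like cells (0 of 49 members with a larger mouse change, 0 adjusted over the list alone and 1 at an unadjusted *p* under 0.05 from edgeR) and 1.00 in circulating neutrophils (11 of 50 members with a larger NM-R change, 11 adjusted over the list alone), at adjusted *p* from 7.53e-07 to 0.0239 by camera, and from 0.319 to 0.936 with an estimated correlation, so the sign in neutrophils was opposite in the 2 tissues. The call ended in splenic T-cell-like cells without NM-R LPS replicate 1 (0.442), NM-R saline replicate 2 (0.353), mouse LPS replicate 2 (0.237) and mouse saline replicate 1 (0.203) and in splenic B-cell-like cells without NM-R LPS replicate 1 (0.126), NM-R saline replicate 2 (0.161) and mouse saline replicate 1 (0.156), with the adjusted *p* in parentheses. The median moved in splenic neutrophils to −1.63 without NM-R saline replicate 1, −0.45 without NM-R saline replicate 2 and −0.50 without mouse LPS replicate 2, in splenic T-cell-like cells to −0.12 without NM-R LPS replicate 1, −0.63 without NM-R LPS replicate 2, −0.19 without NM-R saline replicate 2, −0.15 without mouse LPS replicate 2 and −0.15 without mouse saline replicate 1, in splenic B-cell-like cells to −0.16 without NM-R LPS replicate 1, −0.13 without NM-R saline replicate 2, −0.22 without mouse LPS replicate 2, −0.18 without mouse saline replicate 1 and −0.52 without mouse saline replicate 2 and in circulating neutrophils to 0.46 without NM-R saline replicate 1 and 0.49 without mouse saline replicate 2.

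NF-κB and TNF response genes had a median change of 2.04 to 2.81 in the mouse and 1.2 to 1.91 in the NM-R, and differed by −1.03 in splenic T-cell-like cells (5 of 26 members with a larger mouse change, 6 adjusted over the list alone), −1.07 in circulating neutrophils (10 of 24 members with a larger mouse change and 6 with a larger NM-R one, 10 and 6 adjusted over the list alone) and −0.64 in circulating T-cell-like cells (3 of 18 members with a larger mouse change, 4 adjusted over the list alone), at adjusted *p* from 0.00126 to 0.0193 by camera, and from 0.151 to 0.532 with an estimated correlation. The call ended in circulating neutrophils without NM-R LPS replicate 2 (0.0883), with the adjusted *p* in parentheses. The median moved in splenic T-cell-like cells to −0.66 without mouse LPS replicate 2 and in circulating T-cell-like cells to −0.31 without NM-R saline replicate 2 and −0.15 without mouse LPS replicate 2. Immediate-early and dissociation stress genes differed by −0.87 in splenic T-cell-like cells (1 of 12 members with a larger mouse change and 1 with a larger NM-R one, 5 and 1 adjusted over the list alone), −2.26 in circulating neutrophils (7 of 11 members with a larger mouse change, 7 adjusted over the list alone) and −0.89 in circulating T-cell-like cells (2 of 10 members with a larger mouse change, 3 and 1 adjusted over the list alone), at adjusted *p* from 0.00102 to 0.0132 by camera, and from 0.319 to 0.495 with an estimated correlation. The call ended in splenic T-cell-like cells without NM-R saline replicate 1 (0.136) and mouse saline replicate 1 (0.0653) and in circulating T-cell-like cells without NM-R saline replicate 1 (0.0736) and mouse LPS replicate 2 (0.0649), with the adjusted *p* in parentheses. The median moved in splenic T-cell-like cells to −0.45 without NM-R saline replicate 1, in circulating neutrophils to −1.49 without mouse LPS replicate 1 and in circulating T-cell-like cells to −0.53 without NM-R saline replicate 1. MHC class II presentation genes differed by −0.91 in splenic T-cell-like cells (2 of 5 members with a larger mouse change, 2 adjusted over the list alone), at adjusted *p* = 0.00892 by camera, and 0.409 with an estimated correlation. The call ended in splenic T-cell-like cells without NM-R saline replicate 2 (0.130), with the adjusted *p* in parentheses. The median moved in splenic T-cell-like cells to −0.44 without NM-R LPS replicate 1, −1.79 without NM-R LPS replicate 2 and −0.29 without NM-R saline replicate 2. Every list difference given here and above passed with the same direction with RLE scaling. No explanation was tested for the lists other than the interferon list, outside the T-cell-like and B-cell-like cells of the NM-R spleen.

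Genes of neutrophils rose under LPS in lymphocytes of the NM-R spleen. The interleukin gene *Il1b* gained 242 CPM in T-cell-like and 286 CPM in B-cell-like cells against 10187 CPM in neutrophils, the decoy receptor gene *Il1r2* 128 and 133 against 5154 CPM, and the haptoglobin gene *Hp* 179.9 CPM in B-cell-like cells against 9415 CPM. RNA of neutrophils in droplets of other cells may account for these, because the 8 rises of such genes (6 genes, of which 2 rose in both classes) lay between 1.73% and 3.98% of the rise in neutrophils, the highest 2.30 times the lowest. Doublets with neutrophils are argued against, since in the LPS-challenged NM-Rs the T-cell-like cells with a UMI of these genes were 0.853 and 0.940 times, and the B-cell-like cells 0.881 and 0.955 times, as many as even spreading of the UMIs would give. For the other genes that rose in the 2 classes as a set neutrophil RNA is argued against, as 15.4% of the 26 rises of genes tested in neutrophils lay within 2 times the highest share above (4 more were not tested there), and the transcription factor gene *Relb* in T-cell-like cells lay at 47.8%. It stays open for the 4 within that bound, *Ccl3* in T-cell-like cells (2.30%) and *Socs3* (6.57%) and 2 genes without a name in B-cell-like cells, as does expression of the neutrophil genes by the lymphocytes themselves, which was not tested.

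An untreated mouse spleen stood apart. In replicate 3 macrophage-like cells outside the red pulp cluster made up 6.15% (others 2.37% to 2.73%), plasma-cell-like cells 1.09% (others 0.203% to 0.247%), plasmacytoid-dendritic-cell-like cells 1.44% (others 0.231% to 0.351%) and cells of unnamed clusters 2.77% (others 2.31% to 2.37%) of its cells. Among circulating mouse cells, macrophage-like cells made up 6.44% in replicate 4 (others 7.41% to 7.59%) and platelet-like cells 2.34% in replicate 1 (others 2.67% to 2.71%). Each of these samples lay far from the other samples by Dixon's ratio, taken against its critical value for 4 samples. The ratio was taken for 33 groups of 4 animals and passed in 6. Chance alone passes about 1 in 20 groups.

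Enzyme genes of the exocrine pancreas, which lies beside the spleen, had UMIs in data the paper did not analyse for pancreatic RNA. Among these genes, the paper takes *Try5* as a marker of memory B cells. Over all cells of the untreated mouse spleens, the 19 genes of the list together took 1.89, 5.83, 334 and 81.9 CPM in replicates 1 to 4. The list was corrected after a first run. In replicate 1 all enzyme UMIs were of *Cela1*, in replicate 2 they were of *Cela1* (43.8% of enzyme UMIs), *Prss2* (42.9%) and *Ctrl* (13.3%), and in replicates 3 and 4 *Ctrb1* led (17.5% and 14.6%). A cluster led by these genes held 5, 144 and 136 cells of replicates 2, 3 and 4, in which they took 1629, 9948 and 5576 CPM. Free RNA spread evenly over the cells is argued against, since a red pulp macrophage-like cell held 32.4, 12.7 and 21.0 times as many enzyme UMIs as a B-cell-like cell in replicates 2, 3 and 4. Pancreatic cells in place of B cells are argued against, as the B-cell gene *Cd79a* in the cluster was at 0.937 times its level in B-cell-like cells or more. Pancreatic tissue taken along at dissection may be the source, but a correlation across the 19 genes of 0.873 (Pearson *r* between replicates 3 and 4; genes are not independent replicates) did not decide it, and the design gives no condition to test a biological explanation with.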

How the results depend on the processing

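Counting the intermediate neutrophil clusters with either class, taking shares and levels with cells as deposited, leaving erythroid-like and platelet-like cells out of the totals of circulating cells in both species, and leaving out 1 animal from the comparison between the species were chosen only after the results were seen. All alternatives listed before were run. Of 612 results, 280 kept their direction and side of the threshold, or their size, in every alternative run for them, and 30 turned direction in at least 1. Of 3826 alternative values, 3185 stayed so. Every value stayed so with erythroid-like and platelet-like cells left out in both species, erythroid-like cells kept in the denominator, intermediate clusters counted as *Ltf*-high neutrophil-like and shares of cells by single marker genes. By single marker genes the neutrophil-like share of untreated NM-Rs was smaller in size. It was 6.01% to 17.2% in the spleen, against a mean of 34.5%, and 14.0% to 15.5% in circulating cells, against 43.3%. It stayed above that of every mouse (at most 2.31% and 3.83%). The values that changed, with those that stayed, numbered 1 (and 187) with RLE scaling, 29 (and 240) with DESeq2, 13 (and 220) with no filter on low counts, 16 (and 132) with only the first technical library of each animal, 8 (and 217) without the cells Scrublet scored highest, 10 (and 69) with UMIs split between clustering and test, 3 (and 53) with resolution 0.5, 3 (and 53) with resolution 2.0, 6 (and 46) with 1000 variable genes and 8 (and 44) with only cells of at least 500 UMIs. Values under the alternative stand first and those reported in the text after the word against. Where both are alike in size, the call of the change moved across the threshold. The cause was not tested for any change below, except where the setting itself tests fewer cells, genes or animals. Counts followed by the word unadjusted are of genes or lists at an unadjusted *p* under 0.05 from the same tool.

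Shares of classes under LPS are log2 changes from edgeR over the cells per animal. With DESeq2 the change was −1.26 against −1.26 in macrophage-like cells of the mouse spleen. With erythroid-like cells left out of the total the change was −0.0280 against 0.12 in neutrophil-like cells of the NM-R spleen. With all genes used in the clustering the change was −0.70 against 0.12 in neutrophil-like cells of the NM-R spleen, and 2.40 against 1.75 in mast-cell-like cells of circulating NM-R cells. With classes from split UMIs the change was 2.77 against 2.17 in *Ltf*-high neutrophil-like cells and −0.44 against 0.12 in neutrophil-like cells of the NM-R spleen. With saline and LPS cells clustered separately the change was 7.04 against 0.44 in mast-cell-like cells of the NM-R spleen, 6.87 against 1.75 in mast-cell-like cells and −1.23 against −2.62 in neutrophil-like cells of circulating NM-R cells, and −2.79 against −1.26 in macrophage-like cells, −2.19 against −0.0499 in plasma-cell-like cells and 12.06 against −0.0848 in unnamed clusters of the mouse spleen. With 1000 variable genes the change was −4.96 against −0.16 in macrophage-like cells and 1.11 against 4.30 in unnamed clusters of circulating NM-R cells, −1.02 against 2.27 in dendritic-cell-like cells and −1.34 against −1.26 in macrophage-like cells of the mouse spleen, and 0.13 against −0.0553 in B-cell-like cells and −0.0773 against 0.62 in platelet-like cells of circulating mouse cells. With only cells of at least 500 UMIs the change was −1.33 against −2.62 in neutrophil-like cells and −2.40 against −1.56 in platelet-like cells of circulating NM-R cells, −0.32 against 2.27 in dendritic-cell-like cells, −1.37 against −1.26 in macrophage-like cells, 1.64 against −0.0499 in plasma-cell-like cells, 0.0673 against −0.0848 in unnamed clusters and 0.17 against −0.48 in all neutrophils of the mouse spleen, and −0.0417 against 0.62 in platelet-like cells of circulating mouse cells. At a clustering resolution of 0.5 the change was −0.66 against 2.27 in dendritic-cell-like cells, −1.81 against −1.26 in macrophage-like cells and 0.29 against −0.0848 in unnamed clusters of the mouse spleen. At a resolution of 2 the change was 0.60 against 2.27 in dendritic-cell-like cells and −2.12 against −1.26 in macrophage-like cells of the mouse spleen, and −0.21 against 0.62 in platelet-like cells of circulating mouse cells. Without the cells Scrublet scored highest the change was 0.28 against −0.0848 in unnamed clusters of the mouse spleen. With intermediate clusters counted as neutrophil-like the change was −1.33 against −2.62 in neutrophil-like cells of circulating NM-R cells. A class that 1 clustering does not form has a share near 0, which gives the largest of these changes.

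With cells as deposited, so at unequal depths, several differences in the share of cells with a UMI, in percentage points, turned. For cells without a *Cd3d*, *Cd3e* or *Cd3g* UMI, cytotoxic T-cell-like minus other T-cell-like cells of NM-Rs, it was −0.938 as deposited against 8.45 in the spleen and −0.534 as deposited and −0.426 at 1000 UMIs against 5.23 in circulating cells. For single genes in the same classes it was 3.86 as deposited against −8.27 for *Cd3e*, 1.81 as deposited against −11.2 for *Cd3g*, 4.09 as deposited against −5.53 for *Cd247* and 2.40 as deposited and 0.582 at 1000 UMIs against −0.0273 for *Prf1* in the spleen, and 1.33 as deposited against −11.1 for *Cd3d*, 1.64 as deposited against −11.7 for *Cd3e* and 3.79 as deposited against −8.84 for *Cd3g* in circulating cells. For *Cd247* in mouse splenic NK-cell-like minus T-cell-like cells it was −14.2 as deposited and −5.95 at 1000 UMIs against 0.428, and for *Klra1* in the *Cd8b1*-led clusters of circulating mouse cells minus *LOC101714034* in circulating NM-R cytotoxic T-cell-like cells −4.63 as deposited and −0.330 at 1000 UMIs against 8.40e-04. *Cd14* in macrophage-like minus neutrophil-like cells gave 10.3 as deposited against −14.8 in circulating NM-R and 2.42 as deposited and 0.897 at 1000 UMIs against −0.875 in circulating mouse cells. Genes per cell of NM-R splenic erythroid-like minus all cells were 419.6 as deposited against −91. The closeness of the neutrophil classes in circulating NM-R saline cells was 0.129 with 15 neighbours and 0.467 with equal numbers of cells, against 0.381.

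At 1000 UMIs per cell the number of genes whose share of cells changed under LPS (limma) was 14 against 0 (42 unadjusted) in erythroid-like cells and 224 against 468 in all neutrophils of circulating mouse cells, 132 against 45 in NK-cell-like cells and 758 against 410 in macrophage-like cells of the mouse spleen, 1 against 0 (102 unadjusted) in B-cell-like cells, 81 against 48 in *Ltf*-high neutrophil-like cells, 19 against 12 in T-cell-like cells and 5 against 3 in erythroid-like cells of circulating NM-R cells, and 8 against 18 in B-cell-like cells, 213 against 106 in *Ltf*-high neutrophil-like cells, 23 against 12 in T-cell-like cells, 87 against 53 in cytotoxic T-cell-like cells, 19 against 1 in dendritic-cell-like cells, 23 against 7 in erythroid-like cells and 537 against 251 in macrophage-like cells of the NM-R spleen. With cells as deposited it was 2 against 0 (42 unadjusted) in erythroid-like cells and 291 against 468 in all neutrophils of circulating mouse cells, 172 against 45 in NK-cell-like cells, 542 against 107 in dendritic-cell-like cells and 269 against 410 in macrophage-like cells of the mouse spleen, 4 against 0 (102 unadjusted) in B-cell-like cells, 148 against 48 in *Ltf*-high neutrophil-like cells, 38 against 3 in erythroid-like cells and 2978 against 1108 in all neutrophils of circulating NM-R cells, and 132 against 18 in B-cell-like cells, 1545 against 106 in *Ltf*-high neutrophil-like cells, 44 against 12 in T-cell-like cells, 978 against 53 in cytotoxic T-cell-like cells, 278 against 1 in dendritic-cell-like cells, 67 against 7 in erythroid-like cells, 698 against 251 in macrophage-like cells, 1512 against 456 in neutrophil-like cells and 1207 against 389 in all neutrophils of the NM-R spleen. The number whose level among cells with a UMI changed was, at 1000 UMIs, 0 (102 unadjusted) against 12 in all neutrophils of circulating mouse cells, 0 (144 unadjusted) against 1 in NK-cell-like cells, 0 (744 unadjusted) against 1 in T-cell-like cells and 4 against 0 (255 unadjusted) in macrophage-like cells of the mouse spleen, 1 against 0 (73 unadjusted) in *Ltf*-high neutrophil-like cells and 1 against 0 (453 unadjusted) in all neutrophils of circulating NM-R cells, and 0 (194 unadjusted) against 2 in *Ltf*-high neutrophil-like cells and 0 (316 unadjusted) against 1 in macrophage-like cells of the NM-R spleen, and with cells as deposited 0 (188 unadjusted) against 12 in all neutrophils of circulating mouse cells, 0 (192 unadjusted) against 1 in NK-cell-like cells, 0 (941 unadjusted) against 1 in T-cell-like cells and 0 (128 unadjusted) against 12 in all neutrophils of the mouse spleen, and 0 (580 unadjusted) against 2 in *Ltf*-high neutrophil-like cells, 0 (846 unadjusted) against 1 in macrophage-like cells and 23 against 0 (213 unadjusted) in neutrophil-like cells of the NM-R spleen.

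With DESeq2 the number of genes changed by LPS was 31 against 20 in T-cell-like cells, 21 against 47 in cytotoxic T-cell-like cells, 568 against 966 in macrophage-like cells, 41 against 161 in dendritic-cell-like cells, 807 against 1334 in all neutrophils, 665 against 1115 in neutrophil-like cells, 885 against 2110 in *Ltf*-high neutrophil-like cells and 35 against 21 in erythroid-like cells of the NM-R spleen, 33 against 8 in T-cell-like cells, 5 against 2 in B-cell-like cells and 578 against 1324 in neutrophil-like cells of circulating NM-R cells, 1427 against 2303 in T-cell-like cells, 301 against 704 in NK-cell-like cells, 885 against 1506 in macrophage-like cells, 446 against 921 in dendritic-cell-like cells and 404 against 672 in all neutrophils of the mouse spleen, and 487 against 785 in T-cell-like cells, 913 against 1679 in B-cell-like cells, 669 against 1087 in all neutrophils and 56 against 166 in erythroid-like cells of circulating mouse cells. With no filter on low counts it was 145 against 20 in T-cell-like cells, 166 against 47 in cytotoxic T-cell-like cells, 131 against 25 in B-cell-like cells, 1602 against 966 in macrophage-like cells and 128 against 21 in erythroid-like cells of the NM-R spleen, and 56 against 8 in T-cell-like cells, 0 (265 unadjusted) against 2 in B-cell-like cells and 393 against 133 in *Ltf*-high neutrophil-like cells of circulating NM-R cells. With only the first technical library of each animal it was 19 against 47 in cytotoxic T-cell-like cells, 15 against 25 in B-cell-like cells, 619 against 966 in macrophage-like cells and 14 against 161 in dendritic-cell-like cells of the NM-R spleen, 15 against 8 in T-cell-like cells, 0 (52 unadjusted) against 2 in B-cell-like cells, 856 against 1324 in neutrophil-like cells and 10 against 21 in erythroid-like cells of circulating NM-R cells, 1512 against 2303 in T-cell-like cells, 836 against 1506 in macrophage-like cells and 444 against 672 in all neutrophils of the mouse spleen, and 664 against 1087 in all neutrophils of circulating mouse cells. Without the cells Scrublet scored highest it was 99 against 47 in cytotoxic T-cell-like cells, 56 against 161 in dendritic-cell-like cells and 32 against 21 in erythroid-like cells of the NM-R spleen, and 2 against 8 in T-cell-like cells and 4 against 21 in erythroid-like cells of circulating NM-R cells. For *Ltf*-high against neutrophil-like cells the number of genes was 554 against 1328 under LPS, 51 against 289 for the difference, LPS minus saline and 428 against 756 under saline in circulating NM-R cells, and 585 against 1840 under LPS, 518 against 1601 for the difference, LPS minus saline and 1864 against 3350 under saline in the NM-R spleen with DESeq2. It was 694 against 1094 over all 4 animals and 503 against 289 for the difference, LPS minus saline in circulating NM-R cells with no filter on low counts, and 495 against 1328 under LPS, 569 against 1094 over all 4 animals, 60 against 289 for the difference, LPS minus saline and 367 against 756 under saline in circulating NM-R cells, and 1070 against 1840 under LPS, 812 against 1288 over all 4 animals, 817 against 1601 for the difference, LPS minus saline and 1998 against 3350 under saline in the NM-R spleen with split UMIs. A lower number with the first technical library, without the cells Scrublet scored highest and with split UMIs goes with fewer UMIs in the test.

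Animals of the LPS and saline groups share only a replicate number, which is also the sex, so the replicate block stands apart from the other alternatives. Deviations from the group means correlated between same-numbered animals, across genes, at 0.184 to 0.728 over the mouse classes and −0.151 to 0.270 over the NM-R classes, with only 2 pairs in each. With the replicate block the number of genes changed by LPS was 10 against 20 in T-cell-like cells and 201 against 25 in B-cell-like cells of the NM-R spleen, 56 against 8 in T-cell-like cells, 0 (99 unadjusted) against 2 in B-cell-like cells, 231 against 133 in *Ltf*-high neutrophil-like cells and 7 against 21 in erythroid-like cells of circulating NM-R cells, 3914 against 2303 in T-cell-like cells, 5288 against 3060 in B-cell-like cells and 2316 against 1506 in macrophage-like cells of the mouse spleen, and 1178 against 785 in T-cell-like cells, 3063 against 1679 in B-cell-like cells and 272 against 166 in erythroid-like cells of circulating mouse cells. The number with a changed share of cells was 1397 against 731 in B-cell-like cells and 566 against 311 in T-cell-like cells of circulating mouse cells, 121 against 45 in NK-cell-like cells, 1962 against 1107 in T-cell-like cells, 32 against 107 in dendritic-cell-like cells and 639 against 410 in macrophage-like cells of the mouse spleen, 0 (93 unadjusted) against 48 in *Ltf*-high neutrophil-like cells, 57 against 12 in T-cell-like cells and 5 against 3 in erythroid-like cells of circulating NM-R cells, and 35 against 18 in B-cell-like cells, 96 against 53 in cytotoxic T-cell-like cells, 40 against 1 in dendritic-cell-like cells, 22 against 7 in erythroid-like cells, 411 against 251 in macrophage-like cells and 721 against 456 in neutrophil-like cells of the NM-R spleen. The number with a changed level among cells with a UMI was 11 against 0 (246 unadjusted) in B-cell-like cells, 3 against 0 (138 unadjusted) in T-cell-like cells and 0 (139 unadjusted) against 12 in all neutrophils of circulating mouse cells, 0 (59 unadjusted) against 1 in NK-cell-like cells, 20 against 1 in T-cell-like cells and 0 (77 unadjusted) against 12 in all neutrophils of the mouse spleen, 8 against 0 (73 unadjusted) in *Ltf*-high neutrophil-like cells and 126 against 0 (79 unadjusted) in T-cell-like cells of circulating NM-R cells, and 0 (80 unadjusted) against 2 in *Ltf*-high neutrophil-like cells, 8 against 0 (64 unadjusted) in T-cell-like cells and 231 against 1 in macrophage-like cells of the NM-R spleen. Changes of class shares with the block were −2.77 against −2.62 in neutrophil-like cells and 4.30 against 4.30 in unnamed clusters of circulating NM-R cells, and −1.34 against −1.26 in macrophage-like cells of the mouse spleen. With the block within each species, the number of genes whose response differed between the species was 115 against 23 in circulating B-cell-like cells and 525 against 318 in splenic T-cell-like cells. The fit of *Ltf*-high against neutrophil-like cells takes both classes from the same animals and so holds the animal as a block. With no replicate block the number of genes was 62 against 289 for the difference, LPS minus saline in circulating NM-R cells, and 621 against 1840 under LPS and 430 against 1601 for the difference, LPS minus saline in the NM-R spleen. The block changed no other call that stands for a whole comparison.

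With an estimated correlation in place of the preset one, camera called 0 lists in each of the 25 LPS comparisons, against 4 in T-cell-like cells, 3 in cytotoxic T-cell-like cells, 4 in B-cell-like cells, 3 in macrophage-like cells, 6 in dendritic-cell-like cells, 5 in all neutrophils, 5 in neutrophil-like cells, 6 in *Ltf*-high neutrophil-like cells and 5 in erythroid-like cells of the NM-R spleen, 5 in T-cell-like cells, 3 in B-cell-like cells, 4 in all neutrophils, 6 in neutrophil-like cells, 6 in *Ltf*-high neutrophil-like cells and 4 in erythroid-like cells of circulating NM-R cells, 4 in T-cell-like cells, 3 in B-cell-like cells, 3 in NK-cell-like cells, 5 in macrophage-like cells, 2 in dendritic-cell-like cells and 3 in all neutrophils of the mouse spleen, 3 in T-cell-like cells, 3 in B-cell-like cells, 7 in all neutrophils and 2 in erythroid-like cells of circulating mouse cells. For *Ltf*-high against neutrophil-like cells it called 0, against 5 under LPS, 6 over all 4 animals and 6 under saline in circulating NM-R cells and 6 under LPS, 6 over all 4 animals, 6 for the difference and 7 under saline in the NM-R spleen. In the comparison of the species it called 0 against 2 in circulating B-cell-like cells, 1 against 3 in circulating T-cell-like cells, 0 against 5 in circulating all neutrophils, 0 against 3 in splenic B-cell-like cells, 0 against 6 in splenic T-cell-like cells, 0 against 2 in splenic macrophage-like cells and 0 against 3 in splenic all neutrophils. Over all 40 comparisons it called 1 of 422 lists, and 42 had an unadjusted *p* under 0.05 with it.

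Leaving out 1 animal gives the ranges below, with the omitted animal in parentheses. For untreated spleens, mouse minus NM-R in percentage points, the range was 37.3 (NM-R 3) to 47.1 (NM-R 4) against 42.3 in lymphoid cells, 42.7 (mouse 1) to 47.5 (NM-R 4) against 45.1 in B-cell-like cells, 2.34 (mouse 2) to 2.77 (mouse 1) against 2.51 in NK-cell-like cells, −37.5 (NM-R 4) to −28.8 (NM-R 3) against −33 in neutrophil-like cells and −11.8 (mouse 3) to −9.34 (NM-R 3) against −10.6 in macrophage-like cells, and −72.0 (NM-R 4) to −68.9 (NM-R 3) against −70.2 in cells without a CD3 subunit UMI, NM-R cytotoxic T-cell-like minus mouse NK-cell-like. The calls ended in each because 4 animals against 3 cannot give an exact *p* under 0.0571, while every direction stayed. Class shares under LPS, as log2 changes, ranged −0.54 (LPS 2) to 1.2 (LPS 1) against 0.57 in B-cell-like cells, 1.31 (saline 1) to 4.65 (saline 2) against 2.17 in *Ltf*-high neutrophil-like cells, −1.32 (saline 2) to 0.0819 (saline 1) against −0.78 in T-cell-like cells, −1.82 (saline 2) to −0.00236 (saline 1) against −1.18 in dendritic-cell-like cells, −1.29 (LPS 1) to 0.0178 (LPS 2) against −0.49 in erythroid-like cells and −0.39 (saline 1) to 0.90 (saline 2) against 0.12 in neutrophil-like cells of the NM-R spleen, 0.23 (LPS 2) to 2.01 (LPS 1) against 1.36 in B-cell-like cells, 5.74 (LPS 2) to 5.88 (saline 2) against 5.80 in *Ltf*-high neutrophil-like cells, −1.36 (LPS 1) to 0.49 (saline 2) against −0.16 in macrophage-like cells, −0.65 (LPS 1) to 2.91 (saline 2) against 1.75 in mast-cell-like cells, −3.45 (LPS 1) to −2.11 (LPS 2) against −2.62 in neutrophil-like cells, −2.18 (LPS 2) to −1.03 (LPS 1) against −1.56 in platelet-like cells, 3.42 (saline 2) to 6.38 (saline 1) against 4.30 in unnamed clusters and −0.52 (LPS 1) to 0.00259 (LPS 2) against −0.24 in all neutrophils of circulating NM-R cells, 2.06 (saline 1) to 2.56 (saline 2) against 2.27 in dendritic-cell-like cells, −1.86 (LPS 1) to −0.83 (LPS 2) against −1.26 in macrophage-like cells, −0.88 (LPS 2) to 0.43 (LPS 1) against −0.0499 in plasma-cell-like cells, −0.39 (LPS 2) to 0.17 (saline 2) against −0.0848 in unnamed clusters and −1.16 (LPS 1) to 8.07e-04 (LPS 2) against −0.48 in all neutrophils of the mouse spleen, −0.25 (LPS 2) to 0.11 (LPS 1) against −0.0553 in B-cell-like cells, −0.37 (LPS 1) to 0.72 (saline 2) against 0.17 in NK-cell-like cells, −0.67 (LPS 2) to 2.26 (saline 2) against 0.62 in platelet-like cells, −5.09 (LPS 2) to 7.05 (saline 2) against 1.03 in unnamed clusters and −1.41 (LPS 1) to 1.90 (saline 1) against 0.74 in all neutrophils of circulating mouse cells.

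With 1 animal left out, 1 arm holds a single animal, which edgeR then assumes to vary like the others, and the filter on low counts keeps other genes. Genes changed by LPS ranged 1 (LPS 2) to 313 (saline 1) against 20 in T-cell-like cells, 27 (LPS 2) to 217 (saline 1) against 47 in cytotoxic T-cell-like cells, 0 (270 unadjusted) (LPS 1) to 128 (saline 1) against 25 in B-cell-like cells, 542 (LPS 2) to 2013 (saline 1) against 966 in macrophage-like cells, 1 (saline 2) to 210 (saline 1) against 161 in dendritic-cell-like cells, 730 (saline 2) to 1923 (saline 1) against 1334 in all neutrophils, 357 (saline 2) to 2510 (saline 1) against 2110 in *Ltf*-high neutrophil-like cells and 58 (saline 2) to 112 (saline 1) against 21 in erythroid-like cells of the NM-R spleen, 21 (saline 1) to 111 (LPS 2) against 8 in T-cell-like cells, 0 (78 unadjusted) (saline 2) to 15 (LPS 2) against 2 in B-cell-like cells, 634 (LPS 1) to 1468 (LPS 2) against 1324 in neutrophil-like cells, 12 (saline 1) to 217 (LPS 1) against 133 in *Ltf*-high neutrophil-like cells and 11 (saline 2) to 65 (LPS 2) against 21 in erythroid-like cells of circulating NM-R cells, 1516 (saline 2) to 2041 (LPS 2) against 2303 in T-cell-like cells, 278 (LPS 2) to 703 (saline 1) against 704 in NK-cell-like cells, 976 (LPS 2) to 1558 (LPS 1) against 1506 in macrophage-like cells, 218 (saline 2) to 879 (saline 1) against 921 in dendritic-cell-like cells and 0 (502 unadjusted) (saline 2) to 701 (LPS 1) against 672 in all neutrophils of the mouse spleen, 522 (saline 2) to 805 (LPS 1) against 785 in T-cell-like cells, 697 (LPS 1) to 1324 (LPS 2) against 1087 in all neutrophils and 81 (saline 2) to 139 (saline 1) against 166 in erythroid-like cells of circulating mouse cells. Secondary and tertiary granule genes changed by LPS ranged 0 (saline 2) to 4 (LPS 1) against 4 in all neutrophils of the mouse spleen. Genes of *Ltf*-high against neutrophil-like cells ranged 377 (LPS 1) to 1412 (saline 1) against 1328 in LPS, 339 (LPS 1) to 876 (LPS 2) against 1094 in all 4 animals, 12 (saline 2) to 283 (saline 1) against 289 in the difference and 229 (saline 2) to 814 (LPS 1) against 756 in saline of circulating NM-R cells, 257 (LPS 2) to 1949 (saline 1) against 1840 in LPS, 687 (saline 1) to 1537 (LPS 1) against 1288 in all 4 animals, 260 (LPS 1) to 1486 (saline 1) against 1601 in the difference and 926 (saline 2) to 3309 (saline 1) against 3350 in saline of the NM-R spleen.

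Genes whose LPS response differed between the species ranged 3 (NM-R saline 1) to 36 (NM-R LPS 2) against 23 in circulating B-cell-like cells, 36 (mouse saline 2) to 131 (NM-R saline 2) against 96 in circulating T-cell-like cells, 236 (mouse LPS 1) to 420 (mouse LPS 2) against 361 in circulating all neutrophils, 111 (NM-R LPS 2) to 359 (mouse LPS 1) against 292 in splenic B-cell-like cells, 187 (mouse LPS 2) to 410 (NM-R saline 2) against 318 in splenic T-cell-like cells, 209 (mouse saline 2) to 362 (NM-R saline 2) against 355 in splenic macrophage-like cells and 99 (mouse saline 2) to 275 (mouse LPS 1) against 271 in splenic all neutrophils. With RLE in place of TMM scaling, the genes of splenic neutrophils with a larger NM-R and a larger mouse change numbered 112 and 131, against 153 and 118. Gene lists ranged 1 (NM-R LPS 2) to 2 (NM-R LPS 1) against 2 in circulating B-cell-like cells, 3 (NM-R LPS 2) to 6 (NM-R LPS 1) against 3 in circulating T-cell-like cells, 2 (NM-R LPS 1) to 4 (NM-R saline 2) against 2 in splenic macrophage-like cells and 3 (NM-R LPS 1) to 6 (mouse saline 2) against 3 in splenic all neutrophils.

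Depth and the number of animals limit what was called. In data simulated at the counts and the spread of the real animals, edgeR recovered 31% of genes changed 2-fold and 97% of those changed 4-fold over the 7631 genes of NM-R splenic T-cell-like cells, 19% and 96% over the 7407 of NM-R splenic neutrophils and 22% and 95% over the 10390 of mouse splenic B-cell-like cells, with 2.54% to 5.18% of calls false. At a set spread, it recovered 24% and 99% under saline, 38% and 99% under LPS and 87% and 100% over all animals for *Ltf*-high against neutrophil-like cells of the NM-R spleen (6183 genes), and 22% and 77% of the species differences in splenic T-cell-like cells (2203 genes). Of 20 simulated class shares changed 4-fold, 85% were called. A 2-fold change can thus be missed in these comparisons. The real *Ltf*-high class of the NM-R spleen varied widely, with 35 and 631 cells in the saline animals, and its rise was not called. The 85% may therefore not hold for classes that vary this much between animals. Cells under 500 UMIs numbered 3115 of 13354 in splenic and 1338 of 8293 in circulating cells of saline NM-Rs.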

Differences from the paper's values

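Counting the intermediate neutrophil clusters with either class was chosen only after the results were seen, and the other settings named here before the data were examined. Mast-cell-like cells, which hold the carboxypeptidase *Cpa3*, made up 0.178% ± 0.0464 of NM-R spleen cells in saline controls (SD, n = 2) and 0.247% ± 0.0578 in LPS-challenged animals (SD, n = 2). The paper's values are about 0.5% in saline controls and about 0.5% in LPS-challenged animals in Fig 3D, read by eye. Every alternative set before the data were examined gave a share that differs from the paper's in the same way, and none closed the gap. In saline controls they ran from 0 (without the cells Scrublet scored highest, and with saline and LPS cells clustered separately) to 0.230% (erythroid-like cells left out of the total), and in LPS-challenged animals from 0 (without the cells Scrublet scored highest) to 0.296% (erythroid-like cells left out), with 0.254% when the groups were clustered separately. A share of 0 stands for a clustering in which no cluster took the name. The clusters were named anew, so such a difference can come from the names.

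The paper states that the share of neutrophils fell under LPS in the NM-R spleen. Here neutrophil-like cells, without the *Ltf*-high class, made up 23.2% ± 13.8 in saline controls and 25.1% ± 3.70 in LPS-challenged animals (SD, n = 2 each; log2 fold change 0.12, adjusted *p* = 0.868 from edgeR). The change was below 0 with all genes used in the clustering (−0.70, 14.2% under LPS), with split UMIs (−0.44, 16.3%), without saline replicate 1 (−0.39), without LPS replicate 1 (−0.0434) and with erythroid-like cells left out (−0.0280), and above 0 in the other settings, among them cells of at least 500 UMIs (0.31, 16.4% under LPS against 13.2% under saline). Adjusted *p* ran from 0.204 to 0.988 over these alternatives, so none called a change of the class. The paper calls a rise of *Ltf*-high neutrophils in the same tissue. Here their share was 4.06% ± 4.71 in saline controls and 18.3% ± 2.48 in LPS-challenged animals (log2 fold change 2.17, adjusted *p* = 0.523 from edgeR), so the direction was the paper's and the call was not made. It was made with split UMIs (2.77, adjusted *p* = 0.0481) and without saline replicate 2 (4.65, adjusted *p* = 0.0136), in a range of 0.0136 to 0.614 over the alternatives. The share under LPS reached the paper's value with cells of at least 500 UMIs (29.6%) and with split UMIs (28.1%). The paper's test took cells as replicates, and the tests here took animals. In circulating NM-R cells the directions of both classes were the paper's (log2 fold changes 5.80 of *Ltf*-high and −2.62 of neutrophil-like cells, adjusted *p* = 0.00103 and 0.0208 from edgeR).

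The paper states that the 2 NM-R neutrophil clusters drew together under LPS in a UMAP embedding. Here the observed over the expected share of neutrophil-like neighbours of *Ltf*-high cells was 0.122 and 0.0824 in the LPS-challenged spleens and 0.157 and 0.00459 in the saline controls, so the groups overlapped. With 15 neighbours the ratios were 0.119 and 0.0761 against 0.0682 and 0.00375, both LPS values above both saline ones, and with equal numbers of cells 0.104 and 0.0779 against 0.105 and 0.00285. The correlation of mean levels across genes went the paper's way too (Pearson *r* of 0.944 and 0.938 against 0.582 and 0.788). In circulating cells it did as well, at 0.883 and 0.843 under LPS and 0.770 and 0.814 under saline. In circulating NM-R cells, where the paper reports a like outcome, the ratios were 0 and 4.40e-04 under LPS and 0.419 and 0.343 under saline. The saline controls held 23 and 27 *Ltf*-high cells, fewer than the neighbours counted per cell, so part of the neighbours had to be neutrophil-like. With 15 neighbours the ratios were 0 and 0 under LPS and 0.108 and 0.149 under saline. The intermediate cells, nearly all from LPS-challenged animals, were left out in both tissues, so the ratios cannot decide whether the classes of either drew together or apart. The embedding itself was not made here.

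The legend of S6 Fig gives *Klra1* as high in CD8 T cells and NK cells of the mouse spleen. Here it was at 153 ± 41.9 CPM in NK-cell-like cells (SD, n = 4 mice), 67.4 ± 20.8 CPM in the T-cell-like cluster led by *Ccl5* and 0.297 ± 0.298 CPM in the clusters led by the CD8 gene *Cd8b1*. The paper takes a set of mouse splenic B cells marked by *Try5* for memory B cells. Here *Try5* was at 198 ± 237 CPM (SD over 3 mice) in a cluster led by pancreatic enzyme genes and at 0.489 ± 0.853 CPM in B-cell-like cells, while the paper's B-cell marker *Cd79a* was at 3393 ± 306 CPM in that cluster. The paper describes hemoglobin in circulating mouse cells as low and without a class of its own. Here *Hbb-bs* was at 97671 ± 18955 CPM over all circulating mouse cells and 271741 ± 10025 CPM in an erythroid-like class (SD, n = 4 mice). Of the 347 cells of that class among the first 1999 rows of S7 Table, all of replicate 1, 244 are B cells and 100 T cells by the authors' names. At 500 UMIs per cell 97.5% of B-cell-like cells had a UMI of it. In the mouse spleen, at 66.8 ± 79.0 CPM over all cells, levels were low, as the paper has it. For NM-R splenic erythroid cells the paper finds no much narrower range of genes than in immune cells. With cells as deposited they had 419.6 genes more than all cells, the paper's way, and thinned to 500 UMIs 204 genes against 294, a difference of −91.0 with 1 of 4 animals higher (exact two-sided sign-flip test, *p* = 0.250, smallest 0.125).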

Other observations

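The counts over other assignments of the 2 neutrophil classes and the counts of changed shares with cells as deposited were chosen only after the results were seen. Interferon response and NF-κB response genes rose in circulating neutrophils of LPS-challenged mice. *Isg15*, a ubiquitin-like protein induced by interferon, went from 139 ± 54.7 to 10120.3 ± 1304 CPM (log2 fold change 6.21, SE 0.38, adjusted *p* = 1.68e-05 from edgeR), and *Ifit1*, which binds viral RNA, from 32.9 to 5504 CPM (7.51). The antiviral genes *Rsad2* (5.49) and *Ifitm3* (4.36) and, among NF-κB response genes, the chemokine gene *Ccl4* (7.05), the interleukin 1 receptor antagonist gene *Il1rn* (4.75) and *Marcksl1* (5.98) and *Il1b* (1.76) rose, as did the LPS co-receptor gene *Cd14* (5.79). The ribosomal protein gene *Rps27a* (−1.21) and *Mbp* (−5.64) fell. The saline cells lay in a cluster led by *Ccl6*, *Mmp9* and *Csf3r* (957 cells) and the LPS cells in one led by *Ngp*, *Lcn2* and the immune gene *Cxcl2* (1423), so *Ngp* and *Lcn2* helped to set these clusters apart. Of 53 interferon response genes, 53 were higher and 0 lower (53 and 0 adjusted over the list alone), with a median log2 fold change of 4.46 (camera adjusted *p* = 6.73e-41, adjusted *p* = 0.505 with an estimated correlation). Of 31 NF-κB and TNF response genes, 29 were higher and 0 lower (29 and 0 adjusted over the list alone), with a median log2 fold change of 3.99 (camera adjusted *p* = 4.54e-22, adjusted *p* = 0.505 with an estimated correlation). Called besides were secondary and tertiary granule genes (6 higher and 0 lower of 10, 6 and 0 adjusted over the list alone, median 1.19, camera adjusted *p* = 0.00256, adjusted *p* = 0.628 with an estimated correlation), chemotaxis and maturity genes (12 higher and 2 lower of 24, 12 and 2 adjusted over the list alone, median 1.09, camera adjusted *p* = 0.0158, adjusted *p* = 0.659 with an estimated correlation), cytotoxic granule and NK receptor genes (3 higher and 0 lower of 4, 3 and 1 adjusted over the list alone, median 1.96, camera adjusted *p* = 0.0331, adjusted *p* = 0.628 with an estimated correlation), oxidative phosphorylation genes (2 higher and 15 lower of 56, 2 and 11 adjusted over the list alone, median −0.58, camera adjusted *p* = 0.00315, adjusted *p* = 0.659 with an estimated correlation) and ribosomal protein genes (0 higher and 15 lower of 86, 0 and 0 adjusted over the list alone, median −0.62, camera adjusted *p* = 6.18e-04, adjusted *p* = 0.659 with an estimated correlation). The members of the cytotoxic list that rose were the Fc receptor genes *Fcer1g* (2.35) and *Fcgr3* (1.56) and the chemokine gene *Ccl5* (5.16). Fc receptors bind antibody and are carried by neutrophils too. No other list was called, MHC class II presentation genes (1 and 3 of 6, 1 and 3 adjusted over the list alone, median −1.52) and hemoglobin genes (4 and 0 of 4, 4 and 0 adjusted over the list alone, median 1.39) included, with the numbers higher and lower in this order. Here 615 of 2631 genes tested were higher and 472 lower at an adjusted *p* under 0.05 from edgeR (467 and 202 from DESeq2). 697 genes passed without LPS replicate 1 and 712 without saline replicate 2. The share of cells with a UMI at 500 UMIs changed for 468 of 994 genes (limma) and the level in those cells for 12 (197 at an unadjusted *p* under 0.05), after thinning left out 159 and 0 cells of the LPS-challenged and 444 and 21 of the saline animals; with cells as deposited the share changed for 291 of 2333.

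In circulating T-cell-like cells of LPS-challenged mice, interferon-induced genes rose, among them *Ifit3* (7.25), *Ifit1* (6.32), *Isg15* (6.09) and *Gbp2* (5.83), with *Ifit3* from 8.71 ± 1.79 to 1291 ± 315 CPM (log2 fold change 7.25, SE 0.37, adjusted *p* = 2.32e-06 from edgeR). Granzyme B, *Gzmb*, a killer protease, went from 10.7 to 297 CPM (5.13) and granzyme A, *Gzma*, from 28.3 to 109.7 CPM (2.01). *Irf1* (3.27), *Nfkbia* (1.93), *Birc3* (2.29) and *Jun* (3.64) rose, and the surface glycoprotein gene *Thy1* (−3.55) and *Rasgrp2* (−4.13), an exchange factor of T cell adhesion, fell. Most saline cells (834 and 565) lay in clusters led by *Trac* and *Cd28* and by *Cd8b1*, and most LPS cells (455) in one led by *Rgs1* and the interferon-induced genes *Iigp1* and *Gbp4*. Of 55 interferon response genes, 54 were higher and 0 lower (54 and 0 adjusted over the list alone), with a median log2 fold change of 4.18 (camera adjusted *p* = 5.18e-130, adjusted *p* = 0.243 with an estimated correlation). Of 19 NF-κB and TNF response genes, 14 were higher and 0 lower (15 and 0 adjusted over the list alone), with a median log2 fold change of 2.29 (camera adjusted *p* = 4.16e-17, adjusted *p* = 0.494 with an estimated correlation). Of 4 hemoglobin genes, 4 were higher and 0 lower (4 and 0 adjusted over the list alone), with a median log2 fold change of 1.98 (camera adjusted *p* = 5.08e-05, adjusted *p* = 0.597 with an estimated correlation). No other list was called in them. In B-cell-like cells the antiviral surface protein gene *Bst2* (4.50), *Ifit3* (7.31), *Ifitm3* (5.03), *Irf1* (3.11) and *Cd83* (1.66) rose, and the low-affinity IgE receptor gene *Fcer2a* (−3.37) and the antigen loading gene *H2-DMa* (−1.2) fell. Their saline cells (2414) lay in a cluster led by *Fcer2a*, which thus helped to set it apart, and the LPS cells (1274) in one led by *Pkib*, *Hmgn3* and *Cd83*. Called in B-cell-like cells were interferon response genes (52 higher and 0 lower of 55, 53 and 1 adjusted over the list alone, median 3.97, camera adjusted *p* = 6.84e-105, adjusted *p* = 0.0607 with an estimated correlation), NF-κB and TNF response genes (12 higher and 0 lower of 27, 13 and 0 adjusted over the list alone, median 0.75, camera adjusted *p* = 1.37e-05, adjusted *p* = 0.627 with an estimated correlation) and hemoglobin genes (4 higher and 0 lower of 4, 4 and 0 adjusted over the list alone, median 1.46, camera adjusted *p* = 0.0104, adjusted *p* = 0.627 with an estimated correlation), while MHC class II presentation genes were not (3 higher and 6 lower of 11, 3 and 7 adjusted over the list alone, median −0.87). Hemoglobin transcripts, which these cells do not make, moved with these changes, by 1.75 in *Hbb-bs* and 1.91 in *Hba-a1* in T-cell-like, 1.2 in *Hbb-bs* and 1.48 in *Hba-a1* in B-cell-like and 1.50 in *Hbb-bs* and 1.36 in *Hba-a1* in neutrophil-like cells, and erythroid-like cells made up 3.18% ± 0.816 against 1.03% ± 0.0919 of cells. In T-cell-like cells 461 of 5855 genes tested were higher and 324 lower at an adjusted *p* under 0.05 from edgeR (342 and 145 from DESeq2). 522 genes passed without saline replicate 2. In B-cell-like cells 976 of 7659 genes tested were higher and 703 lower at an adjusted *p* under 0.05 from edgeR (598 and 315 from DESeq2). The share of cells with a UMI changed for 311 of 2864 genes in T-cell-like and 731 of 5254 in B-cell-like cells (limma), and the level for 0 (138 at an unadjusted *p* under 0.05) and 0 (246); with cells as deposited the share changed for 460 of 6472 and 591 of 8004.

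Macrophage-like cells made up 1.69% ± 1.12 against 11.3% ± 3.85 of circulating mouse cells in LPS-challenged and saline control animals (log2 fold change −2.73, SE 0.84, adjusted *p* = 0.222 from edgeR and 0.161 from DESeq2), B-cell-like cells 38.9% ± 6.79 against 40.4% ± 4.12, T-cell-like cells 14.5% ± 9.41 against 23.1% ± 4.64 and NK-cell-like cells 1.18% ± 0.515 against 1.05% ± 0.474 (SD, n = 2 animals per group). Of 9 classes, 0 changed in share at an adjusted *p* under 0.05 from edgeR, 0 from DESeq2, and 1 had an unadjusted *p* under 0.05 from edgeR. Neutrophil-like cells took 50.9% and 6.45% in the 2 LPS-challenged mice and 26.6% and 7.66% in the saline controls (log2 fold change 0.74, SE 1.31, adjusted *p* = 0.926 from edgeR), and the change was −1.41 without LPS replicate 1. Clusters that stayed unnamed took 0.151% and 21.5% under LPS, led by *Lmna*, *Ly6a* and *Zbtb32*, and 0.0756% and 10.5% under saline, led by *Tppp3* and *Zcwpw1*. On the logit scale the share of all neutrophils moved by −0.515 in circulating NM-R cells and 0.433 in circulating mouse cells, a species difference of −0.947 (exact two-sided permutation test, *p* = 0.556, with 0.0556 the smallest that 36 label arrangements allow). Among circulating NM-R cells the share of cells with a UMI changed for 12 of 4344 genes in T-cell-like cells and 0 of 1773 in B-cell-like cells (102 at an unadjusted *p* under 0.05 from limma), and the level in those cells for 0 and 0 (79 and 36 at an unadjusted *p* under 0.05).

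In NK-cell-like cells of the mouse spleen, whose cluster was led by *Ifng* and *Gzmb*, LPS raised the chemokine gene *Ccl4* (4.43), the NF-κB inhibitor gene *Nfkbia* (3.49) and the antiviral gene *Bst2* (4.31) (log2 fold changes). Called by camera were interferon response genes (44 higher and 0 lower of 48, 45 and 0 adjusted over the list alone, median 3.25, camera adjusted *p* = 4.23e-29, adjusted *p* = 0.489 with an estimated correlation) and NF-κB and TNF response genes (20 higher and 0 lower of 24, 21 and 0 adjusted over the list alone, median 2.82, camera adjusted *p* = 8.21e-17, adjusted *p* = 0.489 with an estimated correlation). Camera also called chemotaxis and maturity genes (median −0.79) as lower, at an adjusted *p* of 0.0217 and, with an estimated correlation, 0.489. Here 400 of 2892 genes tested were higher and 304 lower at an adjusted *p* under 0.05 from edgeR (201 and 100 from DESeq2). 278 genes passed without LPS replicate 2 and 337 without saline replicate 2. The costimulatory gene *Cd86* (5.51), *Isg15* (6.93) and *Ifitm3* (6.06) and the chemokine gene *Ccl5* (2.75) rose in its dendritic-cell-like cells, as did interferon response genes (48 higher and 1 lower of 55, 48 and 1 adjusted over the list alone, median 3.57, camera adjusted *p* = 1.47e-37, adjusted *p* = 0.462 with an estimated correlation). The other list called there was NF-κB and TNF response genes (median 2.38), at an adjusted *p* of 7.32e-17 and, with an estimated correlation, 0.462. Among them 519 of 3149 genes tested were higher and 402 lower at an adjusted *p* under 0.05 from edgeR (302 and 144 from DESeq2). 218 genes passed without saline replicate 2. Interferon-induced genes also rose in erythroid-like cells of the mouse circulation, *Ifit1* (6.33), *Ifitm3* (4.77) and *Rsad2* (4.78) among them, with interferon response genes (28 higher and 0 lower of 33, 31 and 0 adjusted over the list alone, median 3.75, camera adjusted *p* = 5.35e-25, adjusted *p* = 0.323 with an estimated correlation). Besides them camera called ribosomal protein genes (median −0.30) as lower, at an adjusted *p* of 1.08e-05 and, with an estimated correlation, 0.748. In these cells 127 of 990 genes tested were higher and 39 lower at an adjusted *p* under 0.05 from edgeR (43 and 13 from DESeq2). 109 genes passed without LPS replicate 1 and 81 without saline replicate 2.

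In cytotoxic T-cell-like cells of the NM-R spleen the NF-κB genes *Nfkbia* (3.14) and *Relb* (3.06), the chemokine gene *Ccl3* (4.24) and *Tank* (3.95) rose under LPS (log2 fold changes), as did NF-κB and TNF response genes (6 higher and 0 lower of 9, 7 and 0 adjusted over the list alone, median 2.79, camera adjusted *p* = 1.33e-16, adjusted *p* = 0.0988 with an estimated correlation). Camera also called in them chemotaxis and maturity genes (median 0.38) as higher and ribosomal protein genes (median −0.37) as lower, at adjusted *p* from 9.83e-06 to 0.00231 and, with an estimated correlation, from 0.549 to 0.781. In them 33 of 2417 genes tested were higher and 14 lower at an adjusted *p* under 0.05 from edgeR (18 and 3 from DESeq2). 106 genes passed without LPS replicate 1, 27 without LPS replicate 2, 217 without saline replicate 1 and 162 without saline replicate 2. The interleukin gene *Il1b* (4.23), *Nfkbia* (2.99) and the haptoglobin gene *Hp* (2.56) rose in erythroid-like cells of that spleen. For these cells camera called NF-κB and TNF response genes (median 2.38), immediate-early genes (median 0.56), chemotaxis and maturity genes (median 1.21), primary granule genes (median 0.82) and secondary and tertiary granule genes (median 1.69) as higher, at adjusted *p* from 5.79e-48 to 0.00204 and, with an estimated correlation, from 0.0975 to 0.493. Within that class 18 of 7474 genes tested were higher and 3 lower at an adjusted *p* under 0.05 from edgeR (29 and 6 from DESeq2). 99 genes passed without LPS replicate 1, 95 without LPS replicate 2, 112 without saline replicate 1 and 58 without saline replicate 2. In circulating NM-R neutrophil-like cells outside the *Ltf*-high class *Il1b* (4.18), *Nfkbia* (5.21), *Ccl3* (5.32) and *Socs1* (5.96) rose, and the chemokine receptor gene *Cxcr4* (−4.37) and *Fgl2* (−5.30) fell. Apart from the interferon list, camera called in this class NF-κB and TNF response genes (median 2.88), chemotaxis and maturity genes (median 0.68), primary granule genes (median 0.68) and secondary and tertiary granule genes (median 1.01) as higher and ribosomal protein genes (median −0.50) as lower, at adjusted *p* from 7.55e-32 to 0.00391 and, with an estimated correlation, an adjusted *p* of 0.219 for each. There 720 of 5033 genes tested were higher and 604 lower at an adjusted *p* under 0.05 from edgeR (381 and 197 from DESeq2). 634 genes passed without LPS replicate 1, 844 without saline replicate 1 and 774 without saline replicate 2. With RLE scaling 725 were higher and 727 lower. *Il1b* (6.07) and *Nfkbia* (2.96) and the survival gene *Bcl2a1* (3.42) rose, and *Hmgn2* (−3.59) fell, in circulating NM-R *Ltf*-high cells. The lists called in those cells, again apart from the interferon list, were NF-κB and TNF response genes (median 2.76), immediate-early genes (median 1.09), chemotaxis and maturity genes (median 1.42) and primary granule genes (median 0.73) as higher and ribosomal protein genes (median −0.48) as lower, at adjusted *p* from 3.89e-19 to 0.0286 and, with an estimated correlation, from 0.138 to 0.294. Counted over this class, 110 of 4210 genes tested were higher and 23 lower at an adjusted *p* under 0.05 from edgeR (120 and 32 from DESeq2). 217 genes passed without LPS replicate 1, 208 without LPS replicate 2, 12 without saline replicate 1 and 77 without saline replicate 2. The interferon response list was called in NM-R classes as well, with few members past the threshold. This was so for circulating neutrophil-like cells (3 higher and 0 lower of 8, 3 and 0 adjusted over the list alone, median 0.77, camera adjusted *p* = 0.0247, adjusted *p* = 0.219 with an estimated correlation), circulating *Ltf*-high cells (1 higher and 0 lower of 5, 1 and 0 adjusted over the list alone, median 0.39, camera adjusted *p* = 0.0257, adjusted *p* = 0.233 with an estimated correlation) and splenic dendritic-cell-like cells (2 higher and 0 lower of 10, 2 and 0 adjusted over the list alone, median 0.44, camera adjusted *p* = 0.00365, adjusted *p* = 0.489 with an estimated correlation). In the splenic dendritic-cell-like cells camera further called NF-κB and TNF response genes (median 2.44), chemotaxis and maturity genes (median 0.85), primary granule genes (median 1.1) and secondary and tertiary granule genes (median 1.49) as higher and ribosomal protein genes (median −0.21) as lower, at adjusted *p* from 1.78e-22 to 0.0449 and, with an estimated correlation, from 0.349 to 0.831. Among their genes, 109 of 2570 genes tested were higher and 52 lower at an adjusted *p* under 0.05 from edgeR (33 and 8 from DESeq2). 94 genes passed without LPS replicate 2 and 1 without saline replicate 2. Whether RNA of neutrophils in droplets accounts for the rises of neutrophil genes in NM-R cytotoxic T-cell-like, erythroid-like and dendritic-cell-like cells was not tested. For circulating NM-R erythroid-like cells camera called NF-κB and TNF response genes (median 3.52), immediate-early genes (median 1.36), chemotaxis and maturity genes (median 1.17) and secondary and tertiary granule genes (median 2.55) as higher, at adjusted *p* from 9.64e-12 to 0.0321 and, with an estimated correlation, from 0.138 to 0.266. There, 18 of 701 genes tested were higher and 3 lower at an adjusted *p* under 0.05 from edgeR (20 and 0 from DESeq2). 65 genes passed without LPS replicate 2, 36 without saline replicate 1 and 11 without saline replicate 2.

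Over all 4 NM-Rs, chemotaxis and NF-κB response genes stood lower, and ribosomal protein genes higher, in *Ltf*-high than in neutrophil-like cells of both tissues. In the spleen the called lists were chemotaxis and maturity (0 higher and 14 lower of 21, 1 and 19 adjusted over the list alone, median −1.76, camera adjusted *p* = 8.99e-10, adjusted *p* = 0.363 with an estimated correlation), NF-κB and TNF response (0 higher and 21 lower of 29, 0 and 24 adjusted over the list alone, median −1.64, camera adjusted *p* = 2.32e-11, adjusted *p* = 0.363 with an estimated correlation), immediate-early (0 higher and 6 lower of 11, 0 and 7 adjusted over the list alone, median −1.78, camera adjusted *p* = 0.0220, adjusted *p* = 0.477 with an estimated correlation), MHC class II presentation (0 higher and 3 lower of 5, 0 and 4 adjusted over the list alone, median −1.05, camera adjusted *p* = 0.0220, adjusted *p* = 0.421 with an estimated correlation), cell cycle (9 higher and 0 lower of 11, 9 and 0 adjusted over the list alone, median 2.21, camera adjusted *p* = 1.35e-06, adjusted *p* = 0.363 with an estimated correlation) and ribosomal proteins (27 higher and 0 lower of 49, 35 and 0 adjusted over the list alone, median 0.83, camera adjusted *p* = 7.91e-13, adjusted *p* = 0.363 with an estimated correlation). In circulating cells they were chemotaxis and maturity (1 higher and 14 lower of 21, 1 and 14 adjusted over the list alone, median −1.24, camera adjusted *p* = 8.38e-09, adjusted *p* = 0.118 with an estimated correlation), NF-κB and TNF response (0 higher and 22 lower of 26, 0 and 24 adjusted over the list alone, median −1.77, camera adjusted *p* = 2.63e-13, adjusted *p* = 0.171 with an estimated correlation), immediate-early (0 higher and 6 lower of 10, 0 and 7 adjusted over the list alone, median −1.37, camera adjusted *p* = 4.20e-04, adjusted *p* = 0.171 with an estimated correlation), MHC class II presentation (0 higher and 2 lower of 4, 0 and 2 adjusted over the list alone, median −1.74, camera adjusted *p* = 0.00739, adjusted *p* = 0.171 with an estimated correlation), secondary and tertiary granule (4 higher and 1 lower of 6, 4 and 1 adjusted over the list alone, median 1.90, camera adjusted *p* = 0.00443, adjusted *p* = 0.196 with an estimated correlation) and ribosomal proteins (36 higher and 0 lower of 49, 36 and 0 adjusted over the list alone, median 0.99, camera adjusted *p* = 3.13e-21, adjusted *p* = 0.171 with an estimated correlation). Exchanging the names of the 2 classes within animals gave 8 assignments. The real names gave 1288 genes in the spleen and 1094 in circulating cells. The other assignments gave at most 0 and 0 from edgeR (3 to 230 and 5 to 303 at an unadjusted *p* under 0.05; DESeq2 was not run on them). A count as large came from 1 of 8 assignments in the spleen and 1 of 8 in circulating cells, and 8 are too few for a share under 0.05.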
